# *DEK* Loss Induces Task-specific Deficits in Learning and Memory and Reprograms the Hippocampal Transcriptome in Mice

**DOI:** 10.1007/s12035-026-06022-4

**Published:** 2026-06-29

**Authors:** Kaitlyn L. Gardner, Taylor E. Lange, Marla K. Perna, Susanne I. Wells, Michael T. Williams, Charles V. Vorhees, Marley Cox, Matia B. Solomon, Lisa M. Privette Vinnedge

**Keywords:** *DEK*, Cognitive dysfunction, Sex differences, Memory, Hippocampus, Morris Water Maze, Cognitive flexibility, Reversal learning, Chromatin

## Abstract

DEK is an estrogen-responsive chromatin-remodeling protein broadly expressed in the murine and human brain, with high expression in memory-relevant regions such as the hippocampus. Prior work from our group and others has linked DEK loss to cellular features associated with Alzheimer’s disease and Alzheimer’s disease-related dementias. Notably, our group has demonstrated that DEK expression declines with increasing dementia severity in women, but not in age-matched men, suggesting a sex-specific relationship between DEK loss and cognitive vulnerability. Together, these findings support a potential neuroprotective role for DEK; however, functional consequences of DEK loss in vivo were unknown. Here, we examined behavioral and molecular consequences of *Dek* loss using male and female constitutive knockout (cKO) mice assessed across cognitive, sensorimotor, and affective domains. Across assays, *Dek* cKO mice of both sexes exhibited intact locomotor activity, anxiety-related behavior, sensorimotor gating, and fear-associated memory. In contrast, female *Dek* cKO mice displayed selective impairments in cognitive flexibility despite preserved spatial learning and memory, a phenotype not observed in males and indicative of female-specific vulnerability following DEK loss. This sex difference, observed during Morris water maze reversal learning, suggests disruption of hippocampal–prefrontal circuitry. Guided by known sex differences in hippocampal DEK expression, transcriptomic profiling of hippocampal tissue revealed shared and sex-specific consequences of *Dek* deficiency, including alterations in cytoskeletal organization, neuronal signaling, chromatin regulatory mechanisms, and cellular stress pathways. Collectively, these findings demonstrate sex- and cognitive-domain-specific effects of DEK loss and support further investigation of DEK in executive function and hippocampal–prefrontal cortex–mediated cognition.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12035-026-06022-4.

## Introduction

Cognitive functions such as learning, memory, and cognitive flexibility depend on tightly regulated biological processes within the brain. Accumulating evidence indicates that regulation of chromatin structure and gene expression plays a fundamental role in supporting these cognitive processes, particularly by enabling experience-dependent and long-lasting changes in neural function [1, 2]. Disruption of chromatin-based regulatory mechanisms has been associated with selective alterations in cognitive performance [3, 4]. These mechanisms may also operate differently across biological contexts, including sex, contributing to variability in cognitive function.

One factor that may contribute to sex-specific differences in cognitive function is the *DEK* protein. *DEK*, an estrogen receptor alpha (ER-α) target gene, is a chromatin remodeling protein essential for DNA replication, genome stability, chromatin organization, and transcriptional regulation [5–7]. *DEK* is expressed in almost all tissues including the brain, but primarily in proliferating progenitor cells [8, 9]. Most previous reports have focused on the role of DEK in solid tumors, where it is commonly overexpressed [10–16]. Our group and others have shown that *DEK* loss in cancer cell lines leads to impaired activation of DNA damage repair pathways [17, 18], cellular senescence [19], and cell death [20–23]. In addition, utilizing differentiated SH-Sy5y cells, we demonstrated that *DEK* loss correlated with cellular and molecular phenotypes of Alzheimer’s disease (AD) including cell death and increased pathogenic Tau accumulation [24], which was supported by in vitro and in vivo findings [24–26]. We were the first to report that *Dek* is expressed in several brain regions that are important to learning and memory (e.g., hippocampus, medial prefrontal cortex), and that it is likely expressed in many cell types including astrocytes, neurons, and microglia in both the mouse and human brain [9, 27]. Furthermore, we reported sex-specific differences in DEK expression in the murine brain, including the finding that females have higher DEK protein expression in the CA1 region of the hippocampus when compared with males [9]. Using human postmortem brain tissue, we determined that older women with schizophrenia-associated dementia have decreased DEK expression in the anterior cingulate cortex, a region important for integration of emotional and cognitive information, compared with their healthy sex- and age-matched controls, with an inverse correlation that indicated decreasing DEK levels with increasing dementia severity [28]. Notably, this association was not evident in elderly men with schizophrenia-associated dementia, suggesting a female-biased link with DEK loss and dementia. Using transcriptomic data, we also showed that *DEK* levels are highest in the fetal human brain and decrease with age [27]. *DEK* was also identified as a differentially expressed gene in humans with neurodegenerative Huntington’s disease [29]. Combined, work from our group and others indicates that *DEK* loss is associated with molecular and cellular correlates of cognitive dysfunction and may function in a sex-specific manner.

This study aims to bridge the gap between DEK protein expression data from murine and human brains by examining the sex-specific functional and molecular consequences of DEK loss on memory in adult female and male *Dek* constitutive knockout (cKO) mice compared with wild-type (WT) control mice. Given our previous findings that lower DEK protein levels are associated with greater dementia severity in elderly women but not elderly men [28], we hypothesized that female *Dek* cKO mice would exhibit behavioral phenotypes indicative of cognitive impairment, cognitive inflexibility, or behavioral dysfunction. To examine the molecular consequences of *Dek* loss in the brain using bulk RNA-seq, we focused on the hippocampus because it exhibits the highest density of DEK-positive cells in the brain (particularly in the dentate gyrus) [9], shows reported sex differences in DEK expression in the CA1 region [9], plays an essential role in memory, and is prominently affected in neurodegenerative disorders associated with memory impairment, such as AD. Here, we show that *Dek* loss results in task- and sex-dependent cognitive effects accompanied by a distinct hippocampal transcriptomic signature. These changes include shared alterations across sexes, such as genes associated with pro-inflammatory signaling and neuronal structural plasticity, as well as sex-specific transcriptomic signatures for genes related to cellular response to proteotoxic stress, chromatin remodeling, and Wnt signaling.

## Results

### Dek Loss Leads to Task-specific Cognitive Impairments that Differs Between the Sexes

To investigate the effect of *Dek* loss on behavior, *Dek* cKO mice were generated by breeding the *Dek*^*fl/f*l^ mice with CMV-Cre mice to generate a constitutive knockout (cKO) as reported in [30]. Loss of *Dek* expression was confirmed in *Dek* constitutive knockout (cKO) mice using qRT-PCR. *Dek* mRNA levels were significantly reduced in cKO mice compared with same-sex wild-type (WT) controls in both males, *t*(9.20) = 6.68, *p* < 0.0001, and females, *t*(7.43) = 5.98, *p* < 0.0001 (Fig. 1A). Immunohistochemical analysis further demonstrated robust DEK protein expression in the dentate gyrus of the hippocampus in WT mice, whereas DEK immunoreactivity was absent in *Dek* cKO mice (Fig. 1B). A similar loss of DEK protein expression was observed throughout the brain. The marked reduction of DEK expression in cKO mice confirms successful gene deletion and supports the use of this model to evaluate the functional role of DEK in learning and memory.

**Fig. 1:**
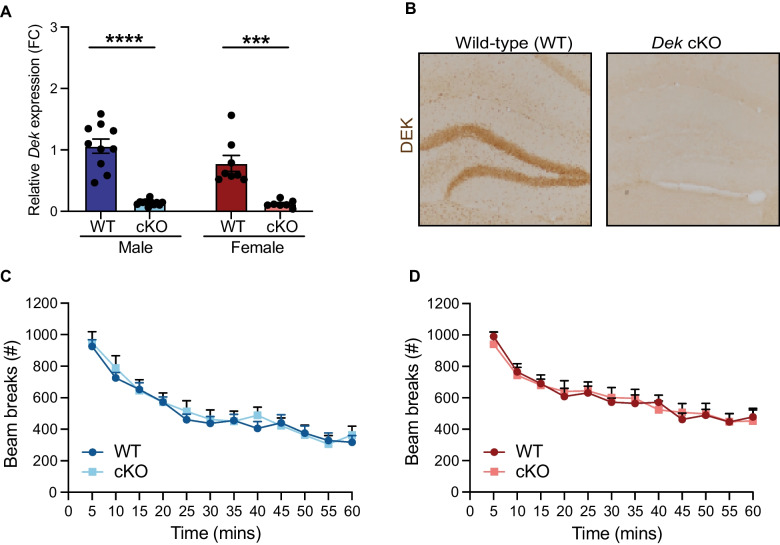
Loss of DEK expression does not impair overall locomotor activity in the open field in adult mice. **A** qRT-PCR analysis of relative *Dek* mRNA expression (fold change, FC) confirms a significant reduction in *Dek* expression in cKO compared with wild-type (WT) mice (**B**) Representative immunohistochemical staining showing DEK expression in hippocampal sections from wild-type (WT) and *Dek* conditional knockout (cKO) mice, demonstrating markedly reduced DEK protein expression. **C**, **D** Beam-break activity over time during the open field in male (**C**) and female (**D**) mice. Both WT and cKO animals show comparable locomotor activity over the one-hour testing session. Dark and light blue bars represent males, and red and pink bars represent females. All mice were adults. For qRT-PCR: *N* = 8 WT females, 8 *Dek* cKO females, 10 WT males, 11 *Dek* cKO males. For open field: *N* = 12 WT females, 10 *Dek* cKO females, 22 WT males, 14 *Dek* cKO males. Data are shown as mean ± SEM with individual data points; **p < 0.001, ***p < 0.0001

Open-field activity was assessed for 1 h to ensure that there was no impact of *Dek* loss on locomotor activity including exploration or habituation activity. Locomotor activity, indexed by total beam breaks in the open field, was analyzed using a linear mixed-effects model with genotype (WT vs. *Dek* cKO) as a between-subjects factor and time as a repeated measure. There was a robust main effect of time in both males (*F*(11, 321) = 29.30, *p* < 0.0001; Fig. 1C) and females (*F*(11, 187) = 27.23, *p* < 0.0001; Fig. 1D), reflecting higher activity early in the session followed by a progressive decline over time which is consistent with normal open-field habituation. In contrast, there was no main effect of genotype and no genotype × time interaction in either males or females (both *p* > 0.05), indicating comparable overall locomotor activity and similar habituation profiles across genotypes. Notably, *Dek cKO* mice did not differ from WT mice of either sex in their preference for central versus peripheral movement, indicating no genotype-related differences in anxiety-like behavior (data not shown).

We first performed the novel object recognition (NOR) assay, according to previously published methods from our group [31] and found no significant differences using a four-object experimental design (data not shown). To explore the effects of *Dek* cKO loss on spatial learning, reference memory, and cognitive flexibility, the Morris water maze (MWM) was used. Before assessing spatial learning, mice were given cued training in the maze from a fixed start to a fixed and visible platform. There were no significant genotype effects on training trials in either males or females (not shown). Next, mice were tested for spatial learning to find a hidden platform with different start positions on each trial with 4 trials/day for 5 days. For males, there were no differences in latency (Fig. 2A top panel), distance (Fig. 2B top panel), path efficiency (Fig. 2C top panel) or swimming speed (Fig. 2D left panel). These findings indicate that male *Dek* cKO mice performed comparably to WT male controls across multiple measures of performance.

**Fig. 2:**
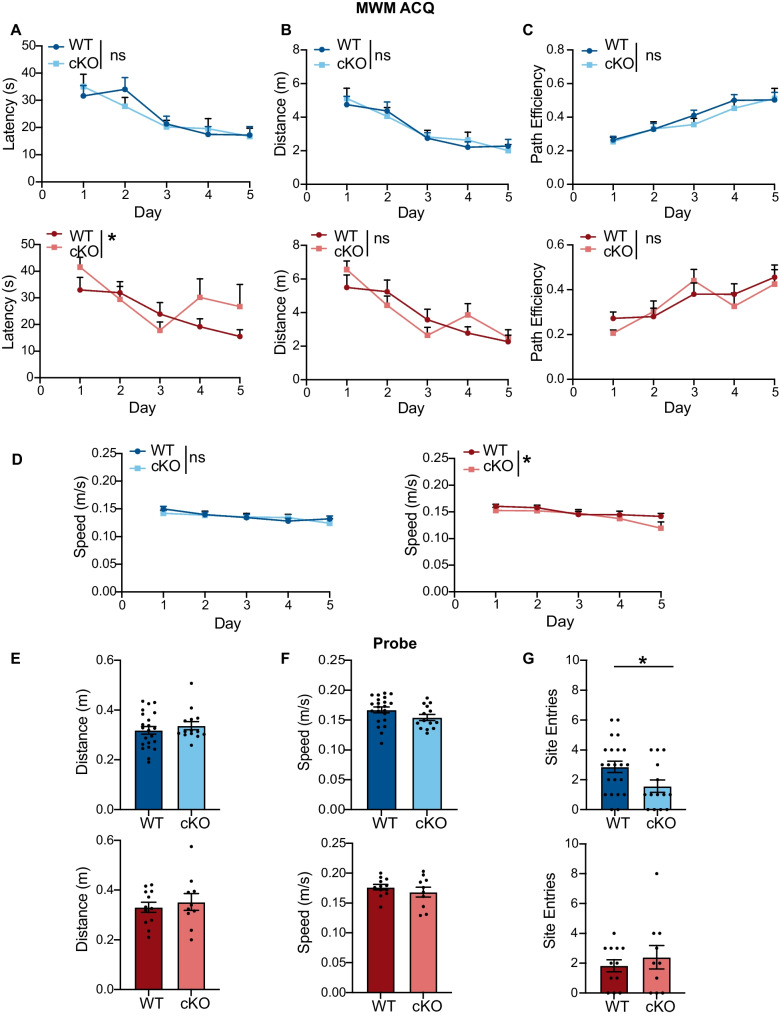
Spatial learning and reference memory are largely preserved in male and female *Dek* cKO mice. **A**–**D** Acquisition. Morris water maze acquisition performance shown as escape latency (**A**), swim distance (**B**), path efficiency (**C**) and swim speed (**D**) across 5 days of training, in males (top panels, blue) and females (bottom panels, pink/red). Male WT and *Dek* cKO mice exhibited comparable reductions in latency and distance across training, with no genotype differences in path efficiency or swim speed, indicating intact spatial learning and motor performance. Female *Dek* cKO mice showed modest increases in escape latency on later training days relative to WT females (days 4 and 5), while distance traveled improved similarly across training in both genotypes with no differences in path efficiency. Swim speed was largely comparable between female groups across training, with a modest reduction observed in *Dek* cKO females on the final day.** E**–**G** Probe trial. Performance during the probe trial, shown as average distance from the former platform location (**E**), swim speed (**F**), and platform site entries (**G**), in males (top panels) and females (bottom panels). Male *Dek* cKO mice made fewer platform site entries than WT males, whereas no genotype differences were observed for average distance from the platform location or swim speed. Female WT and *Dek* cKO mice did not differ in any probe measures. Adult mice were used for the behavioral analyses: *N* = 12 WT females, 10 *Dek* cKO females, 22 WT males, 14 *Dek* cKO males. Data are presented as mean ± SEM with individual data points shown. WT, wild-type; cKO, Dek conditional knockout; ns, not significant; *p < 0.05

In contrast, in females there was a significant interaction of genotype × day for latency (*F*(4,52.7) = 2.87, *p* = 0.0319, Fig. 2A bottom panel); for which the Kenward-Roger first-order adjusted degrees of freedom were calculated for Type III ANOVAs [32]. With this method, degrees of freedom can be fractional. Further analyses showed this effect trends were on later days (days 4–5) wherein female *Dek* cKO mice had higher latencies than WT females (*p*’s = 0.10). There were no differences between females for distance (Fig. 2B bottom panel) or path efficiency (Fig. 2C bottom panel). Path efficiency improved over time for both groups; *F*(4, 47.4) = 9.10, *p* < 0.0001 suggesting normal spatial learning during acquisition (Fig. 2C). There was a trend for a genotype × day interaction for swimming speed in females (*F*(4,57.1) = 2.39, *p* = 0.0617; Fig. 2D right panel). Further analyses using the slice option in Proc Mixed revealed a significant genotype difference on day 5 (*F*(1, 38.04) = 5.45, *p* = 0.0249), with *Dek* cKO females exhibiting slower swim speeds than WT females. Together, these data indicate that female *Dek* cKO mice exhibit intact spatial learning and navigational strategy during acquisition. Although female *Dek* cKO mice showed a modest reduction in swim speed on the final day of acquisition, swim speed was otherwise comparable across training.

Twenty-four hours after the last acquisition trial, mice were given a probe trial with the platform removed as a test of reference memory. For the males, there were no differences in the average distance from the platform site or swim speed (Fig. 2E, F, top panels). However, male *Dek* cKO mice made significantly fewer platform site entries than WT males (*t*(34) = 2.23, *p* = 0.033; Fig. 2G, top panel). There were no differences between the females for average distance from the platform site, site entries or speed during the probe trial (Fig 2E–G, bottom panels). Overall, the probe trial performance suggests intact reference memory in both sexes, with only a modest reduction in platform-directed search behavior (site entries) in male *Dek* cKO mice.

Cognitive flexibility was assessed during the MWM reversal phase. In males, there were no genotype differences across any measures including latency, distance, path efficiency, or speed (Fig. 3A–C top panel, Fig. 3D left panel). Path efficiency increased progressively across reversal training *F*(4, 103) = 22.40, *p* < 0.0001, indicating progressive navigational efficiency and adaptation to the new platform location (Fig. 3C, top panel). Together these data indicate intact strategy adaptation and preserved cognitive flexibility during reversal learning in male *Dek* cKO mice.

**Fig. 3:**
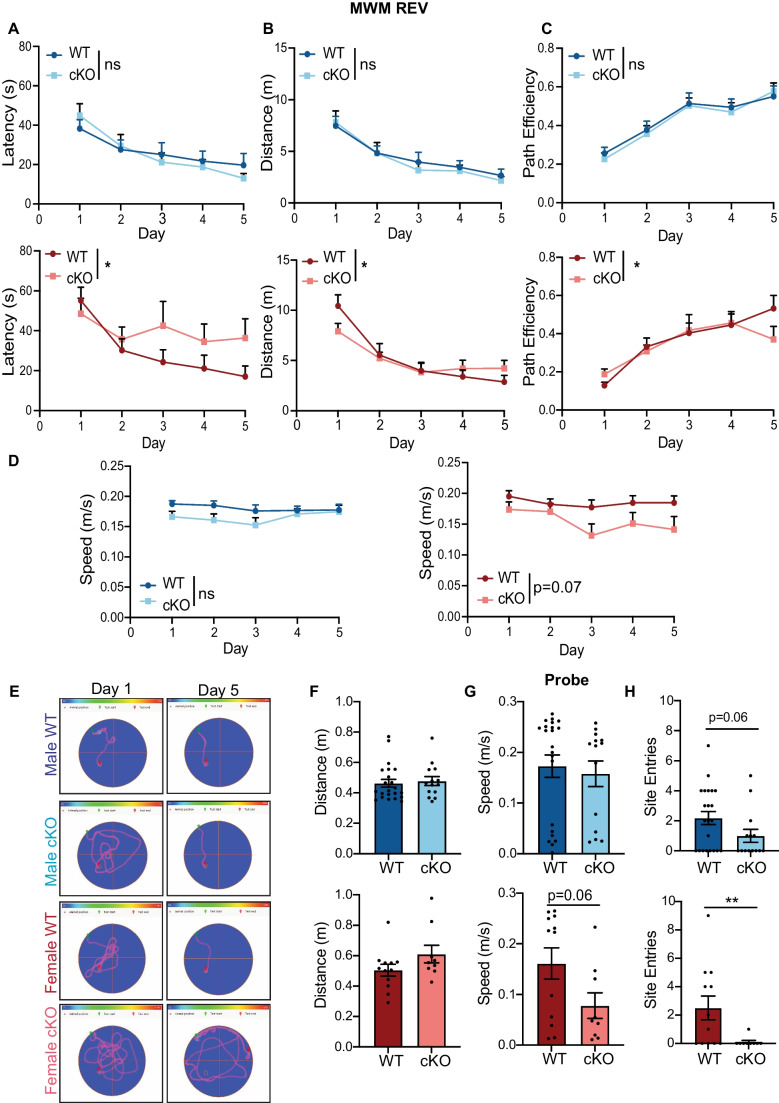
Sex-specific impact of DEK loss on cognitive flexibility during Morris water maze reversal learning. **A**–**C** Reversal. Morris water maze reversal acquisition (MWM REV) performance in male and female *Dek* cKO mice. Reversal learning performance is shown as escape latency (**A**), swim distance (**B**), path efficiency (**C**) and swim speed (**D**) across 5 days of reversal acquisition training in males (top panels, blue) and females (bottom panels, pink/red). Male WT and *Dek* cKO mice exhibited comparable reductions in escape latency and swim distance across training, with no genotype differences in swim speed, indicating intact cognitive flexibility and motor performance. In contrast, female *Dek* cKO mice showed impaired reversal performance relative to WT females, reflected by increased escape latencies on some training days (days 4 and 5). There was a strong trend for a genotype × day interaction (*p* = 0.052) for distance. Female WT mice traveled further on day 1 of reversal acquisition, whereas female *Dek* cKO mice traveled greater distances on the final day. Swim speed in females was also reduced in *Dek* cKO mice during later reversal training, whereas no differences were observed during early acquisition, indicating that slower navigation emerged selectively during later stages of reversal learning. Together, these patterns suggest impaired updating of spatial behavior during reversal acquisition (cognitive inflexibility) in female *Dek* cKO mice rather than overall deficits in initial learning or gross motor ability. **E** Representative swim paths from day 1 and day 5 of reversal training for male WT, male *Dek* cKO, female WT, and female *Dek* cKO mice illustrate efficient updating of search strategies in both male groups and WT females, with less efficient platform-directed navigation evident in female *Dek* cKO mice. The platform location is marked with an open circle, the pink indicates the swimming path of the mouse, the green dot marks the starting location, and the red dot marks the ending location. **F**–**H** Probe. Performance during the probe trial is reported as platform site entries (**F**), average distance from the former platform location (**G**), and swim speed (**H**), plotted separately for males (top panels) and females (bottom panels). Male WT and *Dek* cKO mice did not differ across probe measures. In contrast, female *Dek* cKO mice made significantly fewer platform site entries compared with WT females, despite comparable swim speed and average distance, further supporting a female-specific impairment in reversal learning and cognitive flexibility. Adult mice were used for the behavioral analyses: *N* = 12 WT females, 10 *Dek* cKO females, 22 WT males, 14 *Dek* cKO males. Data are presented as mean ± SEM with individual data points shown. WT, wild-type; cKO, Dek conditional knockout; ns, not significant; *p < 0.05; **p < 0.01; trend-level effects are noted where applicable

For females there was a genotype × day interaction on latency during reversal (*F*(4,61.2) = 3.54, *p* = 0.0115) (Fig. 3A, bottom panel**)**. Further analyses of each day showed a trend on day 3 (*p* = 0.096) and a significant effect on day 5 (*p* = 0.0220) with female *Dek* cKO mice having longer latencies during reversal learning. A genotype × day interaction was also observed (*F*(4, 61.6) = 2.49, *p* = 0.0525) on distance. Further analyses revealed that on reversal day 1, female *Dek* cKO mice traveled less distance than WT controls, whereas on later reversal days (days 4–5), female *Dek* cKO mice traveled greater distances than WT females. On the final day of reversal, *Dek* cKO females had longer path lengths than WT controls, despite comparable early trial performance (Fig. 3B, bottom panel). The increased path length on later reversal days suggests difficulty optimizing or refining the new strategy, rather than impaired spatial navigation in female *Dek* cKO mice. For path efficiency there was a genotype × day effect (*F*(4,61.5) = 2.57, *p* = 0.0469) in which *Dek* cKO females exhibited less efficient paths to the goal than WT females on day 5 (*p* = 0.0243) (Fig. 3C, bottom panel). For swimming speed, there was a genotype trend (*F*(1,20.3) = 3.46, *p* = 0.0776) in which WT females swam faster than *Dek* cKO females (WT: 0.18 m/s vs cKO: 0.15 m/s; Fig. 3D, right panel). However, there was a significant genotype × day interaction (*F*(4, 63.1) = 2.75, *p* = 0.0358). Post hoc analyses revealed no genotype differences during reversal training on days 1–2. In contrast, female *Dek* cKO mice swam slower than WT controls on day 3 (*F*(1,29.35) = 5.86, *p* = 0.0219) and day 5 (*F*(1,30.25) = 6.11, *p* = 0.0193), with a trend on day 4. Representative swim path tracings illustrate this difference in navigational efficiency (Fig. 3E). Together, these findings indicate that female *Dek* cKO mice retain spatial memory at the beginning of reversal testing. In contrast, the emergence of increased path length, reduced path efficiency, increased latency, and the late-phase slower speed indicate impaired adaptation and hence reduced cognitive flexibility.

On the reversal probe trial, in males, there were no differences in average distance to the platform site (Fig. 3F, top panel) or swimming speed (Fig. 3G, top panel). There was a genotype trend for site entries (*t*(32.36) = − 1.92, *p* = 0.06; Fig. 3H, top panel). Male *Dek* cKO mice had fewer site entries than WT males. Overall, probe-trial performance in males indicates preserved spatial memory in *Dek* cKO mice as shown by similar proximity (distance) to the former platform location. However, there is a subtle reduction in focused, goal-directed search, as evidenced by fewer platform site entries, suggesting a change in search strategy or persistence at the target location. In females, there were no differences between genotypes for average distance to the platform site (Fig. 3F, bottom panel); however, swimming speed showed a genotype trend (*t*(19) = − 1.99, *p* < 0.0609; Fig. 3G, bottom panel); female *Dek* cKO mice had lower swim speeds than WT females. There was a significant genotype effect (*t*(11.384) =  − 2.82, *p* < 0.0161) in which *Dek* cKO females had fewer site entries than WT females (Fig. 3H, bottom panel). Together, probe-trial performance indicates that female *Dek* cKO mice remember the platform location, as evidenced by preserved proximity to the platform site, but less focused searching to the exact target site. This pattern may reflect differences in search strategy, rather than impaired spatial memory.

A day after the reversal probe trial, mice were given cued/visible platform trials as a test of proximal cue learning for 4 trials/day for 2 days with curtains closed around the pool, a marked platform and with both start and platform positions changed on every trial. There were no genotype effects on latency or speed during these trials for males or females (Supplementary Figs. S1A–D). Equivalent performance across genotypes in the cued/visible platform task during the reversal phase indicates that *DEK* loss did not impact visual function, motor ability, or the use of proximal cues to guide behavior. Notably, this was consistent with the absence of genotype differences during cued training in the acquisition phase, indicating that sensorimotor and perceptual processes were intact throughout testing. Together, these findings support the interpretation that deficits in female *Dek* cKO mice observed in the reversal phase of the learning Morris water maze reflect altered cognitive flexibility rather than learning, sensory or motor impairments.

*Dek* cKO mice were assessed for acoustic and tactile startle responses to examine sensorimotor responsiveness. For the acoustic startle response (ASR), there was no effect of genotype on either testing day (days 1 and 2) in males or females (Fig. 4A, B, top and bottom panels), indicating that *Dek* loss does not significantly impact baseline acoustic startle reactivity.

**Fig. 4:**
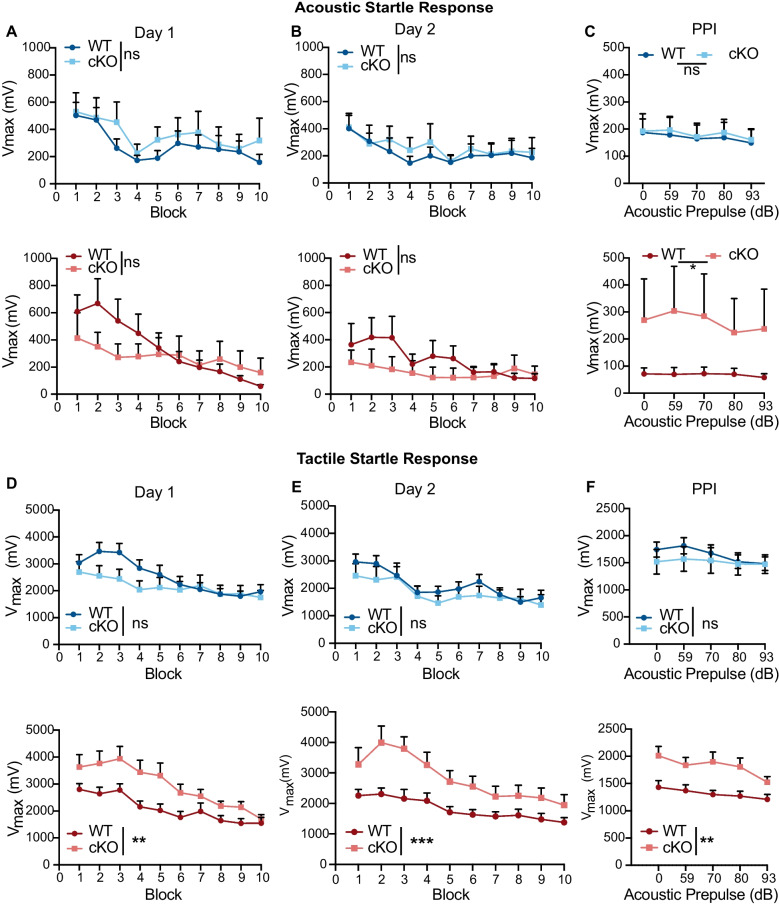
*Dek* loss results in sex-specific impairment in tactile startle response but not acoustic startle responses. **A**–**C** Acoustic Startle Response (ASR). Acoustic startle magnitude (Vmax) across repeated stimulus blocks on day 1 (**A**) and Day 2 (**B**), and acoustic prepulse inhibition (PPI; **C**), in males (top panels, blue) and females (bottom panels, pink/red). In males, WT and *Dek* cKO mice exhibited comparable acoustic startle responses and habituation across sessions, as well as intact ASR-PPI, indicating preserved baseline acoustic startle reactivity and sensorimotor gating. In females, *Dek* cKO mice did not display robust or sustained alterations in baseline acoustic startle magnitude or habituation and failed to identify a particular prepulse level associated with this interaction. **D**–**F** Tactile Startle Response (TSR). Tactile startle magnitude (Vmax) across repeated stimulus blocks on day 1 (**D**) and Day 2 (**E**), and tactile PPI (**F**), in males (top panels, blue) and females (bottom panels, pink/red). Male WT and *Dek* cKO mice exhibited comparable tactile startle magnitudes and intact tactile PPI across sessions, indicating preserved tactile responsivity and sensorimotor gating. In contrast, female *Dek* cKO mice showed significantly increased tactile startle magnitudes relative to WT females across both testing days, accompanied by increased tactile PPI. This pattern indicates heightened tactile responsivity in female *Dek* cKO mice with preserved, rather than impaired, prepulse-mediated inhibition, while basic acoustic startle reactivity remains largely intact. Adult mice were used for the behavioral analyses: *N* = 12 WT females, 10 *Dek* cKO females, 22 WT males, 14 *Dek* cKO males. Data are presented as mean ± SEM. Vmax, maximum startle amplitude. ns, not significant; Statistical significance is indicated as *p < 0.05, **p < 0.01, ***p < 0.001; trend-level effects are noted where applicable

Tactile startle response (TSR) revealed a sex-specific effect. There were no genotype differences in TSR in males on either day 1 or day 2 (Fig. 4D, E, top panels). However, female *Dek* cKO mice exhibited significantly increased tactile startle responses compared with WT females on both day 1 (*F*(1,22.7) = 10.48, *p* = 0.0037; Fig. 4D, bottom panel) and day 2 (*F*(1,21.4) = 17.19, *p* = 0.0004; Fig. 4E bottom panel) of testing, indicating enhanced tactile reactivity in females with *Dek* loss.

On day 3, mice were given prepulse inhibition trials (PPI) with an acoustic prepulse and an acoustic or tactile pulse. There were no effects for acoustic (Fig. 4C, top panel) or tactile PPI (Fig. 4F, top panel) in males. For acoustic PPI in females there was no genotype effect but there was a genotype × prepulse interaction (*F*(4,54) = 2.50, *p* = 0.0528) (Fig. 4C, bottom panel). Further analyses at each prepulse level failed to identify a particular prepulse level associated with this interaction. On trials with a tactile pulse, for females there was a genotype main effect (*F*(1,20.6) = 10.69, *p* = 0.0037) (Fig. 4F, bottom panel). In both cases of PPI testing, *Dek* cKO females were hyperreactive compared with WT females.

Contextual and cued freezing conditioning were used to determine the necessity of *Dek* expression in fear-related learning and memory. The task distinguishes memory for an aversive context from memory for a specific predictive cue, allowing detection of selective alterations in fear memory expression. Both male and female WT and *Dek* cKO mice exhibited comparable levels of freezing during initial context exposure on day 1 (habituation), indicating no effects of genotype on baseline freezing behavior (Supplementary Fig. S2A, B). During conditioning on day 2, pre-conditioning activity was minimal in all groups, while US–UR pairings elicited increases in freezing in both WT and *Dek* cKO mice of both sexes, with no genotype-related differences observed, demonstrating intact acquisition of conditioned fear in males and females (Supplementary Figs. S2C, D).

Contextual memory was assessed on day 3. In males, *Dek* cKO mice exhibited less freezing than WT mice; however, this difference did not reach statistical significance but showed a trend toward reduced contextual memory in cKO males (*p* = 0.057; Supplementary Fig. S2E). In contrast, female WT and cKO mice displayed similar levels of contextual freezing (Supplementary Fig. S2F).

When cued memory was assessed on day 4 in a novel environment, freezing during the stimulus-free interval and during light presentation was comparable between WT and cKO mice in both males and females, with no genotype-dependent differences detected in either sex (Supplementary Fig. S2G, H).

Extinction was then evaluated across blocks on day 4. During tone presentation, WT and cKO mice of both sexes exhibited similar freezing responses and parallel trajectories across blocks, indicating comparable within-session movement and no evidence for genotype × block interactions in males or females (Supplementary Fig. S2I, J). Freezing during tone-off periods likewise did not differ between genotypes in either sex (Supplementary Fig. S2K, L).

Together, the data indicate that fear learning and memory are intact in both male and female *Dek* cKO mice, as evidenced by normal acquisition of conditioned freezing during training and preserved expression of both contextual and cued freezing during memory testing. Additionally, normal within-session modulation of freezing across testing blocks supports intact regulation of previously learned freezing responses.

### Sex Differences in the Transcriptomic Consequences of DEK Loss

Given our prior evidence of sex-specific DEK expression that is unique to the hippocampus [9], we focused our transcriptomic analyses on this region due to its central role in long-term and spatial memory, and its association with performance in the MWM. We performed bulk RNA-seq on micro-dissected hippocampal tissue from male and female wild-type and *Dek* cKO mice as an exploratory, hypothesis-generating approach to identify shared and sex-specific molecular consequences of *Dek* loss in a learning and memory-relevant brain region. 

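Hippocampal RNA was sequenced from 12 mice, with 3 libraries in each of 4 groups: female WT, female *Dek* cKO, male WT and male *Dek* cKO. The *Dek* cKO mice carry a germline deletion made by crossing mice whose *Dek* allele has loxP sites around exons 3 and 4 to CMV-Cre mice. The paper's methods describe poly-A selected, stranded libraries read as paired ends, mapped with STAR and quantified with Salmon. The authors deposited 1 value per gene and library in TPM, a unit in which reads are divided by transcript length and scaled to a common total. The columns list 26409 genes and sum to between 825750 and 845553 TPM per library, so part of the transcripts that entered the scaling are not among the listed genes. Nearly all listed genes are protein-coding genes (20054) or pseudogenes, and only 43 belong to long noncoding RNA classes. Between 18104 and 18719 genes had a value above 0 in a library, and between 13850 and 14235 reached 1 TPM. The 10 most abundant genes of a library held between 19.29% and 22.76% of its TPM. The reads behind the value of a gene cannot be recovered from TPM, so its counting error is not given here.

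Genes with a mean of at least 0.1 TPM over the 12 libraries were tested, 18197 in all. Their values were log2 transformed after adding 0.1 TPM, which makes the fold changes of genes near that level smaller than the ratio of their TPM. Differences were tested with limma (moderated statistics with a trended prior variance, two-sided) and p-values were adjusted by the Benjamini-Hochberg method. The comparison of all *Dek* cKO with all WT mice used 2 groups of 6 libraries. Each sex was compared as a contrast of a fit with 4 groups on all 12 libraries, and the difference between the sexes in the effect of genotype was tested in the same fit as an interaction. As in the paper, a gene was called at an adjusted p-value under 0.05 with a fold change over 1.2. The names of the 3 female WT libraries begin with another prefix than those of all other libraries, male WT among them. In comparisons with female WT mice the prefix therefore differs together with the group.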

Quality control information for the samples used for RNA-seq is shown in Supplementary Fig. S3. 

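*Dek* transcript levels separated the genotypes in every library. In WT mice *Dek* had 48.3 ± 2.58 TPM (SD, n = 6) and in *Dek* cKO mice 7.23 ± 1.32 TPM (SD, n = 6). Sex labels were checked with 4 genes of the Y chromosome, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*. *Eif2s3y*, which lies on chromosome Y of GRCm38 from 1010543 to 1028847, had 72.4, 85.3 and 92.0 TPM in the male WT libraries and 0.993, 0.241 and 0.209 TPM in the female WT libraries. The library labelled female cKO replicate 3 had 72.7 TPM of *Eif2s3y* and 20.4 TPM of *Ddx3y* (chromosome Y, 1260771 to 1286629). For all 4 genes, its value was over 50% of the lowest male WT value. The library labelled male cKO replicate 1 had 0.111 TPM of *Eif2s3y*, and *Ddx3y* is listed at 0 in it. In Supplementary Fig. S3B the first of these libraries is coloured as male and the second as female, the reverse of their sample labels. *Eif2s3x*, the X-linked partner of *Eif2s3y*, had 55.5 TPM in the first and 85.6 TPM in the second. The female WT libraries had 85.7 to 88.8 TPM of it and the male WT libraries 58.4 to 64.3 TPM. In these genes the first library thus goes with males and the second with females. *Xist* is not among the listed genes and was not analysed here. Both libraries were kept in the groups their labels name, so each labelled *Dek* cKO group holds a library whose RNA goes with the other sex. Within a sex, the tests of single genes were repeated with the sexes of Supplementary Fig. S3B and with both libraries left out, the tests of gene sets with the sexes of that figure only, and the principal components with neither. The comparison of all *Dek* cKO with all WT mice does not use sex.

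**Figure D1:**
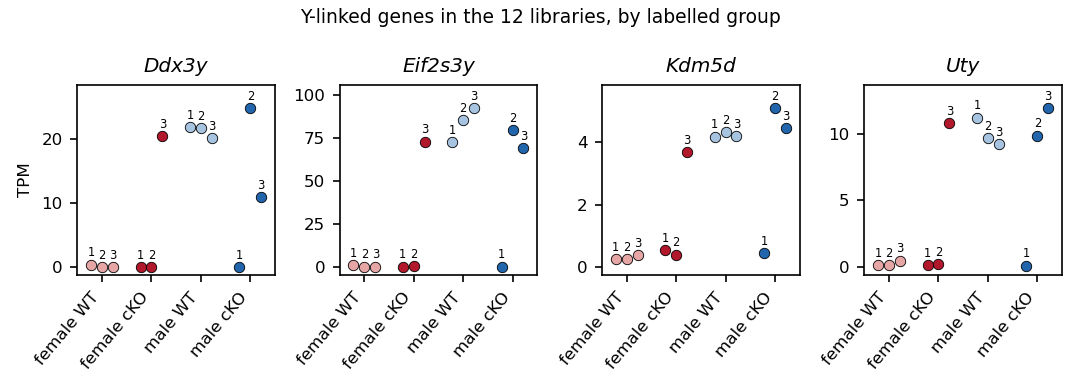
TPM of 4 Y-linked genes in each of the 12 libraries, by labelled group. The library labelled female cKO replicate 3 has 72.7 TPM of *Eif2s3y*, and the library labelled male cKO replicate 1 has 0.111 TPM.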

Three-dimensional principal component analysis (PCA) confirmed the clustering of samples within each group. 

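Principal components were computed from the 500 genes with the most variable log2(TPM + 0.1) values, centred per gene. PC1, PC2 and PC3 held 21.7%, 10.4% and 10.2% of the variance. PC1 was set by female WT replicate 1, whose coordinate was 68.5 while the other 11 libraries lay between -10.5 and -1.1. On the first 3 components, the mean distance between libraries of the same group was 40.5 and that between libraries of different groups was 36.3. Libraries of the same group were thus no closer to each other than to libraries of other groups (one-sided permutation test of the ratio, 1.12, p = 0.922). Without female WT replicate 1, PC1 held 13.4% of the variance, and the mean distances were 38.9 within and 35.9 between groups (ratio 1.08, permutation p = 0.769). Genotype did not separate on any of these axes. The 6 *Dek* cKO libraries averaged -5.1 ± 2.3 (SD) and the 6 WT libraries 5.1 ± 31.1 on PC1 (two-sided exact permutation test, p = 0.931), and the corresponding exact p-values were 0.900 on PC2 and 0.634 on PC3. The ratio of distances was between 0.993 (without the library labelled female cKO replicate 3) and 1.21 when single libraries were left out. PC1 held 14.8% of the variance with all genes past the filter and 27.9% with a pseudocount of 1 TPM.

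**Figure D2:**
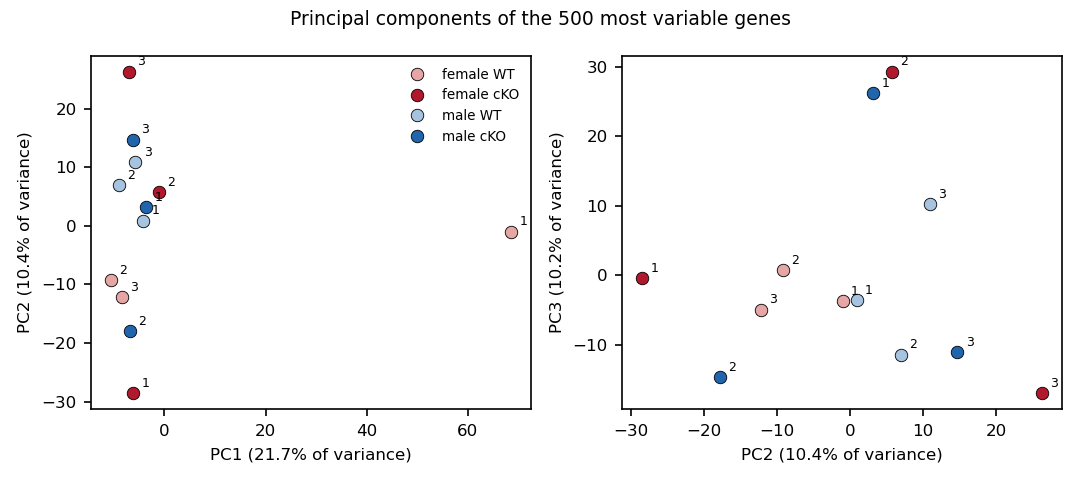
Coordinates of the 12 libraries on PC1, PC2 and PC3, coloured by labelled group, with the percent of variance of each component on the axes. Female WT replicate 1 lies at 68.5 on PC1, and all other libraries lie between -10.5 and -1.1.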

Minimal difference in gene expression between the sexes of WT mice was confirmed by the overlap in male and female clusters (Fig. 5A) and the similarity in transcriptomic profiles as shown in a heatmap (Supplementary Fig. S4). In contrast, PCA of male and female *Dek* cKO mice displayed greater separation from each other, supporting greater variability between samples, and separation from their respective WT groups. 

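Between male and female WT mice, 0 of the 18197 genes tested passed the threshold. At an unadjusted p-value under 0.05 there were 660 genes, of which 319 also changed at least 1.5-fold (116 higher and 203 lower in males). The excess of lower genes depended on the scaling. Median ratio rescaling gave 126 higher and 200 lower genes, and quantile normalization 168 and 167. The log2 fold changes of the Y-linked genes *Eif2s3y* and *Ddx3y* between male and female WT mice were 7.41 and 6.98, yet neither passed in this fit, in which the *Dek* cKO groups hold a library of each conflicting sex. With the sexes of Supplementary Fig. S3B, 6 genes passed, *Eif2s3y* and *Ddx3y* among them. Leaving out female WT replicate 1 gave 5 genes, and leaving out male WT replicate 3 gave 1. These genes were named only after their values were seen: *Npff*, *Rnf141*, *Msln*, *Gm12806* and *Gm17212* in the first case and *Anapc13* in the second. Pairwise Pearson correlations of log2 values across genes, which are not independent replicates, ranged from 0.975 to 0.985 within groups and from 0.971 to 0.984 between groups, each with a median of 0.981. In the 3 component space, the centres of the female WT and male WT groups were 26.7 apart, and 21.1 apart without female WT replicate 1.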

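The centres of the female and male *Dek* cKO groups were 4.07 apart on the first 3 principal components. The female groups of the different genotypes were 23.9 apart and the male groups 6.56 apart. Libraries lay on average 29.6 from the centre of the female *Dek* cKO group, 22.7 from that of the male *Dek* cKO group, 35.1 from that of the female WT group and 9.68 from that of the male WT group. With all libraries, the distances between centres were smaller than the larger of the mean distances to the centres they join. Female WT replicate 1 decided several of these values. In its absence the *Dek* cKO groups were 24.0 apart, the female groups 22.7 and the male groups 6.75. The mean distances to the centre were then 32.1 for the female and 27.0 for the male *Dek* cKO libraries, 7.02 for the female WT and 12.8 for the male WT libraries. The centres of the WT groups were then 21.1 apart, more than either of their mean distances.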

We first compared *Dek* cKO mice with WT mice, regardless of sex, using DeSeq2 to identify differentially expressed genes (DEGs). There were 113 DEGs, with 95 genes upregulated, and only 18 genes downregulated, between WT and *Dek* cKO mice (adj *p* value < 0.05, ± 1.2-fold change; Fig. 5B). 

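Across both sexes, 27 of the 18197 genes tested passed an adjusted p-value under 0.05 with a fold change over 1.2, of which 25 were higher and 2 lower in *Dek* cKO mice. All 27 changed in the same direction in each sex, and for all 27 the 6 *Dek* cKO values lay on one side of the 6 WT values. Among all genes tested, 104 separated the genotypes in this way with higher and 19 with lower values in *Dek* cKO mice, where chance gives 0.216%, or 39 genes in either direction. *Dek* (ENSMUSG00000021377, chromosome 13 of GRCm38, 47084775 to 47106201) had a log2 fold change of -2.74 (standard error 0.10, n = 6 per genotype, adjusted p = 1.17e-08). The other gene that fell was *Hcrt*, with a log2 fold change of -2.29 (adjusted p = 0.0319). It is listed at 0 in 5 of the 6 *Dek* cKO libraries and averaged 0.529 TPM in WT mice, and its call was lost in 11 of the 12 fits that each left out 1 library. The largest adjusted evidence among the higher genes came from *Gm15319* (ENSMUSG00000074449, chromosome 8, 20337664 to 20363210), which rose from 1.55 ± 0.209 to 5.36 ± 0.518 TPM (SD, n = 6), a log2 fold change of 1.73 (standard error 0.12, adjusted p = 1.22e-05), and from *Col7a1* (ENSMUSG00000025650, chromosome 9, 108953586 to 108984875), which rose from 1.33 ± 0.325 to 6.86 ± 1.01 TPM, a log2 fold change of 2.31 (standard error 0.16, adjusted p = 1.42e-05). *A3galt2* (log2 fold change 1.88, adjusted p = 0.00222) and *Serpinb6e* (2.13, adjusted p = 0.00718) were higher from WT means of 0.277 and 0.0603 TPM. *Arl9*, *Sds* and *Mylk3* had log2 fold changes of 1.66, 1.58 and 1.33, each with an adjusted p of 0.0235, and each lost its call in 8 or 9 of the 12 fits that left out a library.

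The paper names 40 genes in its text or volcano plots, of which 37 were tested here. Of these, 8 passed when adjusted over all genes tested and 19 (15 higher and 4 lower) when adjusted over the list alone. The paper chose those genes on these same samples, so the second count is not independent evidence. Among the genes labelled in Fig. 5B, *Ldhd* had a log2 fold change of -0.48 (adjusted p = 0.0795), *Onecut1* -0.90 (adjusted p = 0.458), *Ppp1r7* 0.25 (adjusted p = 0.298), *Ptk6* 0.23 (adjusted p = 0.909, and 0.13 without female cKO replicate 1) and *Tyw3* 0.09 (adjusted p = 0.973). *Tyw3* fell by 0.02 without female cKO replicate 2. The alternative that moved the number of genes the most was a replicate block, which takes the libraries of a sex with the same replicate number as a pair and left 3 genes, *Dek*, *Col7a1* and *Gm15319*. Leaving out single libraries gave between 13 genes (without female cKO replicate 2) and 27, with 14 without female WT replicate 1, 14 without female cKO replicate 1 and 16 without the library labelled male cKO replicate 1.

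**Figure D3:**
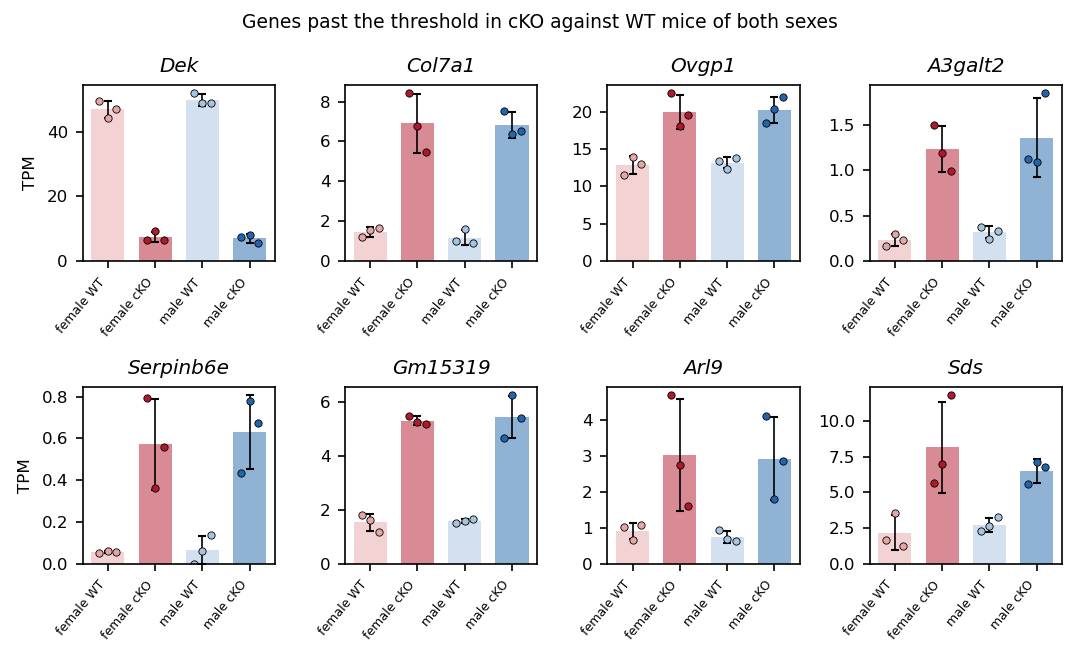
TPM of 8 genes past the threshold in *Dek* cKO against WT mice. Bars are the mean of the 3 libraries of a labelled group, error bars the SD and points the libraries. Over both sexes *Dek* falls from 48.3 to 7.23 TPM, and *Col7a1* rises from 1.33 to 6.86 TPM.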

We also assessed the number of DEGs with significant raw *p* values since gene set enrichment analysis (GSEA) utilizes a ranked list of all expressed genes in a dataset, including nominally changed genes, to identify statistically significant pathways. 

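Of the 18197 genes tested in *Dek* cKO against WT mice of both sexes, 1208 had an unadjusted p-value under 0.05. With a fold change of at least 1.5 as well, 381 genes were higher and 108 lower in *Dek* cKO mice. Fold changes of genes near the floor depend on the value added before the log2 transform. With 1 TPM added in place of 0.1 TPM, the counts fell to 85 higher and 29 lower genes, and among genes with a mean of at least 1 TPM they were 141 and 37. Leaving out single libraries gave between 335 and 393 higher genes and between 97 and 121 lower genes.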

When considering raw/nominal *p* values < 0.05 and fold change ± 1.5, there were 428 upregulated genes and only 80 down-regulated genes. This skewing was expected, given the role of *DEK* in promoting heterochromatin formation for gene silencing [33–36]. 

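Of the 489 genes that passed both nominal criteria, 77.9% were higher in *Dek* cKO mice. The share depended on the scaling of the libraries, at 75.8% after rescaling each library by the median ratio of its values to the gene means and 66.6% after quantile normalization, and stayed above 50% in each. It was 68.9% in females and 75.2% in males. The male share was 57.3% after quantile normalization. The median log2 fold change of all genes tested was 0.016.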

We performed gene set enrichment analysis (GSEA) and found that the hippocampal transcriptomes of *Dek* cKO mice were enriched for changes in biological processes necessary for brain health, dendrite formation, and neuron function. Specifically, *Dek* cKO hippocampal transcriptomes indicated repression of processes associated with RNA polymerase III-mediated transcription, synapse organization, dendritic spines and dendrite morphogenesis, learning/memory and cognition, and transport along microtubules. However, the upregulated biological processes in *Dek* cKO hippocampi were overwhelmingly associated with adaptive and innate immune responses, suggesting neuroinflammation, along with regulation of peptidase activity (Fig. 5C).

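Gene sets were tested on the same fits with the camera method of limma, a competitive test of whether the genes of a set move more than the other genes. Sets were 26 families defined by gene symbol to match functions the paper names, and 24 mouse Reactome pathways nearest to its Gene Ontology and Hallmark sets, and p-values were adjusted within each group of sets. The method used a preset correlation of 0.01 between the genes of a set. The fry method was run beside it. It takes the correlation from the residuals, and it asks whether the genes of a set move at all, without regard to other genes. A call lost under fry can therefore reflect the other question as well as the correlation. In *Dek* cKO against WT mice of both sexes, camera put 6 families and 6 pathways past an adjusted p-value of 0.05, and fry only 1 of them, the complement genes (adjusted p = 0.0432). No call within a sex, in the interaction or between the WT sexes held under fry.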

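The 25 RNA polymerase III subunits and factors had a median log2 fold change of -0.01 in *Dek* cKO against WT mice of both sexes (two-sided camera, adjusted p = 0.647), the 80 synapse and dendritic spine scaffold genes -0.02 (adjusted p = 0.159) and the 54 kinesins and dyneins, which move cargo along microtubules, -0.01 (adjusted p = 0.317). None of these families passed the threshold. Each median changed sign in at least 1 of the fits that left out a library, to 0.01 for RNA polymerase III genes and for kinesins and dyneins without female WT replicate 2, and to 0.02 for synapse genes without male cKO replicate 2. Of the neuronal sets, the 16 GABA-A receptor subunits passed with a median of -0.07 (adjusted p = 0.0258), which was -0.02 and no longer passed without male cKO replicate 3. The Reactome pathway for GABA-A receptor activation (12 genes, median -0.05, adjusted p = 0.0194) and that for NMDA receptor activation (38 genes, median -0.03, adjusted p = 0.0151) passed as well. They were -0.03 and -0.02 without male cKO replicate 3 and lost their calls there, the first in 5 and the second in 4 of the 12 fits that left out a library.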

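In the comparison of both sexes, the 65 interferon-induced genes had a median log2 fold change of 0.36 (two-sided camera, adjusted p = 1.2e-09), with 92.3% of them higher in *Dek* cKO mice. The median was 0.22 without male cKO replicate 3 and kept its call in each fit that left out a library. The 28 MHC class I and II genes had a median of 0.29 (adjusted p = 0.00117) and the 20 complement genes 0.14 (adjusted p = 0.000948). Among Reactome pathways, interferon gamma signaling (81 genes) had a median of 0.20 (adjusted p = 0.00139), interferon signaling (108 genes) 0.10 and the complement cascade (22 genes) 0.11 (both adjusted p = 0.00216). The 47 chemokines and interleukins had a median of 0.10 and did not pass (adjusted p = 0.424), with 0.05 without male WT replicate 3. Of the sets for peptidases, the 28 serpins, which inhibit serine peptidases, had a median of 0.42 (adjusted p = 0.00698). It dropped to 0.19 and below the threshold without male cKO replicate 3. Serine peptidases themselves (52 genes) had a median of 0.16 and did not pass (adjusted p = 0.429), with 0.04 without male cKO replicate 3. The 42 collagens had a median of 0.18 (adjusted p = 0.00483), which was 0.11 without female cKO replicate 2 and 0.12, past the threshold no longer, without the library labelled male cKO replicate 1. The signs of these medians were the same under median ratio rescaling. From the immune gene sets among the upregulated processes, the paper proposes neuroinflammation in *Dek* cKO hippocampi.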

**Fig. 5:**
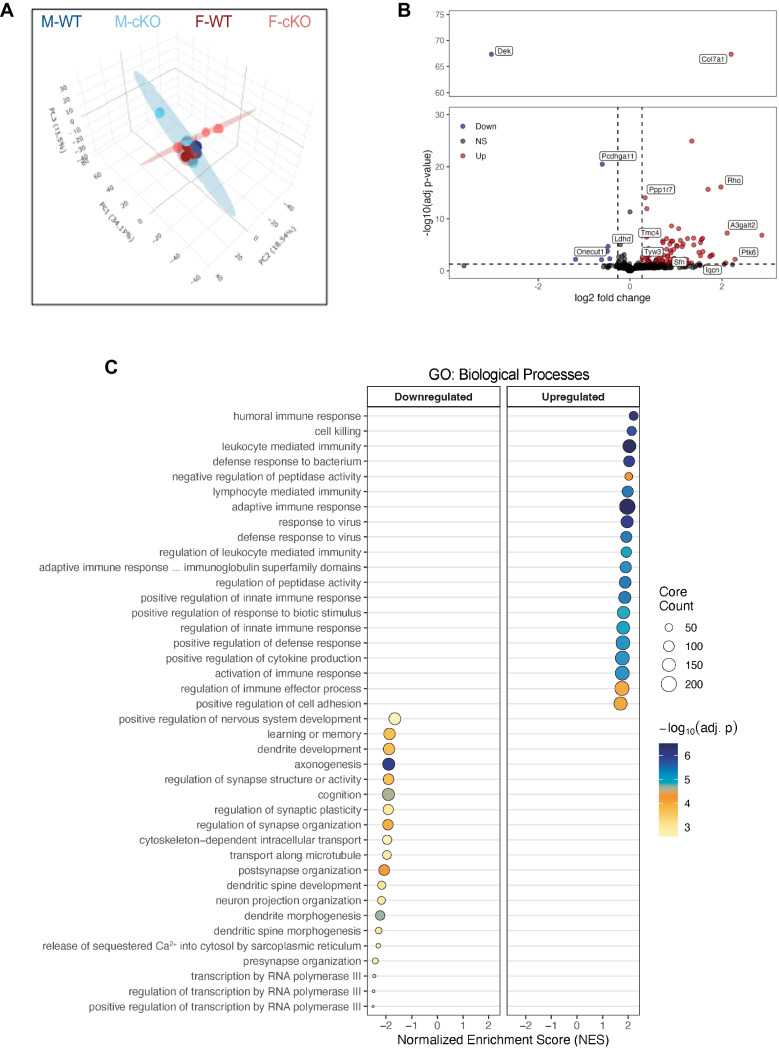
The hippocampus of *Dek* knockout mice has a unique transcriptomic profile characterized by differential expression of genes linked to dendrite morphogenesis, inflammation, and immune responses. **A** Principal component analysis (PCA) shows the separation of groups based on sex and genotype due to variation in the transcriptome using hippocampal mRNA. The ellipses represent 95% confidence intervals. N = 3/genotype/sex. **B** The volcano plot depicts genes upregulated (red) and downregulated (blue) in *Dek* cKO hippocampus compared with WT mice. **C** Gene Set Enrichment Analysis for Biological Processes using DeSeq2-identified differential gene expression, shows up-regulation of immune response and inflammatory gene sets and down-regulation of gene sets linked to dendrite morphogenesis, synaptic plasticity, and regulation of transcription. Dot size represents the number of genes in the gene set differentially expressed in *Dek* cKO tissue vs WT tissue. The color scale represents *p* value, with light yellow indicating lower *p *values. The *X* axis graphs the gene set enrichment based on Normalized Enrichment Score (NES). Negative NES values represent down-regulation of a gene set and positive NES values depict up-regulation of a gene set

We next evaluated the transcriptomes of males and females separately. 

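When principal components were computed from the 500 most variable genes of the 6 libraries labelled male, PC1, PC2 and PC3 held 24.9%, 21.3% and 20.3% of the variance. The library male cKO replicate 3 lay at 46.7 on PC1 and the other libraries between -19.6 and -3.6. The genotypes overlapped on PC1 (exact permutation test, two-sided, p = 0.900). The mean distance within genotypes on the first 3 components was 1.08 times that between genotypes, 49.0, with a one-sided exact p of 1.00. The ratio was under 1 with all genes past the filter (0.945, exact p = 0.400), without the library labelled male cKO replicate 1 (0.922) and without male cKO replicate 2 (0.850, exact p = 0.200), so its direction depends on these choices. A split of 3 against 3 libraries cannot give a two-sided exact p below 0.1.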

*Dek* cKO and WT male transcriptomes were clearly separated by PCA, with PC1 accounting for 58.68% of the variance (Fig. 6A). There were 32 DEGs (adj *p* value < 0.05, ± 1.2-fold change), with 29 genes upregulated and only 3 genes downregulated, including *Dek* (Fig. 6B). 

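In males 3 of the 18197 genes tested passed the threshold: *Dek* with a log2 fold change of -2.82 (standard error 0.15, n = 3 per group, limma adjusted p = 1.72e-05), *Col7a1* with 2.47 (standard error 0.23, adjusted p = 0.00286) and *Gm15319* with 1.72 (standard error 0.18, adjusted p = 0.00581). *Dek* fell from 49.8 ± 1.81 to 7.04 ± 1.33 TPM (SD, n = 3). At an unadjusted p-value under 0.05 there were 992 genes. Of 37 genes the paper names, 2 passed when adjusted over all genes tested and 14 (12 higher and 2 lower) when adjusted over the list alone. *Ovgp1* (log2 fold change 0.61, adjusted p = 0.251), *Trh* (2.23, adjusted p = 0.880, and 3.41 without the library labelled male cKO replicate 1), *Gpr35* (0.86, adjusted p = 0.880) and *Ldhd* (-0.53, adjusted p = 0.687) did not pass over all genes. The number of genes moved the most without male WT replicate 3, where 7 passed, the 3 above and *Clic3*, *Abcc3*, *Anapc13* and *Gm14200*, named here only after their values were seen. It was 2 without male WT replicate 1 and 2 without male cKO replicate 2, where the call of *Gm15319* was lost. With the sexes of Supplementary Fig. S3B, 5 genes passed (also *Rnf141* and *Gm16053*), and with both libraries of conflicting sex left out 6 (also *Trh*, *Gm13114* and *Gm16053*). A fit of the 6 libraries of males alone called 6 genes, of which *Dek* was the only 1 shared with the fit on 12 libraries.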

When expanded to include raw *p *value < 0.05, ± 1.5-fold change, there were 456 upregulated DEGs and 69 downregulated DEGs. 

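In males, 367 genes were higher and 121 lower in *Dek* cKO mice at an unadjusted p-value under 0.05 with a fold change of at least 1.5. Quantile normalization left 240 higher genes, 57.3% of those that passed. The number of lower genes was 203 without male cKO replicate 2 and 188 without the library labelled male cKO replicate 1. Adding 1 TPM before the log2 transform left 172 higher and 55 lower genes.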

GSEA was used to evaluate the molecular functions impacted by *Dek* loss in the male hippocampus. 

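In males, the 42 collagens had a median log2 fold change of 0.21 in *Dek* cKO against WT mice (camera, two-sided, adjusted p = 0.00344). That value depended on the library labelled male cKO replicate 1, without which it was 0.06 and did not pass, and with the sexes of Supplementary Fig. S3B it was 0.12 (adjusted p = 0.154). The Reactome pathway for collagen formation (66 genes) had a median of 0.19 (adjusted p = 0.00159), and of 0.09 with no call without the same library. The 28 serpins had a median of 0.57 (adjusted p = 0.00197), or 0.33 without male cKO replicate 3, with the call kept. Chemokines and interleukins had a median of 0.15 and did not pass (adjusted p = 0.183), or 0.07 without male cKO replicate 3.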

Molecular functions upregulated upon *Dek* loss in males included extracellular matrix components, cytokine binding, peptidase inhibitor activity, and growth factor binding. Down-regulated molecular functions included neurotransmitter/glutamate/GABA receptor activity, tubulin binding, voltage gated channel activity, and monoatomic cation channel activity (Fig. 6C). 

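The 26 ionotropic and metabotropic glutamate receptor genes had a median log2 fold change of -0.07 in males (two-sided camera, adjusted p = 0.183) and did not pass. Without male cKO replicate 2 the median was 0.01. The GABA-A receptor subunits had a median of -0.13 (adjusted p = 0.00197) and the 37 voltage-gated potassium channels -0.10 (adjusted p = 0.0404). The first was -0.08 without male WT replicate 2, and with the sexes of Supplementary Fig. S3B its adjusted p was 0.114. The potassium channel median was -0.02 and no longer passed without male WT replicate 2, and lost its call in 4 of the 6 fits that left out a library. Reactome gave a median of -0.13 for GABA-A receptor activation (adjusted p = 0.00159), of -0.06 for NMDA receptor activation (adjusted p = 0.00321), of -0.02 for the neurotransmitter release cycle (adjusted p = 0.0278) and of -0.04 for potassium channels (88 genes, adjusted p = 0.0278). NMDA receptor activation had a median of 0.00 without male cKO replicate 2, and GABA-A receptor activation lost its call at -0.09 without male WT replicate 2. The neurotransmitter release and potassium channel pathways each lost their calls in 4 of the 6 fits, at -0.01 without male WT replicate 3 for the first and at -0.02 without male cKO replicate 3 for the second. The 80 synapse and dendritic spine scaffold genes passed with a median of -0.03 (adjusted p = 0.0342), but the median was 0.02 without male cKO replicate 2 and 0.00 without male WT replicate 2, with no call in either fit. Kinesins and dyneins, which bind tubulin, had a median of -0.03 (adjusted p = 0.0746), or -0.01 without male WT replicate 3.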

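In males, the 58 Myc target ribosome biogenesis genes had a median log2 fold change of 0.09 in *Dek* cKO against WT mice (two-sided camera, adjusted p = 0.00576), which fell to 0.03 and below the threshold without male cKO replicate 3. The 65 interferon-induced genes had a median of 0.57 (adjusted p = 6.98e-12), with 0.40 as the lowest of the fits that left out a library, again without male cKO replicate 3. Interferon gamma signaling in Reactome had a median of 0.23 (adjusted p = 0.00159), which lost its call at 0.19 without male WT replicate 2. The 58 Wnt and beta-catenin pathway genes had a median of -0.02 (adjusted p = 0.525), which changed sign in 5 of the 6 fits that left out a library, up to 0.03 without male cKO replicate 3, and was -0.11 without the library labelled male cKO replicate 1. It also changed sign among genes with a mean of at least 1 TPM. Apoptosis in Reactome (138 genes) had a median of 0.05 (adjusted p = 0.0622) and the 29 unfolded protein response genes 0.07 (adjusted p = 0.0746). Both passed without male cKO replicate 2, at 0.09 and 0.15, and were 0.00 and 0.02 without male cKO replicate 3.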

GSEA identified up-regulation of Hallmarks of Myc gene targets, early estrogen response, Wnt/β-catenin signaling, apoptosis, the unfolded protein response (UPR), and inflammatory responses including interferon gamma (IFNγ), TNFα, and Jak/Stat signaling. Hallmarks identified to be downregulated in the male *Dek* cKO transcriptome included fatty acid metabolism and mitotic spindles (Fig. 6D).

**Fig. 6:**
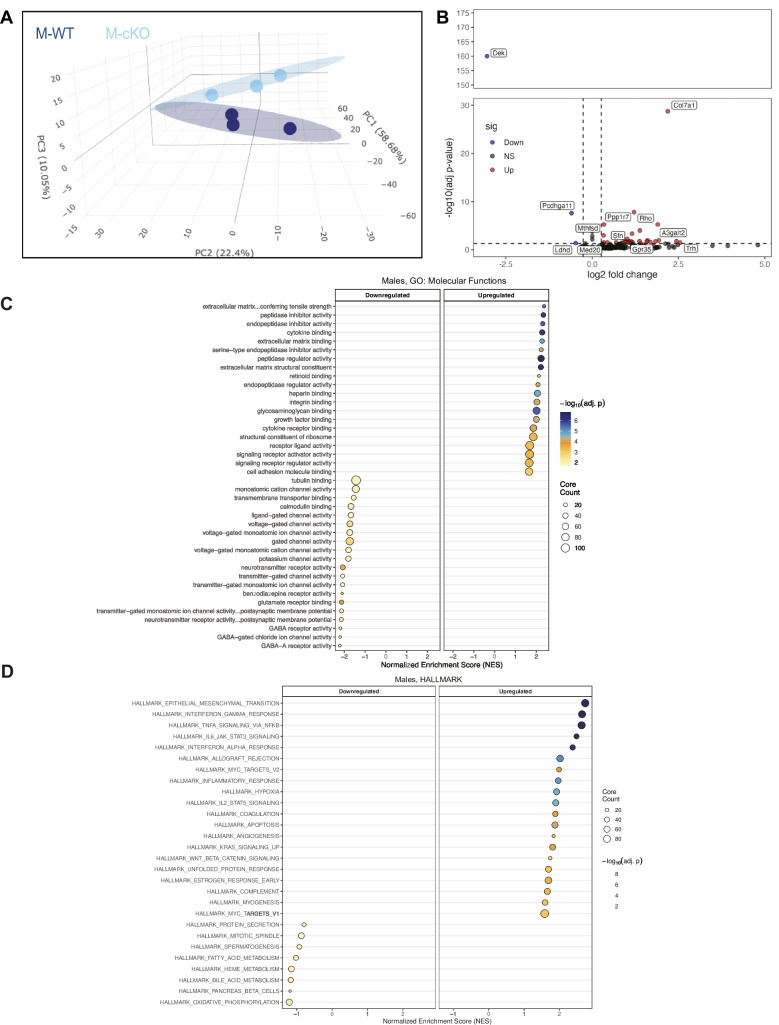
Differentially expressed genes in male *Dek* cKO mice are associated with upregulation of cytokine and inflammatory signaling, early estrogen response, and pro-survival pathways and downregulation of metabolism and neurotransmitter receptor activity. **A** Principal component analysis (PCA) shows the separation of male WT and *Dek* cKO mice due to variation in the transcriptome using hippocampal mRNA. The ellipses represent 95% confidence intervals. *N* = 3/genotype. **B** The volcano plot depicts genes upregulated (red) and downregulated (blue) in male *Dek* cKO hippocampus compared with WT mice. **C**,** D** Gene Set Enrichment Analysis for Molecular Functions (**C**) and Hallmark signaling (**D**) using DeSeq2-identified differential gene expression. Dot size represents the number of genes in the gene set differentially expressed in *Dek* cKO tissue vs WT tissue. The color scale represents *p* value, with light yellow indicating lower *p* values. The *X* axis graphs the gene set enrichment based on Normalized Enrichment Score (NES). Negative NES values represent down-regulation of a gene set and positive NES values depict up-regulation of a gene set

We next evaluated female *Dek* cKO transcriptomes versus WT females. 

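Principal components of the 6 libraries labelled female, from their 500 most variable genes, put 41.1% of the variance on PC1, 17.1% on PC2 and 15.1% on PC3. PC1 separated female WT replicate 1, at 68.8, from the other 5 libraries, which lay between -16.9 and -8.6. On PC1 the genotypes overlapped (two-sided exact permutation test, p = 0.900). Mean distances on the first 3 components were 63.1 within and 55.9 between genotypes (one-sided exact p = 1.00). Without female WT replicate 1, PC1 held 29.3% of the variance and the ratio of these distances fell from 1.13 to 0.943 (exact p = 0.400). It was also under 1 without each of the female *Dek* cKO libraries, between 0.936 (without replicate 1) and 0.966 (without replicate 2). With all genes past the filter it was 0.832, the lowest of all splits of the 6 libraries (exact p = 0.100, the smallest that 3 against 3 libraries can give), so its direction depends on these choices.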

Principal component analysis showed separation of female *Dek* cKO hippocampal transcriptomes from female WT, with separation primarily along the PC1 axis (53.5% of variance, Fig. 7A). In *Dek* cKO females, there were 46 DEGs (adj *p *value < 0.05 ± 1.2-fold change), with 40 upregulated and 6 downregulated, including *Dek* (Fig. 7B). 

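In females 3 of the 18197 genes tested passed the threshold, and they were the same 3 as in males. *Dek* had a log2 fold change of -2.66 (standard error 0.15, n = 3 per group, limma adjusted p = 3.30e-05), *Gm15319* one of 1.74 (standard error 0.18, adjusted p = 0.00756) and *Col7a1* one of 2.14 (standard error 0.23, adjusted p = 0.00818). *Dek* fell from 46.9 ± 2.63 to 7.43 ± 1.57 TPM (SD, n = 3). At an unadjusted p-value under 0.05 there were 1053 genes. Of 37 genes the paper names, 2 passed over all genes tested and 16 (13 higher and 3 lower) when adjusted over the list alone. Among genes labelled in Fig. 7B, *Eif2s3y* had a log2 fold change of 2.21 (adjusted p = 0.954), which came from the library labelled female cKO replicate 3 and was -0.30 without it. *Fbl* had 0.26 (adjusted p = 0.788) and *Xntrpc* 0.00 (adjusted p = 1.00), with -0.09 for *Xntrpc* without female cKO replicate 1. The number of genes was 8 without female WT replicate 1 and 5 (also *Myl4* and *Gm11549*) without the library labelled female cKO replicate 3. Without female cKO replicate 1 it was 1, and without female cKO replicate 2 it was 1, with *Dek* alone left in both cases. With the sexes of Supplementary Fig. S3B, 9 genes passed, the 3 above and *Npff*, *Mau2*, *Aspdh*, *Slc22a7*, *Gm17387* and ENSMUSG00000050347, all named only after their values were seen. With both libraries of conflicting sex left out, 6 passed. A fit of the 6 libraries of females alone called *Dek* and no other gene.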

When expanded to include raw *p* value < 0.05 ± 1.5-fold change DEGs, there were 307 upregulated genes and 100 downregulated genes. 

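In females, 337 genes were higher and 152 lower in *Dek* cKO mice at an unadjusted p-value under 0.05 with a fold change of at least 1.5. Leaving out single libraries gave between 276 and 493 higher genes and between 146 and 228 lower genes. Adding 1 TPM in place of 0.1 TPM left 155 higher and 72 lower genes.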

GSEA to identify impacted molecular functions revealed few similarities when compared with males. 

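In female *Dek* cKO against WT mice, 0 of the 26 gene families and 0 of the 24 Reactome pathways passed an adjusted p-value of 0.05 by camera, where the same test passed 10 families and 9 pathways in males. With the sexes of Supplementary Fig. S3B, 3 families and 0 pathways passed in females and 7 families and 4 pathways in males. Without male WT replicate 2, 6 families and 1 pathway passed in males, without female WT replicate 3, 3 families passed in females, and fry passed 0 sets in either sex. The glutamate receptor genes had a median log2 fold change of -0.01 in females (two-sided camera, adjusted p = 0.578), which was 0.02 with the sexes of Supplementary Fig. S3B and 0.02 without female WT replicate 2. The collagens had a median of 0.05 (adjusted p = 0.294). It was 0.21 with the sexes of Supplementary Fig. S3B and passed (adjusted p = 0.00494). It was -0.02 without female WT replicate 1 and 0.21 without the library labelled female cKO replicate 3.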

Like males, female *Dek* cKO hippocampal transcriptomes indicated downregulation of glutamate receptor binding and upregulation of extracellular matrix components. However, unique to females were the upregulated molecular function of death receptor activity and downregulated molecular functions of mRNA binding, protein folding chaperones and ubiquitin conjugation, and histone binding (Fig. 7C). 

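In females the 79 Hsp, Dnaj and Cct chaperones had a median log2 fold change of -0.03 (two-sided camera, adjusted p = 0.128), the 35 ubiquitin-conjugating enzymes 0.02 (adjusted p = 0.888) and the 112 histone acetyltransferases, methyltransferases and remodelers -0.01 (adjusted p = 0.578). Chaperones fell in each fit that left out a library, by up to 0.07 without female cKO replicate 2, and passed only after median ratio rescaling, at -0.05. The other two medians changed sign between fits, to -0.02 without female WT replicate 3 for the ubiquitin-conjugating enzymes and to 0.04 without the library labelled female cKO replicate 3 for the histone modifiers. Median ratio rescaling turned that of the ubiquitin-conjugating enzymes to 0.00. The difference between the sexes in the effect on chaperones was -0.07 (adjusted p = 0.0504 for the interaction), or -0.03 without male cKO replicate 3.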

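In females the 30 p53 target genes had a median log2 fold change of -0.01 in *Dek* cKO against WT mice (two-sided camera, adjusted p = 0.87), which was 0.05 without the library labelled female cKO replicate 3 and 0.08 with the sexes of Supplementary Fig. S3B. Apoptosis in Reactome had a median of -0.01 (adjusted p = 0.657), and of 0.01 without female cKO replicate 1. Neither set passed.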

GSEA for Hallmark gene sets revealed upregulation of estrogen late responses, DNA repair, the p53 pathway, and apoptosis. Downregulated Hallmark gene sets included androgen response, cholesterol homeostasis, and cell cycle-relevant categories such as mitotic spindle, E2F targets, and G2/M checkpoints (Fig. 7D). 

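The 21 cholesterol biosynthesis genes had a median log2 fold change of 0.00 in females (two-sided camera, adjusted p = 0.856), and between -0.05 without female cKO replicate 2 and 0.05 without the library labelled female cKO replicate 3. The 57 mitotic cell cycle genes had a median of 0.03 (adjusted p = 0.87), which was -0.05 without female WT replicate 3.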

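In females the interferon-induced genes had a median log2 fold change of 0.12 in *Dek* cKO against WT mice (two-sided camera, adjusted p = 0.141), the MHC class I and II genes 0.31 (adjusted p = 0.0584) and the complement genes 0.20 (adjusted p = 0.141). The MHC genes passed with the sexes of Supplementary Fig. S3B (median 0.40, adjusted p = 4.9e-04), without female WT replicate 3 (0.26) and without the library labelled female cKO replicate 3 (0.39). They passed as well after median ratio rescaling (0.29), among genes with a mean of at least 1 TPM and with a replicate block, and had a median of 0.20 without female cKO replicate 2. Interferon-induced and complement genes passed only without female WT replicate 3, at 0.21 and 0.22, and the complement median was 0.11 without female WT replicate 2. In males the MHC genes had a median of 0.28 (adjusted p = 0.041), which no longer passed with the sexes of Supplementary Fig. S3B or in 4 of the 6 fits that left out a library, among them that without the library labelled male cKO replicate 1, at 0.20. The complement genes had a median of 0.26 in males (adjusted p = 0.00352), or 0.16 and no call without male WT replicate 3. The effect on interferon-induced genes was 0.40 lower in females than in males on the log2 scale, given as an interaction of -0.40 (adjusted p = 0.00192), and -0.19 without male cKO replicate 3 and -0.29 without male WT replicate 2, where it did not pass.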

Male and female *Dek* cKO transcriptomes both had upregulation of the Hallmark gene sets for IFNγ and inflammatory responses and downregulation of mitotic spindle gene sets. This indicates a shared effect of *Dek* loss on potentially increasing neuroinflammation and decreasing glutamate receptor binding, while female *Dek* cKO mice had increased transcriptomic evidence of stress responses, including proteotoxic stress, DNA repair, and the p53 pathway.

**Fig. 7:**
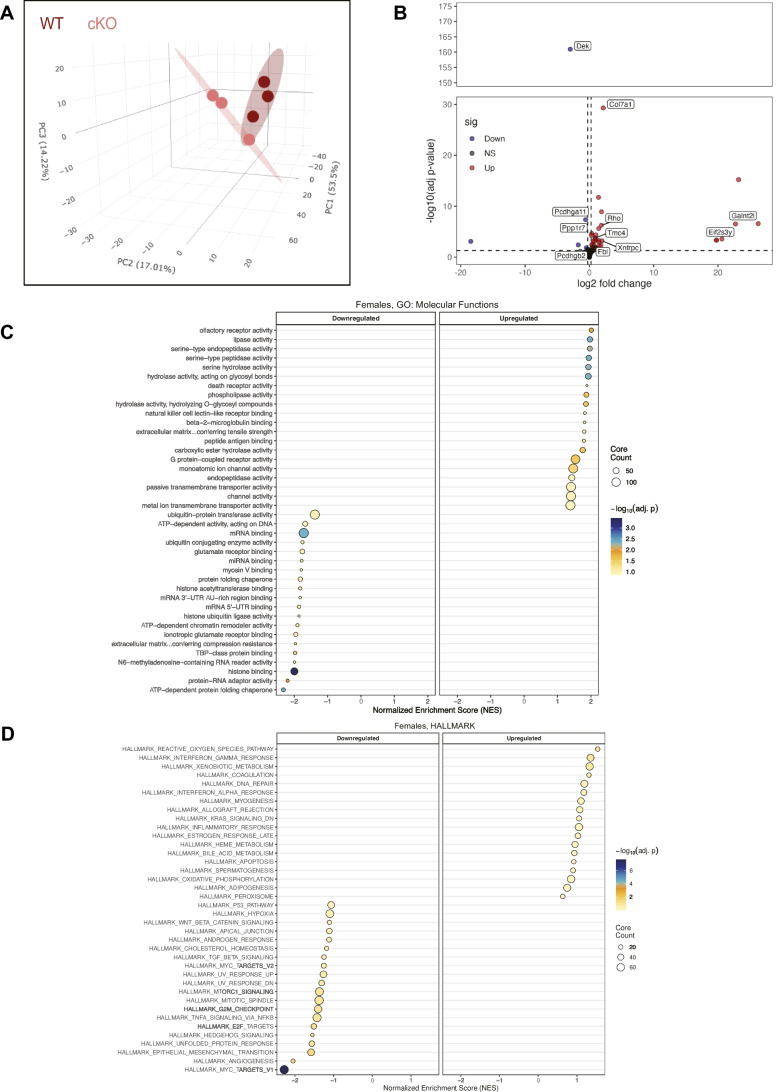
Differentially expressed genes in female *Dek* cKO mice are associated with upregulation of cytokine and inflammatory signaling, peptidases, and p53/DNA repair and downregulation of cell cycle and proteotoxic stress response. **A** Principal component analysis (PCA) shows the separation of female WT and *Dek* cKO mice due to variation in the transcriptome using hippocampal mRNA. The ellipses represent 95% confidence intervals. *N *= 3/genotype. **B** The volcano plot depicts genes upregulated (red) and downregulated (blue) in male *Dek* cKO hippocampus compared with WT mice. **C**, **D** Gene Set Enrichment Analysis for Molecular Functions (**C**) and Hallmark signaling (**D**) using DeSeq2-identified differential gene expression. Dot size represents the number of genes in the gene set differentially expressed in *Dek* cKO tissue vs WT tissue. The color scale represents *p *value, with light yellow indicating lower *p* values. The *X* axis graphs the gene set enrichment based on Normalized Enrichment Score (NES). Negative NES values represent down-regulation of a gene set and positive NES values depict up-regulation of a gene set

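The difference between the sexes in the effect of genotype, tested as an interaction, put 0 of the 18197 genes past an adjusted p-value of 0.05. At an unadjusted p-value under 0.05 there were 770 genes. With the sexes of Supplementary Fig. S3B, 3 genes passed, *Gm16053*, *Gm17387* and ENSMUSG00000050347, named only after their values were seen. Leaving out female cKO replicate 2 gave 1 gene (*Gm14766*), and leaving out the library labelled male cKO replicate 1 gave 1 other (*Gm13114*). Across genes, which are not independent replicates, the log2 fold changes of females and males had a Pearson correlation of 0.066. Of the 26 families, 3 passed the interaction by camera: interferon-induced genes, Myc target ribosome biogenesis genes and the 85 cytosolic ribosomal proteins. The ribosomal proteins had a median log2 fold change of 0.06 in males (adjusted p = 0.00197), or 0.02 and no call without male cKO replicate 3, and an interaction of -0.07 (adjusted p = 0.0108), which lost its call in 6 of the 12 fits that left out a library, the lowest being -0.03 without male cKO replicate 3. In that fit 0 families passed the interaction, and without the library labelled female cKO replicate 3, 6 did. Of the 24 Reactome pathways, 0 passed.

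**Figure D4:**
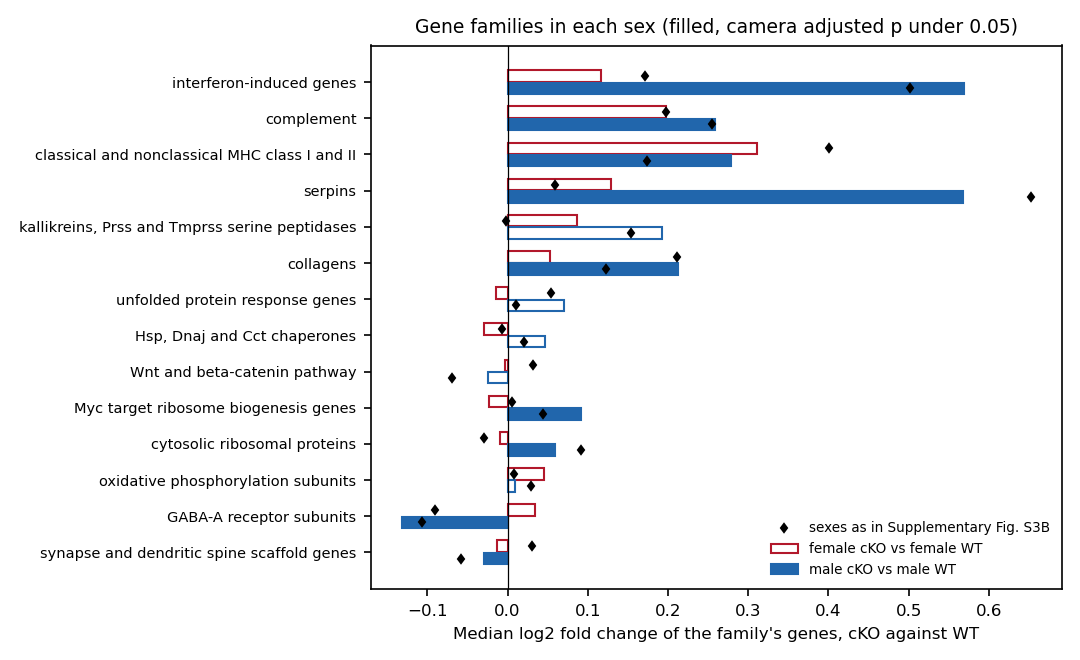
Median log2 fold change of *Dek* cKO against WT in females and in males for gene families. Filled bars passed camera at an adjusted p-value under 0.05 and diamonds show the sexes as in Supplementary Fig. S3B. Interferon-induced genes have medians of 0.12 in females and 0.57 in males.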

Most interestingly, there were several Molecular Function and Hallmark gene sets that were regulated in opposite directions between male and female *Dek* cKO mice. This likely contributed to their separation on the PCA plot (Fig. 5A). Notably, males upregulated peptidase inhibitors while females increased serine peptidases, as well as hydrolases and lipases (compare Figs. 6C and 7C). This correlates with differences in Hallmark gene sets, where males upregulated the unfolded protein response while females downregulated the unfolded protein response (compare Figs. 6D and 7D). This downregulated UPR, along with downregulated protein folding chaperones, may lead to the need to increase peptidases for degradation of misfolded proteins. In addition, where males showed upregulated gene sets related to Wnt/β-catenin signaling, mTor, and Myc targets, these were downregulated in females. In contrast, males downregulated oxidative phosphorylation while this was an upregulated Hallmark in females. 

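The serpins had a median log2 fold change of 0.13 in females (two-sided camera, adjusted p = 0.578), but -0.01 without the library labelled female cKO replicate 3. Their interaction was -0.36 and did not pass (adjusted p = 0.117), with -0.07 without male cKO replicate 3. It passed with the sexes of Supplementary Fig. S3B (-0.41, adjusted p = 0.0154) and without the libraries of conflicting sex 1 at a time, at -0.44 without the library labelled male cKO replicate 1. The serine peptidases had medians of 0.09 in females (adjusted p = 0.878) and 0.19 in males (adjusted p = 0.255) and an interaction of -0.11 (adjusted p = 0.558), or -0.03 without the library labelled female cKO replicate 3. The female median was -0.02 without female WT replicate 1, and with the sexes of Supplementary Fig. S3B it was 0.00. In males it was 0.05 without male cKO replicate 3.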

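In females the unfolded protein response genes had a median log2 fold change of -0.01 (two-sided camera, adjusted p = 0.578). It was 0.05 without the library labelled female cKO replicate 3 and 0.05 with the sexes of Supplementary Fig. S3B. The difference from males was tested as an interaction, with a median of -0.12 (adjusted p = 0.0619). The interaction was 0.00 without male cKO replicate 3 and 0.08 with the sexes of Supplementary Fig. S3B, and it passed at -0.20 without male cKO replicate 2 and at -0.12 after median ratio rescaling.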

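For the Wnt and beta-catenin pathway genes the female median log2 fold change was 0.00 (two-sided camera, adjusted p = 0.475), or -0.11 without female cKO replicate 2, and the interaction of sex and genotype was 0.00 (adjusted p = 0.73), which changed sign in 6 of the 12 fits that left out a library, up to 0.06 without the library labelled male cKO replicate 1. Signaling by Wnt in Reactome (225 genes) had a female median of -0.02 (adjusted p = 0.193), or -0.04 without female cKO replicate 2. The 27 genes of mTOR signalling had medians of 0.01 in females (adjusted p = 0.862) and 0.00 in males (adjusted p = 0.63), each of which changed sign in at least 1 fit that left out a library, to -0.02 in females without female cKO replicate 2 and to -0.02 in males without male WT replicate 1. Myc target ribosome biogenesis genes had a median of -0.02 in females (adjusted p = 0.578), or 0.01 with the sexes of Supplementary Fig. S3B and 0.00 without the library labelled female cKO replicate 3. Their interaction was -0.09 (adjusted p = 0.0108) with the labelled sexes. It did not pass with the sexes of Supplementary Fig. S3B (adjusted p = 0.0657) or without male cKO replicate 3, at -0.04.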

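The 94 oxidative phosphorylation subunits had a median log2 fold change of 0.01 in males (two-sided camera, adjusted p = 0.797) and 0.05 in females (adjusted p = 0.578), or 0.01 without the library labelled female cKO replicate 3. The interaction was 0.03 (adjusted p = 0.455), and -0.01 without the library labelled male cKO replicate 1. The male median was -0.01 after median ratio rescaling and -0.02 without male cKO replicate 3, and passed at 0.04 without the library labelled male cKO replicate 1. The interaction became -0.03 with the sexes of Supplementary Fig. S3B. Between the WT sexes the same genes were higher in males, with a median of 0.07 (camera adjusted p = 2.79e-08). That call did not hold under fry. The female WT libraries also differ from the male WT libraries in name prefix, so sex and prefix cannot be told apart in this comparison.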

A comparison of the DEGs for each sex revealed that male and female *Dek* cKO hippocampal transcriptomes shared 2 downregulated genes (*Dek* and *Pcdhga11*) and 15 upregulated genes (e.g., *Col7a1*, *RhoA, Ovgp1, Galnt2l, Sbk3, Mthfsd, Npcd, Dpm1, Palmd,* and *Tnfrsf23*) (Fig. 8A, B). 

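The 3 genes past the threshold in each sex were the same, with *Col7a1* and *Gm15319* higher and *Dek* lower. Under the sexes of Supplementary Fig. S3B, 9 genes passed in females and 5 in males, again with 3 in common. *Pcdhga11* is not among the listed genes and was not analysed here. *Rhoa* (ENSMUSG00000007815, chromosome 9 of GRCm38, 108306129 to 108337934) had 105 ± 3.70 TPM in WT and 106 ± 6.80 TPM in *Dek* cKO mice (SD, n = 6). Its log2 fold changes were -0.06 in females (limma adjusted p = 0.954) and 0.09 in males (adjusted p = 0.898), or -0.04 in females without female WT replicate 1 and 0.04 in males without male cKO replicate 3. *Ovgp1* (ENSMUSG00000074340, chromosome 3, 105973711 to 105987423) rose from 13.0 ± 0.909 to 20.1 ± 1.79 TPM over both sexes, a log2 fold change of 0.62 (adjusted p = 0.00222), and by 0.63 in females (adjusted p = 0.158). *Dpm1* (ENSMUSG00000078919, chromosome 2, 168209048 to 168230591) had log2 fold changes of 0.39 over both sexes (adjusted p = 0.0157), 0.47 in females (adjusted p = 0.157) and 0.31 in males (adjusted p = 0.616). *Sbk3* had 1.50 in females (adjusted p = 0.183) and 0.59 in males (adjusted p = 0.880, with 0.37 without male WT replicate 1 and 0.91 without male WT replicate 2). *Npcd* had 1.58 in females (adjusted p = 0.196) and 0.31 in males, or 0.06 without male WT replicate 1, with an interaction of 1.27 (adjusted p = 0.966). *Mthfsd* had 0.11 in each sex, or 0.05 in males without the library labelled male cKO replicate 1, and *Tnfrsf23* had 1.17 in females (adjusted p = 0.463) and 0.54 in males (adjusted p = 0.880).

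*Palmd* was lower in *Dek* cKO mice, with log2 fold changes of -0.43 in females (adjusted p = 0.432) and -0.12 in males (adjusted p = 0.912, and -0.04 without male WT replicate 3). In the paper's supplementary sheet for females, of which 1999 of 23188 gene entries were read, its reported log2 fold change is -0.43 as well. The gene the paper names *Galnt2l* is listed as *Gm20388* (ENSMUSG00000092329, chromosome 8, 119910841 to 124345722) and had log2 fold changes of -1.28 in females and -0.01 in males. These changed direction with single libraries, to 0.76 in females without the library labelled female cKO replicate 3 and to 1.42 in males without male cKO replicate 2.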

Interestingly, there were > 50 genes that reached significance when male and female *Dek* cKO samples were evaluated together, suggesting that the increased statistical power of 6 samples (vs 3/sex) yields additional shared DEGs between the sexes (Fig. 8A, B). 

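Of the 27 genes past the threshold with the sexes together, 24 did not pass in either sex alone (23 higher and 1 lower in *Dek* cKO mice). Besides genes already named, these included some that are named only after their values were seen. Among them were *Ackr1* with a log2 fold change of 0.59 (limma adjusted p = 0.00306), *Ccl25* with 1.09 (adjusted p = 0.00517), *Perm1* with 0.78 (adjusted p = 0.00718) and *Mau2* with 0.40 (adjusted p = 0.00959). In simulated data with the spread of these libraries and 200 genes changed by 1 on the log2 scale, the comparison of 6 against 6 libraries recovered 90.5% of the changed genes. That of 3 against 3 females recovered 81%. The changed genes were drawn only from those with a mean log2 value above that of 1 TPM, and genes varied independently. These shares therefore do not give the power for genes near the floor or for smaller changes.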

The GSEA Biological Processes for both male and female *Dek* cKO samples were similar compared with the overall cKO analysis (compare Supplementary Fig. S5 with Fig. 5C).

**Fig. 8:**
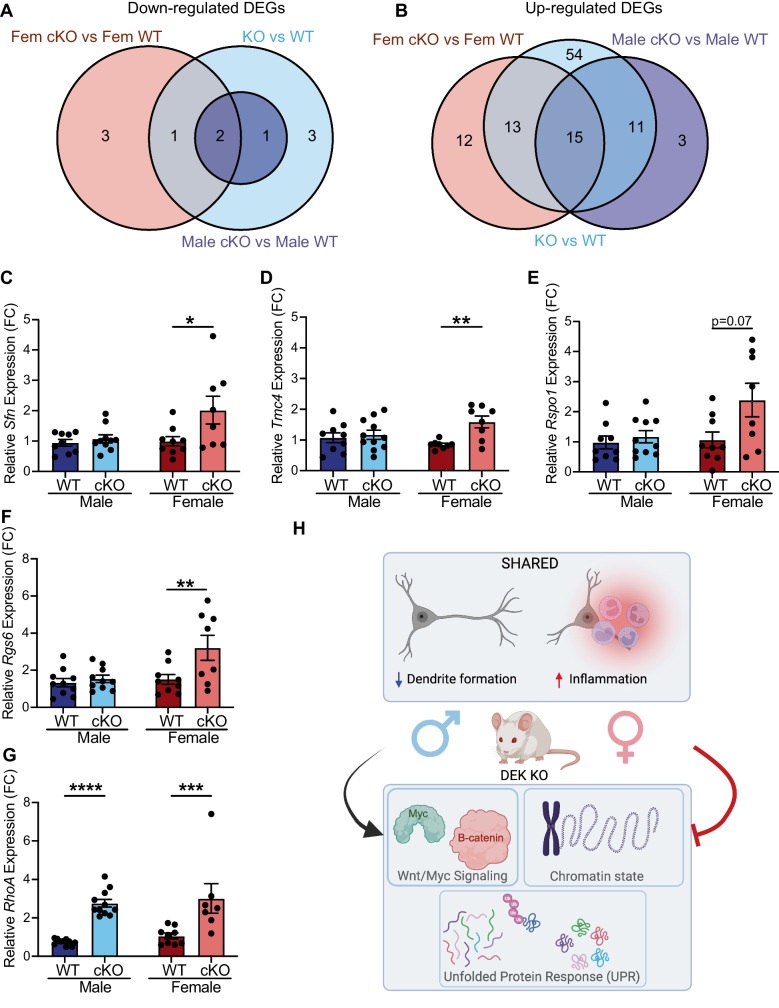
Male and female *Dek* cKO hippocampi have shared and unique differentially expressed genes. **A**–**B** Venn diagrams depict the number of downregulated (**A**) and upregulated (**B**) DEGs in female vs. male *Dek* cKO mice and compared to the (sex combined) all cKO mice. **C**–**G** Quantitative RT-PCR was used to validate select DEGs in male and female wild-type and *Dek* cKO hippocampal tissue. Female *Dek* cKO mice were the only group to upregulate *Sfn* (**C**), *Tmc4* (**D**), *Rspo1* (**E**), and *Rgs6* (**F**). Both male and female *Dek* cKO showed increased expression of *RhoA* (**G**)*.* The mean ΔCT value for all wild-type controls (male + female) was used for normalization to calculate ΔΔCT values for each sample, to depict expression variability of target genes among control samples. Unpaired *t*-tests were used to compare within-sex gene expression differences between WT and *Dek* cKO samples. * *p* < 0.05, ** *p* < 0.01, ***p < 0.001, **** *p* < 0.0001. **H** Graphical abstract summarizing transcriptomic data of DEGs for male and female *Dek* cKO mice. Both male and female *Dek* cKO have transcriptomic signatures of inflammation, immune responses, and downregulated gene sets related to dendrite morphogenesis. However, male *Dek* cKO mice have a transcriptome that indicates upregulated Wnt/β-catenin and Myc signaling, as well as the unfolded protein response. In contrast, female *Dek* cKO mice show evidence of inhibited Wnt/β-catenin and Myc signaling, the unfolded protein response, and histone/chromatin binding. Image made with BioRender

Finally, we used quantitative RT-PCR to validate DEGs that were either shared between sexes or showed sex differences. We specifically chose genes relevant to the most significant molecular functions and hallmarks across a range of signaling mechanisms, including DNA damage and cell cycle (*Sfn*)*,* ion channels (*Tmc4*), sex differences and Wnt/β-catenin signaling (*Rspo1*), hippocampal neurogenesis and memory (*Rgs6*)*,* and dendrite morphogenesis (*RhoA*). In females, *Sfn* expression was significantly increased in *Dek* cKO mice compared with WT controls (*t*(8.65) = 2.21, *p* < 0.05; Fig. 8C), whereas no genotype effect was observed in males. Female *Dek* cKO mice also showed elevated expression of *Tmc4* (*t*(14.87) = 2.08, *p* < 0.05; Fig. 8D), a strong trend toward increased *Rspo1* expression (*t*(9.31) = 1.97,* p* = 0.07; Fig. 8E), and significantly increased *Rgs6* expression (*t(*9.09) = 2.34, *p* < 0.05; Fig. 8F), with no corresponding genotype-dependent differences detected in males for any of these genes. In contrast to these female *Dek* cKO-restricted effects, *RhoA* expression was significantly increased in *Dek* cKO mice of both sexes (males: *t*(11.30) = 9.75, *p* < 0.05; females: *t*(6.15) = 2.30, *p* < 0.05; Fig. 8G) indicating a shared transcriptional response to *Dek* loss. Collectively, these findings demonstrate genotype-dependent transcriptional changes in *Dek* cKO mice, with several genes showing altered expression selectively in females although there is evidence of shared transcriptomic changes in both sexes. A summary of the transcriptomic findings is presented in Fig. 8H.

## Discussion

In the present study, a comprehensive behavioral battery and hippocampal transcriptomic profiling set of analyses was conducted to define the behavioral and molecular consequences of *Dek* loss in mice. We demonstrate that loss of *Dek* results in sex- and task-specific cognitive deficits, with females exhibiting a selective vulnerability characterized by impaired cognitive flexibility rather than generalized learning or other behavioral impairments. Whereas our prior work linked reduced DEK expression with cellular and molecular phenotypes related to Alzheimer’s disease and related dementias (AD/ADRD), as well as age-related cognitive decline, using in vitro approaches [9, 37], the present study provides the first evidence of the functional consequences of perturbed *Dek* expression in vivo within a learning- and memory-relevant brain region. We identified both shared and sex-specific transcriptomic alterations in the hippocampus of male and female *Dek* cKO mice when compared with male and female *Dek* WT mice. These changes highlight the molecular consequences of *Dek* loss, including alterations in pathways involved in inflammatory signaling, neuronal structural regulation, and transcriptional control. Together, these transcriptomic signatures suggest a broader role for DEK in supporting brain function and cognitive processes in a sex-dependent manner. Although these transcriptomic changes may be independent of the observed behavioral phenotype, they align with our previous findings implicating DEK in cellular and molecular processes that support neuronal vitality and cognitive resilience.

The female-specific vulnerability incognitive flexibility following *Dek* loss complements our prior work in humans indicating that postmenopausal women with schizophrenia-associated dementia exhibit progressively reduced DEK expression as dementia severity increases, whereas no corresponding changes were observed in men [28]. This relationship is further supported by the localization of the human *DEK* gene within a schizophrenia risk locus at chromosome 6p23 [38]. Taken together, these findings position DEK as a critical regulator of sex-specific cognitive resilience, whose disruption preferentially impacts executive-like cognitive domains in females rather than global impairments in learning or memory.

To more precisely interpret the behavioral phenotype associated with *Dek* loss, mice were evaluated in a variety of behavioral tasks probing partially dissociable cognitive, affective, and sensorimotor systems. This approach was designed to distinguish cognitive domain-specific impairments from global disruptions in activity or movement, motivation, or emotionality. The open field assay was used to assess baseline locomotor activity and anxiety-related exploratory behavior [39]. Novel object recognition was used to probe object-based memory and familiarity processing [31, 40]. Spatial learning, reference memory, and cognitive flexibility were evaluated using the Morris water maze, including a reversal phase that placed increased demands on strategy updating and executive control [41]. Acoustic and tactile startle responses, together with prepulse inhibition, were included to assess sensorimotor reactivity and gating [39]. Finally, contextual and cued conditioning were used to examine associative learning under emotionally salient conditions [42]. Evaluating performance across these complementary tasks allowed us to define the extent and specificity of behavioral consequences associated with *Dek* loss and to determine whether effects were broad or instead emerged selectively in a task- and potentially circuit-dependent manner.

Exploration and anxiety-related behavior assessed in the open field were intact, indicating that altered anxiety-like behaviors or gross locomotor impairment do not account for performance differences observed in more demanding tasks. Similarly, there were no differences in novel object recognition; however, this does not preclude potential differences when using alternative task parameters in this assay. During Morris water maze acquisition, both male and female *Dek* cKO mice acquired the spatial task at comparable rates compared with WT controls, with normal reductions in distance traveled, preserved path efficiency, and intact probe-based spatial accuracy, indicating largely preserved hippocampal-dependent spatial learning and reference memory. Although female *Dek* cKO mice exhibited modest increases in escape latency on later acquisition days and fewer platform site entries, distance and swim speed were comparable to WT on the probe trial, suggesting subtle to no alterations in memory. Sensorimotor processing was likewise intact, as acoustic startle responses did not differ by genotype, although female *Dek* cKO mice exhibited enhanced tactile startle reactivity accompanied by preserved or enhanced prepulse inhibition, indicating increased sensory responsiveness to tactile input that remains under effective inhibitory control rather than reflecting generalized disinhibition or dysregulated sensorimotor reactivity. Finally, contextual and cued conditioning revealed no genotype- or sex-dependent impairments, indicating preserved aversively motivated learning and memory. The relative preservation of performance across several performance domains highlights the selective and task-specific nature of the behavioral alterations observed in female *Dek* cKO mice.

Despite intact acquisition learning and memory across tasks, female *Dek* cKO mice exhibited a distinct impairment during the Morris water maze reversal learning phase. Reversal learning is a form of memory updating that requires animals to modify previously learned spatial associations when task contingencies change. This phase places demands on cognitive flexibility and on the ability to update and refine learned strategies rather than simply recall prior information [41].

During reversal learning, female *Dek* cKO mice showed increased escape latency and reduced path efficiency during late-phase acquisition. They also made fewer platform site entries during the reversal probe trial, despite preserved proximity to the platform location. This pattern indicates that spatial memory representations are intact, but that strategy change and goal-directed search were inefficient. Swim speed differences emerged late during reversal training (day 5), making it unlikely that motor factors account for the observed learning inefficiencies. Together, this behavioral profile may be characterized as disrupted cognitive flexibility rather than impaired spatial learning, motivation, or motor capacity.

Reversal learning engages executive control processes mediated by prefrontal regions, including the medial prefrontal and orbitofrontal cortices. These processes operate in coordination with hippocampal spatial representations and are commonly assessed as a measure of cognitive flexibility and adaptive updating of learned rules [43–45]. Although reversal learning places substantial demands on prefrontal executive systems, successful spatial reversal also requires hippocampal mechanisms that support the updating, refinement, and stabilization of newly acquired spatial representations. Consistent with this framework, the behavioral findings in the reversal learning phase of the Morris water maze suggest disruption of hippocampal–prefrontal circuitry. Based on known sex differences in DEK protein expression within hippocampal subfields [9] and the task’s reliance on flexible spatial memory updating, exploratory transcriptomic analyses were initially focused on the hippocampus to identify shared and unique candidate molecular and cellular pathways between males and females following *Dek* loss.

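Of the 27 genes past an adjusted p-value of 0.05 with a fold change over 1.2 in *Dek* cKO against WT mice of both sexes, 7.41% were lower in *Dek* cKO mice. In the fits that each left out 1 library the number of lower genes was between 1 and 3.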

Overall, when compared with WT controls, only ~ 10% of differentially expressed genes in the hippocampus of *Dek* cKO mice were downregulated. The vast majority of DEGs were upregulated upon *Dek* loss. DEK promotes the formation of (closed) heterochromatin via multiple mechanisms to silence (down-regulate) gene expression. One mechanism involves facilitating the post-translational modification of histone H3 to create heterochromatin epigenetic marks, like H3K27me3, that compact chromatin to silence gene expression [30, 33, 46]. A second mechanism is through its ability to bind all three essential components of the nucleosome: the histone core, dyad DNA, and linker DNA. Through its nucleosome binding, DEK physically bends linker DNA, which likely leads to nucleosomes being pulled closer together [33, 46]. Therefore, it is expected that chromatin would become more open, and more accessible to transcription machinery, at specific genetic loci upon DEK loss through both physical nucleosome manipulation and histone H3 post-translational modification. This increased chromatin accessibility would lead to increased expression of target genes upon DEK loss, as we observed.

Generally, our transcriptomic data suggests that elimination of *Dek* negatively impacts neuronal function, neuron vitality, and tissue homeostasis. Regardless of sex, the transcriptomic data from *Dek* cKO mice had an exceptionally strong upregulation of gene sets for inflammation, immune responses to pathogens, and positive regulation of innate and adaptive immune responses. 

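In *Dek* cKO against WT mice of both sexes, none of the immune genes *Il21*, *Il11*, *Ccl7*, *Ccl2* and *Ly6g5b* passed the threshold, and all had low values. *Ly6g5b* rose from 0.176 to 0.558 TPM (log2 fold change 1.44, limma adjusted p = 0.446) and *Il11* from 0.264 to 0.618 TPM (0.82, adjusted p = 0.705). *Il21* changed from 0.167 to 0.211 TPM (0.23, adjusted p = 0.937). *Ccl2* had a log2 fold change of 0.98 (adjusted p = 0.841) and *Ccl7* one of 0.67 (adjusted p = 0.943). The value of *Ccl7* and part of that of *Ccl2* came from male cKO replicate 3. That library had 4.69 TPM of *Ccl2* where no other exceeded 0.915 TPM, and 3.76 TPM of *Ccl7*. Without that library the log2 fold change of *Ccl2* was 0.45 and that of *Ccl7* was -0.07.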

Relevant genes in this category included *IL21, IL11*, *Ccl7*, *Ccl2,* and *Ly6G-5b*. This is intriguing, because it is typically the over-expression, or aberrant extra-cellular localization, of DEK that is associated with immune system activation and inflammation. For example, extra-cellular DEK is detected in neutrophil extracellular traps (NETs), as a secreted chemotactic factor for immune cells, and as an autoantigen for autoimmune diseases like juvenile idiopathic arthritis [47–49]. Gene set enrichment for adaptive and humoral immune responses suggests that circulating lymphocytes may be able to more readily access the brain in *Dek* cKO mice. However, the constitutive loss of DEK protein may also contribute to the activation or dysfunction of microglia, which is feasible given the well-documented role of DEK in myelopoiesis [50–54]. Recently, it was reported that DEK interacts with IRE1α, a central regulator of endoplasmic reticulum (ER) stress [55], and that the loss of DEK exacerbates toxin-induced inflammation in the intestines by increasing ER stress. ER stress leads to an accumulation of misfolded proteins and triggers the unfolded protein response (UPR). Misfolded proteins and the UPR can both lead to, and be a consequence of, chronic inflammation. Notably, protein folding, chaperone proteins, and the UPR were both detected as enriched gene sets in *Dek* cKO mice but differed by sex. GSEA suggested that cells in the hippocampus of male *Dek* cKO mice upregulate the UPR, while females downregulated the UPR and showed downregulation of gene sets linked to ubiquitination and protein folding chaperones. Perhaps, as a compensatory mechanism, females may be upregulating peptidases to try to clear accumulating misfolded proteins. Evidence supporting that DEK loss may lead to protein accumulation, and aggregation includes multiple independent publications reporting that DEK-deficient human and mouse neurons demonstrate increased amounts of hyper-phosphorylated Tau and evidence of intracellular Tau aggregates [56, 57] that, in mice, correlate with microglia activation and neuron loss. It will be important for future work to validate that the loss of DEK protein results in neuroinflammation, and to determine whether the cause is via intrinsic effects on microglia, an accumulation of misfolded proteins or protein aggregates (e.g., Tau tangles, β-amyloid plaques, or other proteins) leading to inflammatory necroptosis, neuron/synaptic dysfunction, or through an unidentified mechanism. It will also be necessary to validate potential sex differences in proteotoxic stress, as indicated by our RNA-seq data.

Transcriptomic analyses also revealed the downregulation of gene sets associated with dendritic spines, dendrite morphogenesis, and synaptic structure and plasticity. We have previously reported that DEK-deficient human SH-Sy5y cells differentiated to neurons have shorter neurites, lending support to our transcriptomic data that *Dek* loss may lead to impaired dendrite formation and function. Importantly, we validated that *RhoA* is upregulated in *Dek* cKO hippocampal tissue in both males and females. RhoA not only functions in actin cytoskeleton organization, but also strongly restricts dendritic growth and branching, including in hippocampal neurons [58]. Furthermore, prior work demonstrated that *Dek*-silenced neurons show increased excitability, using patch-clamp analyses, and dysregulated expression of sodium ion channel genes [57]. 

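Among ion channel genes in *Dek* cKO against WT mice of both sexes, *Tmc4* (ENSMUSG00000019734, chromosome 7 of GRCm38, 3665790 to 3677553) rose from 8.75 ± 1.25 to 14.9 ± 2.12 TPM (SD, n = 6), a log2 fold change of 0.76 (limma adjusted p = 0.0113). In females it rose from 8.79 ± 0.586 to 16.1 ± 2.45 TPM (SD, n = 3), a log2 fold change of 0.86 (adjusted p = 0.183), and in males by 0.66 (adjusted p = 0.510). Its interaction of sex and genotype was 0.20 (adjusted p = 0.966), or 0.03 without male WT replicate 2. *Clcn1* had a log2 fold change of 0.77 (adjusted p = 0.239). *Kcna10* rose from 0.0149 to 0.264 TPM (1.25, adjusted p = 0.674), *Scnn1g* from 0.151 to 0.298 TPM (0.67, adjusted p = 0.772), and *Kcng3* fell by 0.41 (adjusted p = 0.852).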

Our transcriptomic data supports a role for DEK in regulating the expression of ion channels, including our qRT-PCR data confirming increased expression of *Tmc4*, a voltage-gated chloride channel, in female *Dek* cKO mice, as well as increased expression of ion channel genes *Clcn1*, *Kcna10*, and *Scnn1g* and down-regulation of the potassium ion channel gene *Kcng3* in the RNA-seq data. We additionally observed enrichment of gene sets pertaining to neurotransmitter, GABA and glutamate receptors. The transcriptomics data in this work strongly supports prior publications, which reported *Dek* loss led to detrimental changes in neuron morphology, including poor dendrite/neurite formation, and synaptic dysfunction, which may contribute to poor neuron vitality and/or excitotoxicity [24, 26].

We identified *Rgs6, Rspo1,* and *Sfn* (Stratifin or 14-3-3σ), to be significantly upregulated genes in female *Dek* cKO mice. 

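*Sfn* (ENSMUSG00000047281, chromosome 4 of GRCm38, 133600556 to 133602168) rose from 2.66 ± 0.319 to 4.59 ± 0.538 TPM in *Dek* cKO mice of both sexes (SD, n = 6), a log2 fold change of 0.76 (limma adjusted p = 0.0204), and lost its call in 7 of the 12 fits that left out a library, for example without male WT replicate 1, at 0.71. It rose by 0.60 on the log2 scale in females (adjusted p = 0.685) and by 0.92 in males (adjusted p = 0.256), and the interaction was -0.32 (adjusted p = 0.966), or -0.17 without the library labelled female cKO replicate 3. *Rspo1* rose in females from 1.20 ± 0.0963 to 3.95 ± 2.67 TPM (SD, n = 3), a log2 fold change of 1.32 (adjusted p = 0.852). That value was 0.82 without female cKO replicate 1 and 2.07 without the library labelled female cKO replicate 3. The interaction had an adjusted p of 0.966. *Rgs6* rose in females from 0.414 ± 0.165 to 0.715 ± 0.480 TPM, a log2 fold change of 0.53 (adjusted p = 0.954) that was 0.09 without female cKO replicate 1. Its interaction was 0.82 (adjusted p = 0.966), or 0.37 without female cKO replicate 1.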

The 14-3-3 family of scaffolding proteins interacts with phosphorylated proteins to control multiple signaling pathways, including mTor and NFκB signaling, the DNA damage-induced G2/M cell cycle checkpoint, apoptosis, and p53 stabilization in response to stress [59]. While knowledge regarding the role of 14-3-3σ in the brain is limited, it has been reported to be highly expressed in reactive astrocytes and to be upregulated in response to cellular stress. Elevated levels of 14-3-3 proteins have also been detected in brain tissue from patients with neurological conditions such as multiple sclerosis and ischemic stroke [60]. It has also been detected in Lewy bodies and shown to physically interact with Tau [61–63]. Its role in *Dek* cKO mice will be an interesting avenue of future research, and its upregulation is consistent with altered cellular stress response pathways in the DEK-deficient hippocampus.

Interestingly, *Rspo1* and *Rgs6* both have connections to sex differences. Rspo1 (R-spondin1) is a secreted protein required for ovarian differentiation and female sex development in utero [64] and modulates Wnt signaling [65]. In the brain, there are no reports of sex-specific activity of R-spondin1 yet. However, *Rspo1* was recently shown to promote proliferation of neural stem cells (NSCs) within the dentate gyrus region of the hippocampus and is expressed by astrocytes to activate Wnt signaling in neighboring NSCs [66]. Regulator of G-protein signaling 6 (RGS6) inhibits G protein receptor signaling through its function as a GTPase activating protein (GAP), resulting in the inactive GDP-bound state of G proteins [67]. RGS6 targets serotonin1A, μ opioid, and muscarinic acetylcholine 2 receptors; however, RGS6 also has GTPase-independent functions [68]. In breast cancer cells, RGS6 over-expression also leads to cell cycle arrest and apoptosis [69]. RGS6 has been implicated in hippocampal-dependent learning and memory through its regulation of adult hippocampal neurogenesis, neuronal maturation, and experience-dependent cognitive enhancement. Loss of RGS6 disrupts exercise-induced improvements in hippocampal learning and memory, and reduced RGS6 expression has been associated with cognitive impairment in Alzheimer’s disease models [70, 71]. Interestingly, female, but not male, mice with loss of *Rgs6* in dopamine neurons exhibited decreased binge-like alcohol consumption [72]. In contrast, the *increased Rgs6* expression observed in the hippocampus of female *Dek* cKO mice suggests that DEK loss may alter RGS6-associated signaling in a context- and sex-dependent manner. While these findings support a role for RGS6 in neural processes relevant to learning and memory, its contribution to executive functions and cognitive flexibility has not been clearly defined. Further, at this juncture, the role of any of the targeted genes in regulating the DEK-mediated effects on behavior in females is conjecture. However, collectively, transcriptomic analyses revealed several molecular pathways that may contribute to the observed behavioral differences, including inflammation, dendrite morphogenesis, proteotoxic stress, and synaptic function.

A primary limitation of the present study is the use of the CMV-Cre promoter, which results in whole-brain deletion of *Dek* irrespective of cell type or region. Future studies employing tissue- and cell-specific deletion strategies will be necessary to determine whether specific cell populations drive discrete components of the *Dek* cKO transcriptomic and behavioral phenotypes. In addition, the mean age of the mice (6–8 months) suggests that some females may not yet have reached estropause, which typically occurs between 9 and 12 months of age in rodents [73]. Thus, future work should examine older cohorts to better account for the combined effects of aging and declining ovarian hormone levels. Nevertheless, we do not suspect that estrous cycle stage substantially influenced *Dek* expression in younger females, despite *Dek* being an ERα target gene, as *Dek* mRNA levels were remarkably consistent across females that were neither age- nor estrous-matched. Given that DEK is highly expressed during fetal brain development [27], we also cannot exclude the possibility of developmental contributions to the observed phenotypes in this constitutive knockout model.

Additional limitations include limited statistical power to directly compare males and females using two-way ANOVA and the correlative nature of the transcriptomic data, which precludes definitive causal interpretation. Confirmation that protein levels are, indeed, different for the identified DEGs and additional mechanistic studies both will be required to determine which molecular pathways downstream of *Dek* loss directly contribute to the sex-specific cognitive differences reported here. An analysis of the chromatin state in *Dek*-deficient brains will also be informative. Another limitation is the focus on the hippocampus as the sole region for transcriptomic analyses. Again, given the behavioral phenotype observed during the reversal phase of the Morris water maze, brain regions beyond the hippocampus are also likely to be involved, including the medial prefrontal cortex (mPFC) [74].

To our knowledge, this is the first study to directly assess the consequences of *Dek* deficiency in the brain on learning and memory using in vivo behavioral analyses. Although prior work has linked DEK loss to molecular and cellular features associated with neurodegeneration and cellular/molecular hallmarks of AD/ADRD [24, 26, 28], its functional impact on cognition had not been examined. Here, we demonstrate sex-specific effects of *Dek* loss on cognitive performance, with vulnerability in tasks that place demands on executive function. While hippocampal transcriptomic changes may not directly account for the observed behavioral phenotype, they provide important insight into the cellular and molecular pathways affected by DEK loss and advance our understanding of its role in brain function. Future studies incorporating prefrontal regions, circuit-level analyses, and additional executive control tasks will be necessary to determine how these molecular alterations relate to sex-dependent cognitive flexibility. Together, these findings position *Dek* cKO mice as a useful model for investigating sex- and cognitive domain-specific mechanisms of vulnerability and resilience, with particular relevance to executive function and cognitive flexibility.

## Materials and Methods

### Mouse Model

Handling of mice was performed with the approval of the Cincinnati Children’s Institutional Animal Care and Use Committee and approved under protocols 2020–0037, 2023–0043, and 2023–0022. Mice were housed in a controlled environment with a 12-h light/12-h dark cycle in specific pathogen-free housing, with free access to water and a standard irradiated chow diet (Lab Diet, Richmond, VA, USA) and RO and UV sterilized water.

The *Dek* conditional knockout allele was generated using the CRISPR technology to introduce 5’ and 3’ loxP sites sequentially to flank exons 3 and 4 of this gene as described [30]. *Dek *floxed mice were donated to The Jackson Laboratory and are available as stock #041852. To test for phenotypes caused by *Dek* loss, *Dek*^*fl/fl*^ mice were bred to CMV-Cre mice on the C57Bl/6 background (Jackson Labs stock #006054). Once the deletion allele achieved germline transmission, the CMV-Cre transgene was eliminated from the colony by directed breeding, and the strain was maintained as a constitutive KO line via mating of heterozygous (*Dek*^+/Δ^) males and females. For behavioral studies, mice were 4–12 months old, while transcriptomic analyses were from mice 6–12 months old.

### Genotyping

Tail clips were digested with DirectPCR Lysis Reagent (Viagen Biotech) containing 0.6 mg/mL Proteinase K (Invitrogen). Samples were lysed for 6 h at 55 °C then 45 min at 85 °C. For PCR analysis, 1 μL of DNA was added to DreamTaq (Thermo Fisher) using the manufacturer’s specifications, with 0.2 μl of a 10-mM stock for each primer. All primers were synthesized by Integrated DNA Technologies (“IDT”). All PCR melting/denaturation temperatures were 94 °C and elongation temperatures of 72 °C for 1 min each cycle. Genotyping used a touchdown method, with *Cre* annealing temperatures of 60 °C (× 3 cycles), 58 °C (× 3 cycles), and 56 °C (× 26 cycles). *Dek* genotyping used annealing temperatures of 54 °C (× 3 cycles) and 52 °C (× 32 cycles). Samples were analyzed on a 3% agarose gel at 100 V for ~ 45 min.

*Dek* conditional knockout models were genotyped with the following primers:

- CMV-Cre:
  - Forward: GCGGTCTGGCAGTAAAAACTATC
  - Reverse: GTGAAACAGCATTGCTGTCACTT

*Dek* (detects endogenous and floxed alleles):

- 5′loxP Forward: AGTGAAATTACTGGTCTGTGAAG
- 5′loxP Reverse: CTGAGTGGAACAGCTCCTATAG
- 3′loxP Forward: AGATGCTTCACCTTAGAGCTG
- 3′loxP Reverse: TCAGTTTGGAGCAAATTTCATTTCC

*Dek* deletion allele:

- Forward (5′loxP forward): AGTGAAATTACTGGTCTGTGAAG
- Reverse (3′loxP reverse): TCAGTTTGGAGCAAATTTCATTTCC

### Behavioral Testing

A total of 58 mice (14 male *DEK* cKO, 22 male WT, 10 female *DEK* cKO, and 12 female WT) were tested in the Animal Behavioral Facility (RRID:SCR_022621) by personnel blinded to genotype.

#### Locomotor Activity/Open Field Test

To complete the open field test [75], mice were placed in SDI activity chambers (41 cm × 41 cm) for 60 min. Activity was monitored by the PAS system using PASUSB (v1.0.1.0) software (San Diego Instruments, San Diego, CA, USA) which records total beam breaks, ambulation (successive beam breaks) as well as center vs peripheral activity. Chambers were cleaned with Process NPD disinfectant (Steris Corp., St. Louis, MO, USA), an EPA approved, non-toxic denaturing, anti-bacterial, and anti-viral agent, between the evaluation of every mouse.

#### Morris Water Maze

The apparatus for the Morris water maze (MWM) [39, 75] consisted of a 150 cm diameter, 51 cm high, white tank with a 10 cm platform submerged 1–1.5 cm below water level. Water temperature was 21 ± 1 °C. Data were collected using video tracking software (AnyMaze v7.49, Stoelting Company, Wood Dale, IL, USA). The procedure had four phases. For all phases mice were tested in rotation with ~ 10 min intertrial intervals [42]. Mice that failed to find the platform were removed and placed on the platform for 10 s.

Phase 1 was training with curtains surrounding the tank. A 10-cm platform with an orange ball (10 cm above the water) was attached via brass rod to the platform. Each trial was limited to 90 s or when the mouse found the platform. The start and platform locations were identical for each trial. Mice that failed to find the platform twice within the six trials were retested 4–6 h later. Mice that failed during retesting were not included in subsequent phases.

Phase 2 was acquisition for 6 days and began the day after training. Curtains were opened to reveal distal cues positioned on the walls. A 10 cm submerged white platform was used. There are 5 days of learning and 1 memory (probe) trial on day 6. The mice underwent four trials each day with a 90-s limit per trial. There were 4 start positions (2 cardinal and 2 ordinal positions around the perimeter) used each day in a quasi-random order with the platform located in the same place on each trial. On day 6, the platform was removed, and a single 45 s trial was given with the mouse starting from a novel location. Acquisition provides data on distal cue learning, whereas the probe trial tests reference memory.

Phase 3, reversal, started the day after the acquisition probe trial. For this phase, curtains were opened, and a 7 cm platform was used with the platform in the opposite quadrant from acquisition. Again, there were 5 days of learning and a probe trial on day 6. These trials provide a test of cognitive flexibility.

Phase 4 was with a visible cue, but this time the position of both the start and platform was changed on each trial (4 trials/day for 2 days). Curtains were closed around the tank to obscure distal cues.

#### Acoustic and Tactile Startle (ASR-TSR)

Acoustic startle (ASR) and tactile startle responses (TSR) were assessed using a SR-LAB apparatus (San Diego Instruments, San Diego, CA, USA) with SR_LAB v1.0.1.2 software. Mice were placed in acrylic cylindrical holders mounted to an acrylic base with insulated legs with a piezoelectric accelerometer attached to the underside to detect movement [39]. The platform was positioned inside a sound-attenuated cabinet, and the system was calibrated daily. The session began with 5 min of habituation with no stimulus. Startle was assessed for 3 days. Days 1 and 2 consisted of 100 trials of alternating blocks of 5 acoustic and 5 tactile trials with intertrial intervals of 20 s. The acoustic stimulus was a 20 ms, 120 dB (SPL) mixed frequency white noise sound burst with 1.5 ms rise time. The tactile stimulus was a 20 ms 60 psi air puff, delivered to the dorsal surface of the mouse through a tube inserted in the top of the animal holder. Prepulse inhibition (PPI) of startle was assayed on day 3. Each mouse received a 10 × 10 Latin square sequence of 5 trial types (200 trials), with prepulses of 0, 59-, 70-, 80-, or 93-dB sound bursts lasting 20 ms for both TSR and ASR with a 50 ms gap before onset of the pulse, either acoustic or tactile. The dependent measure was the maximum startle response (*V*_max_) measured in mV.

#### Conditioned Freezing

Conditioned freezing (aka: conditioned fear) was assessed with the Freeze Monitor (San Diego Instruments, San Diego, CA, USA) in 25 cm × 25 cm test boxes as previously described [42]. Data were collected with Freeze Monitor System software v2.2.1. Each acrylic chamber had speakers mounted on the underside of the lid and a grid floor connected to a foot shock generator. Habituation was on day 1, in which mice were placed in the apparatus for 10 min. On day 2, the conditioning phase, mice were placed in the chamber for an acclimation period of 6 min where there were no stimuli, followed by 6 conditioned stimulus (CS)-unconditioned stimulus (US) pairings consisting of a tone and light with foot shock. The CS was an 85 dB, 2 kHz tone concurrent with the house light turning on. Each pairing consisted of the 30 s CS accompanied by foot shock (1.3 mA, though the gird floor) during the last 2 s. CS-US pairings were separated by 30 s intervals. On day 3, mice were returned to the chamber for 6 min with no stimuli and no shock and activity and freezing episodes were recorded as an index of contextual memory. On day 4, cued memory was tested; mice were placed in a different chamber made of black acrylic, hexagonal in shape with a solid floor. Mice were given 3 min of no stimuli followed by 3 min with light-tone without shock. This was followed by 10 extinction trials consisting of alternating light-tone intervals and 30 s of no stimuli. Activity and freezing were analyzed.

### Behavioral Software

Open field testing was conducted using San Diego Instruments PAS USB software (version 1.0.1.0). Morris water maze experiments were performed and analyzed using the AnyMaze Video Tracking System (version 7.49; Stoelting Co.). Acoustic startle response (ASR) and tactile startle response (TSR) assays were conducted using the SR-LAB Startle Response System (version 1.0.1.2; San Diego Instruments). Conditioned freezing behavior was assessed using the San Diego Instruments Freeze Monitor System (version 2.2.1).

#### RNA-seq

##### Tissue Collection

Mice were euthanized by isoflurane inhalation followed by decapitation. Brains were microdissected to remove the hippocampus and stored in RNA-Later at − 20 °C. Tissue was homogenized in 1 mL of Trizol using a tissue disruptor (Qiagen). Tissues were incubated on ice for 5 min, 200 μL of chloroform added, and the solution vortexed for 15 s. Then, the solution was incubated on ice for 14 min and vortexed halfway through. Samples were centrifuged at 12,000 rpm for 5 min at 4 °C. The aqueous phase was transferred to a 1.5 mL tube, and the DNA phase was frozen at − 80 °C. To precipitate RNA, 500 mL of 100% isopropanol alcohol was added to the aqueous phase. After inverting gently five times, the samples were incubated at room temperature for 10 min then centrifuged at 1200 × *g *for 15 min at 4 °C. The RNA pellet was washed in 1 mL of ice-cold 75% ethanol and then centrifuged for 15 min at 4 °C. The supernatant was removed and the pellet air dried in a sterile environment for up to 30 min, then reconstituted in RNase-free water.

##### Library Preparation and Sequencing

The RNA quality of each sample was checked with an Agilent 5300 Fragment Analyzer. All RNA samples had an RQN value between 8.1 and 9.6. As determined by InvitrogenTM QubitTM high-sensitivity spectrofluorometric measurement, 150 to 300 ng of total RNA was poly-A selected and reverse transcribed using Illumina’s TruSeq® stranded mRNA library preparation kit. Each sample was fitted with one of 96 adapters containing a different eight base molecular barcode for high-level multiplexing. After 15 cycles of PCR amplification, completed libraries were sequenced on an Illumina NovaSeqTM 6000 with a read depth of 20 million 100 bp paired-end reads per sample.

##### RNA-seq Analysis

Bulk RNA sequencing data were processed using the nf-core/rnaseq pipeline (v3.20.0) executed with Nextflow (v25.04.4). Adapter trimming and quality filtering were performed using Trim Galore (v0.6.10) with Cutadapt (v4.9). Ribosomal RNA contamination was removed using SortMeRNA (v4.3.7), and taxonomic contaminant screening was performed with Kraken2 (v2.1.5). Reads were aligned to the mouse reference genome (GRCm38/mm10) using STAR (v2.7.11b), and transcript abundance was quantified using Salmon (v1.10.3). Gene-level counts were generated using featureCounts (Subread v2.0.6). Additional quality control metrics were generated using FastQC (v0.12.1), Qualimap (v2.3), RSeQC (v5.0.2), dupRadar (v1.32.0), and MultiQC.

Transcript-level quantifications were imported into R (v4.4.2) using tximport (v1.32.0) and summarized to gene-level counts. Differential gene expression analysis was performed using DESeq2 (v1.44.0), incorporating models accounting for genotype and sex, including interaction terms where appropriate. Log2 fold change shrinkage was performed using the apeglm method. Variance-stabilizing transformation (VST) was applied for downstream visualization and principal component analysis (PCA).

PCA was performed on VST-transformed expression values to assess sample clustering. Confidence ellipses representing 95% confidence intervals for each group were drawn for PCA analyses: FemKO (pink), FemWT (red), MaleKO (light blue), and MaleWT (blue). Two parallel analyses were then performed: a two-group analysis comparing all *Dek* knockout (cKO) samples with all wild-type (WT) samples and a four-group analysis comparing *Dek*cKO vs. WT split into male and female. Differentially expressed genes (DEGs) were identified using thresholds of adjusted *p* value < 0.05 and absolute log2 fold change > log2(1.2). Visualization of DEGs included volcano plots, heatmaps, DEG count bar plots, and Venn diagrams, generated using R packages including ggplot2 (v4.0.1), ComplexHeatmap (v2.20.0), pheatmap (v1.0.13), and VennDiagram (v1.8.2).

Gene set enrichment analysis (GSEA) was performed using clusterProfiler (v4.12.6) and ReactomePA (v1.48.0), with gene rankings derived from DESeq2 Wald statistics. Gene identifiers were mapped using org.Mm.eg.db (v3.19.1) and AnnotationDbi (v1.66.0), and gene sets were obtained from msigdbr (v25.1.1). Enrichment results were visualized using enrichplot (v1.24.4). The data that support the findings of this study are available on the NCBI Gene Expression Omnibus (GEO) under accession number GSE308250.

#### RT-qPCR

One microgram of total RNA was reverse transcribed using the QuantiTect Reverse Transcription Kit (Qiagen) to generate cDNA. Quantitative Real-Time PCR was performed using SYBR Green PCR Master Mix on an ABI 7500 Real-Time PCR System (Applied Biosystems). Gene expression levels were normalized to the housekeeping gene PPIA and analyzed using the ΔΔCT method. To demonstrate the variability between control (WT) animals, the ΔCT value is averaged across all WT mice for a given gene, and that average ΔCT value is used for normalization to calculate ΔΔCT. This results in the mean WT (control) normalized value being ~ 1 but the inter-animal variability is shown. Primer sequences were used at a final concentration of 0.4 ng/μL each and included the following primers:

- mDek F: 5′-AACGTGGGTCAGTTCAGTGGC-3′
- mDek R: 5′-TTCGCTGTTCACGCCTGACCT-3′
- mPPIA F: 5′-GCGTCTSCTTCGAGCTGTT-3′
- mPPIA R: 5′-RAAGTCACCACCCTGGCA-3′
- mRgs6 F: 5’-AACACGGACTATGCCATCTATC-3′
- mRgs6 R: 5’-CCTCTGGAGTCTTGCTAAGTTT-3′
- mRspo1 F: 5’-CTGTGGCCCAGCTGTATATT-3′
- mRspo1 R 5’-CAGAAGGTTCCACTCCTTAGTT-3’.
- mRhoA F 5′-CAGAAGGCAGAGAAGGAAGTC-3′
- mRhoA R 5′-CTGGTGGGTGAAGATGTAGAAG-3′
- mSfn F 5′-ATGGACATCAGCAAGAAGGAG-3′
- mSfn R 5′-GTTGGCTATCTCGTAGTGGAAG-3′
- mTmc4 F 5′-GATCGTCTTGATCCTGCTTAGG-3′.
- mTmc4 R 5′-CATCCTTCTGCCTCCATGTT-3′

#### Statistical Procedures

Due to the sample size, behavioral data were analyzed separately for each sex using generalized linear mixed-effects models (SAS Proc Mixed, SAS Institute 9.4 TS, Cary, NC, USA) [76] or *t*-tests. Analyses included genotype as the main effect, with repeated-measure factors defined as 5-min time bins (open field), blocks of five trials (ASR/TSR), trial type (ASR/TSR with acoustic prepulses), individual trials (straight water channel, MWM cued training, and conditioned freezing), or training day (MWM), as appropriate. Repeated-measure factors were fit to autoregressive moving average or autoregressive [77] depending upon best fit of the corrected Akaike Information Criterion. Significant interactions were analyzed using the slice option in Proc Mixed since it controls the overall error term in the analyses. The estimation method for the covariance parameters was by the restricted maximum likelihood method. The data were analyzed by mixed linear ANOVA (SAS Proc Mixed, SAS Institute 9.4 TS, Cary, NC, USA) and used Kenward-Rogers adjusted degrees of freedom, which can be fractional. A folded F test was conducted prior to *t*-tests to determine if variances were equal and if not, the Satterthwaite method was used. Grubb’s test was used to detect any outliers. Statistical significance was set at *p* ≤ 0.05 and error bars depict SEM.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material File 1

Supplementary Material File 2

## Data Availability

The data that support the findings of this study are available from the corresponding author (LMPV) and are available on the NCBI Gene Expression Omnibus (GEO) under accession number GSE308250.

# Supplementary material for: DEK Loss Induces Task-specific Deficits in Learning and Memory and Reprograms the Hippocampal Transcriptome in Mice
**Source:** Mol Neurobiol. 2026 Jun 29;63(1):734. doi: 10.1007/s12035-026-06022-4
**Supplement:** Supplementary file 1 — Supplementary Material File 1

**Supplemental Figures**

**
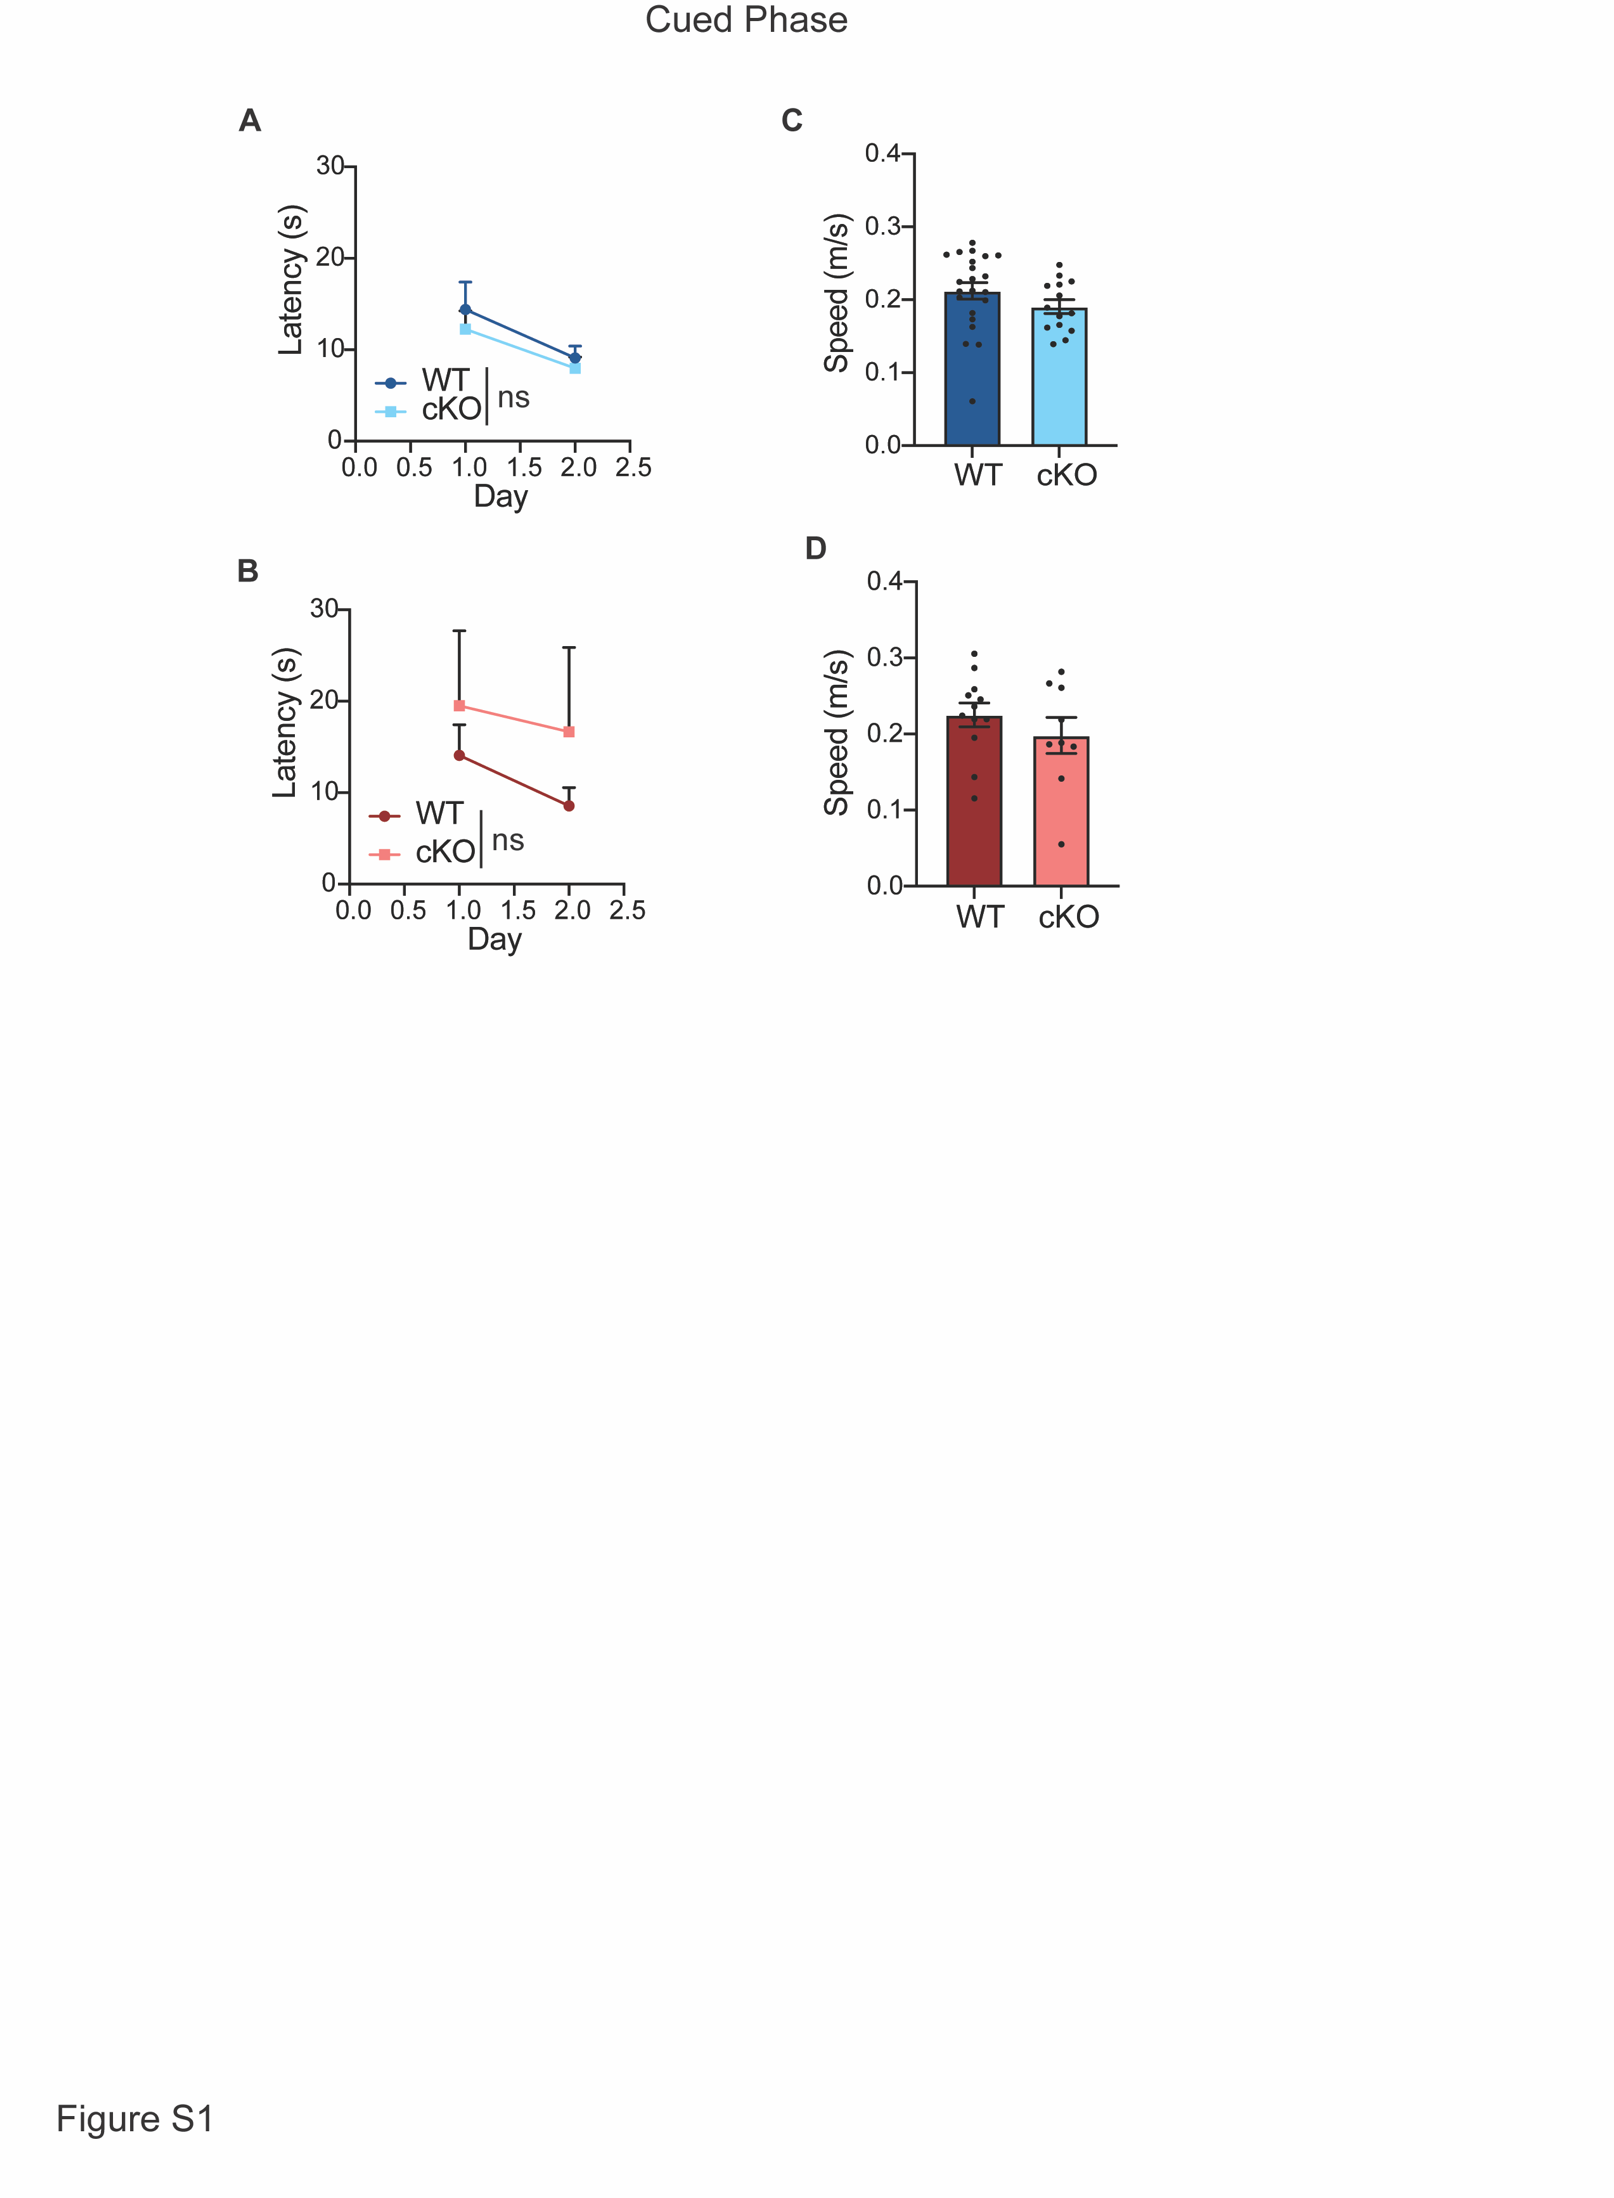
**

**Figure S1. DEK loss does not impact cued performance during reversal learning in the Morris Water Maze.** Cued Morris water maze performance was not impacted by DEK loss, with no genotype differences in escape latency (**A, B**) or swim speed (**C, D**) in either males (A, C; blue) or females (B, D; pink/red). Adult mice were used for the behavioral analyses: N=12 WT females, 10 *Dek* cKO females, 22 WT males, 14 *Dek* cKO males. Data are presented as mean ± SEM with individual data points shown.

**
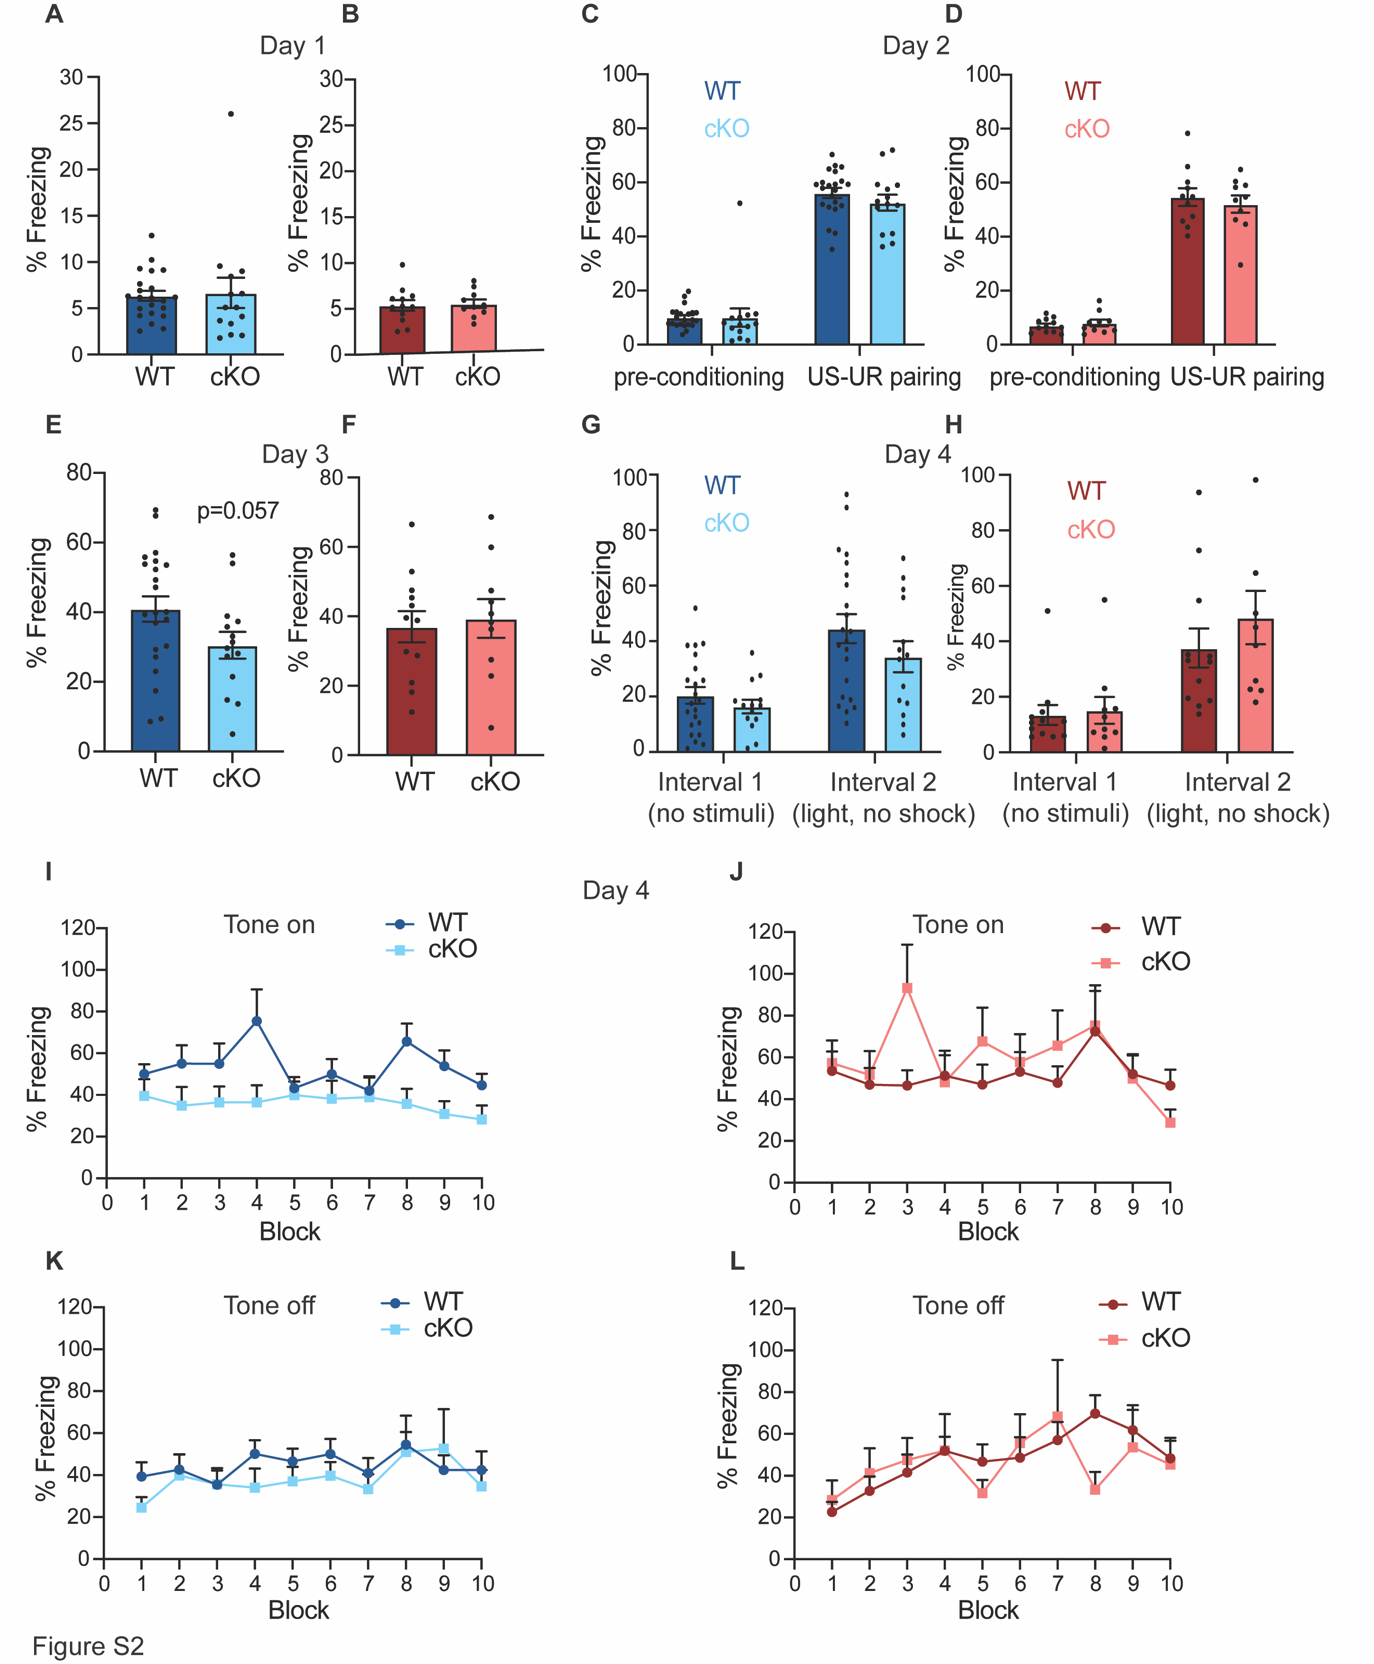
**

**Figure S2:** **Dek cKO mice have no consistent difference in conditioned fear learning memory.** Fear conditioning was assessed across acquisition and testing days in male (blue) and female (pink/red) mice. (**A–B)** Baseline freezing during Day 1 acquisition was comparable between genotypes in males (**A**) and females (**B**). (**C–D**) Freezing during US–UR pairings on Day 2 did not differ between WT and cKO males (**C**) or females (**D**). (**E–F**) On Day 3, male cKO mice exhibited reduced freezing compared to WT, representing a strong trend toward significance (p = 0.057; E), while no genotype differences were detected in females (**F**).
(**G–H**) Freezing during cued testing on Day 4 across stimulus intervals was similar between genotypes in males (**G**) and females (**H)**. (**I–L**) Tone‑on (**I, J**) and tone‑off (**K, L**) freezing across blocks on Day 4 did not reveal significant genotype‑dependent differences in either sex. Adult mice were used for the behavioral analyses: N=12 WT females, 10 *Dek* cKO females, 22 WT males, 14 Dek *cKO* males. Data are shown as mean ± SEM with individual data points shown.

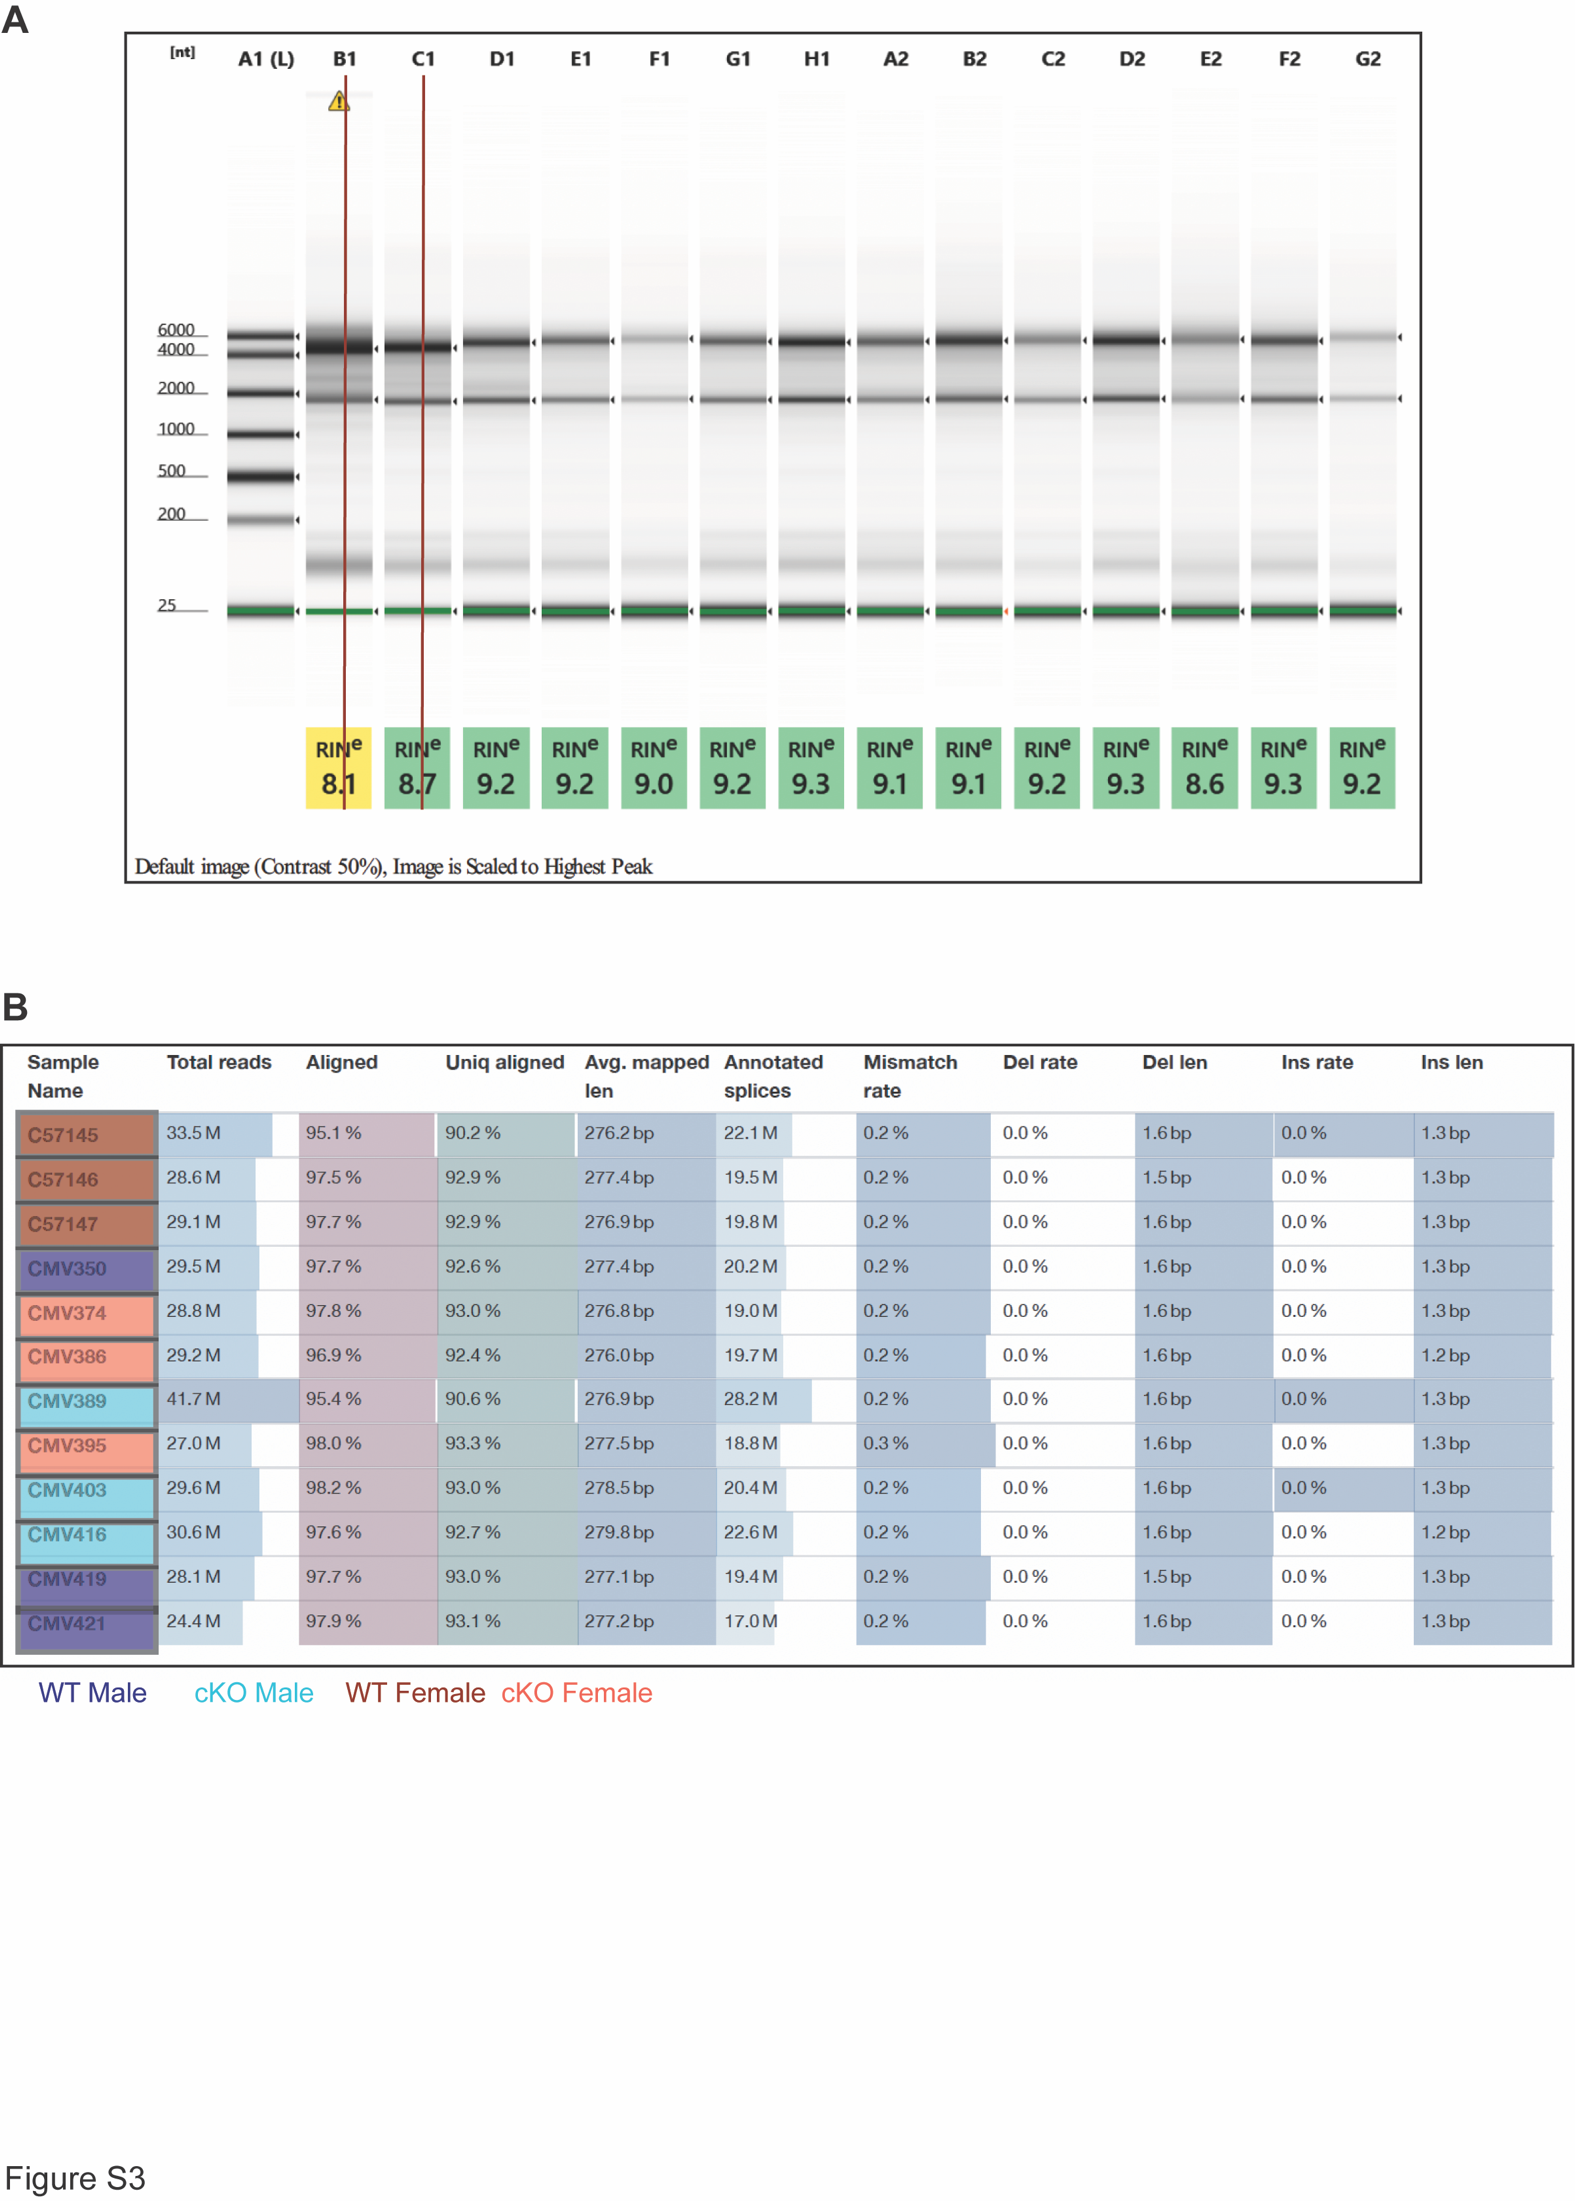

**Figure S3: RNA quality metrics for samples used in bulk RNA-seq** (**A**) Gel image and RNA Integrity Number (RIN) using RNA Tapestation. The first two columns (B1, C1, red lines) are samples that were not used in this manuscript. (**B**) A summary of data from STAR analysis of reads acquired from bulk RNA-seq. Data includes the total number of reads, read length, and the percent alignment.

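STAR is an aligner that places spliced reads on a genome, and percent alignment is the share of a library's reads that it placed. The total number of reads limits how precisely a gene with few transcripts can be measured. TPM values carry no trace of that total, because each library is scaled to the same sum.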

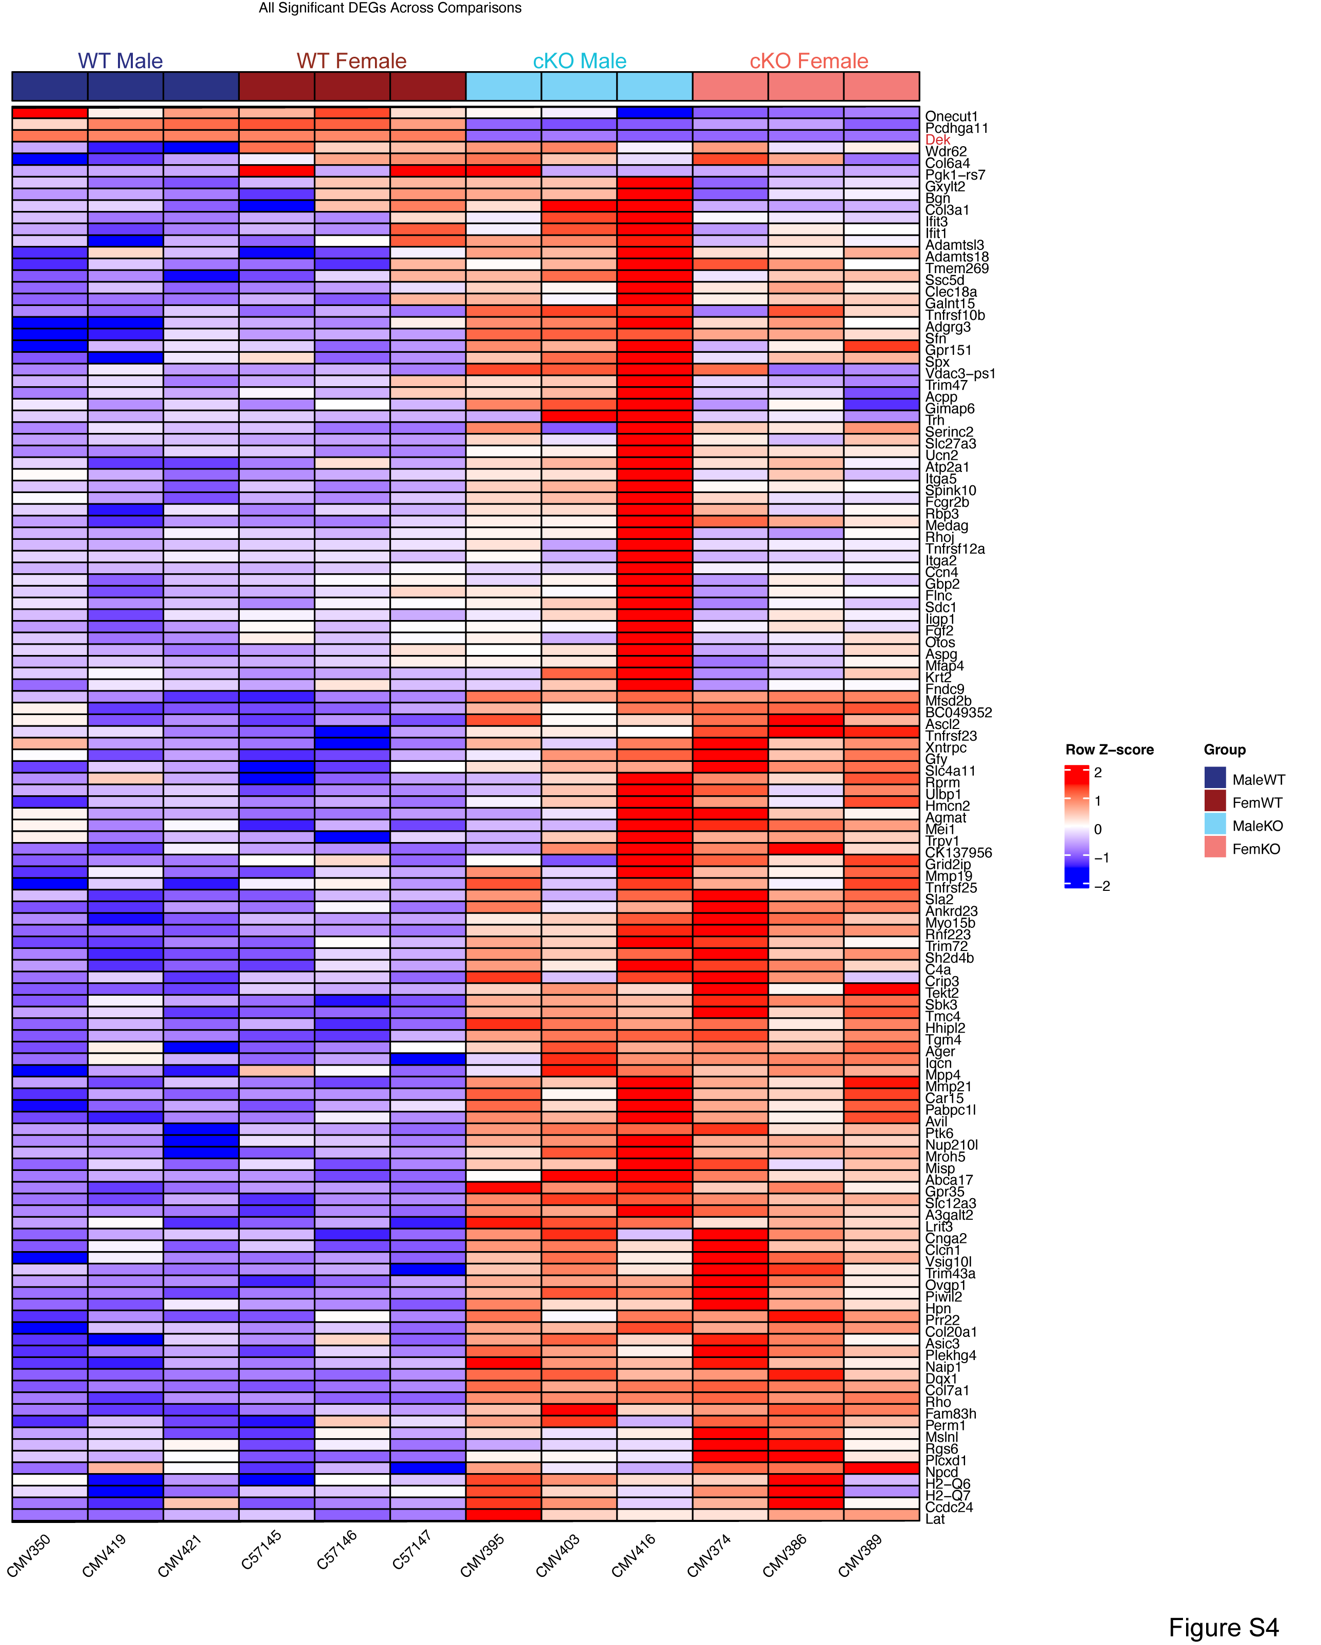

**Figure S4: Overall visualization of differentially expressed genes in *Dek* cKO mice*.*** A heatmap visualizes the Z-score of differentially expressed genes, using raw p value <0.05 and +/- 1.5-fold change as cutoffs.

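A Z-score in such a heatmap is a gene's value in a library minus its mean over all libraries, divided by its standard deviation over them. The colours therefore show where a gene is high or low relative to itself and say nothing about how large a change is. Genes chosen because they differ between genotypes separate the genotypes in a heatmap of the same libraries.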

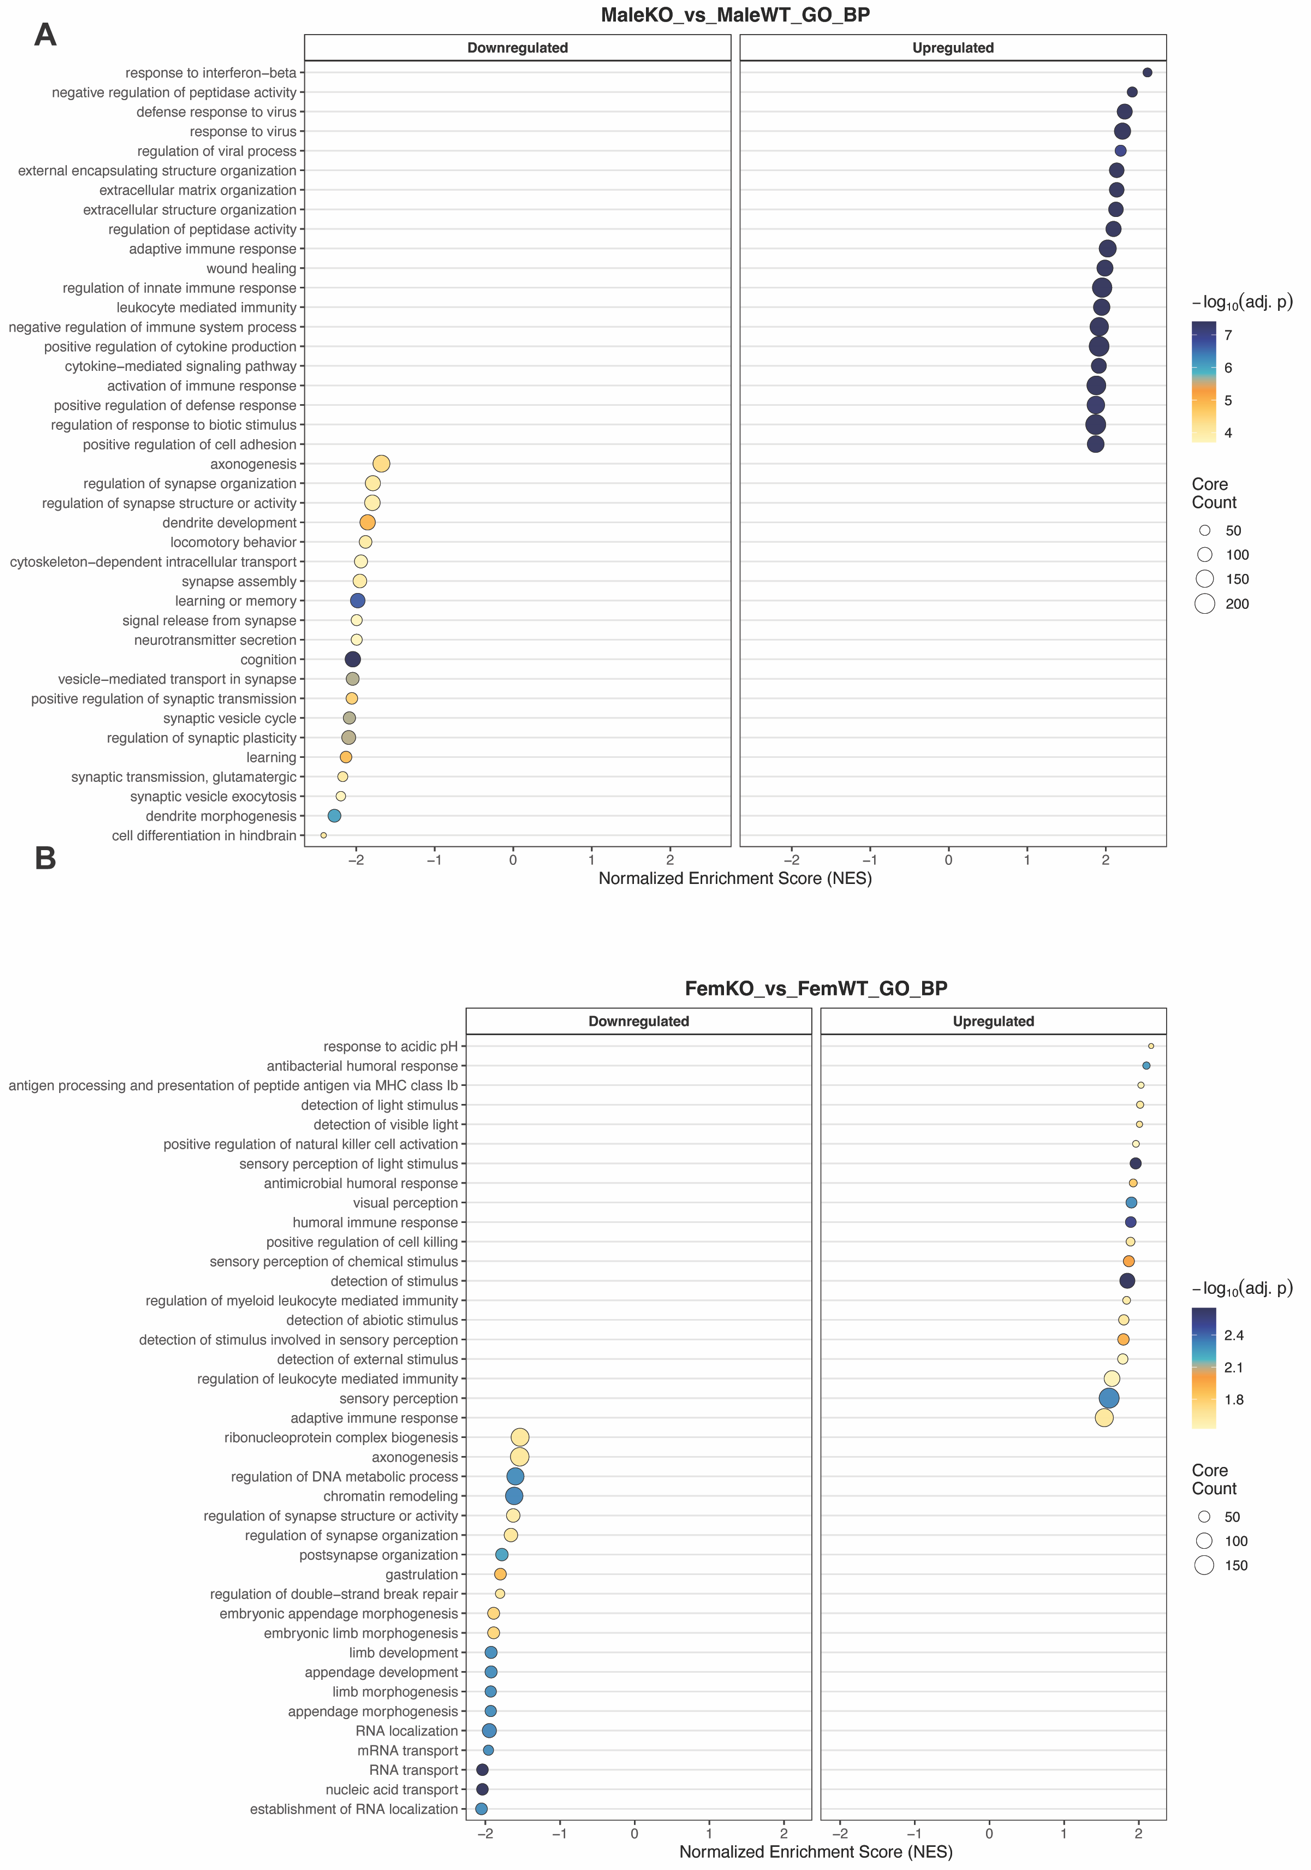

**Figure S5: GSEA evaluation for Biological Processes in male and female *Dek* cKO mice*.*** Gene Set Enrichment Analysis for Biological Processes for male (**A**) and female (**B**) *Dek* cKO hippocampal transcriptomes using DeSeq2-identified differential gene expression. Dot size represents the number of genes in the gene set differentially expressed in *Dek* cKO tissue vs WT tissue. The color scale represents p value, with darker blue indicating lower p values. The X axis graphs the gene set enrichment based on Normalized Enrichment Score (NES). Negative NES values represent down-regulation of a gene set and positive NES values depict up-regulation of a gene set. Data show that both males and females demonstrate up-regulation of inflammation and immune response processes and down-regulation of dendrite morphogenesis and synapse function.

How the deposited data were processed for this re-analysis (not part of the article)

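The authors deposited 1 table of TPM, with 1 column for each of the 12 libraries. The paper describes the steps behind such values as read trimming, removal of ribosomal reads, alignment with STAR to GRCm38 and quantification with Salmon, and no document says which of them wrote the deposited table. TPM as deposited by the authors is scaled per library and corrected for transcript length, so read counts are not kept and the paper's DESeq2 test could not be repeated. All 12 columns were matched to samples by their names, and no pair of libraries shared over 50% identical values. Gene rows were matched by Ensembl ID to GENCODE M21, the annotation of GRCm38, which holds 25245 of the 26409 genes and lacks 1164. Groups follow the sample labels.

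Values were analysed as log2(TPM + 0.1) for the 18197 genes with a mean of at least 0.1 TPM. Differences were tested with limma (version 3.58.1, R 4.3.3), with a trended prior variance and two-sided moderated statistics. The comparison of both sexes used 2 groups of 6 libraries, and comparisons within a sex, between WT sexes and for the interaction used 1 fit of 4 groups on all 12 libraries. P-values were adjusted by the Benjamini-Hochberg method. A gene passed at an adjusted p under 0.05 with a fold change over 1.2, and a nominal list used an unadjusted p under 0.05 with a fold change of at least 1.5. Gene sets were 26 families defined by symbol and 24 mouse Reactome pathways as shipped with fgsea (version 1.28.0), of which 19725 genes could be matched through Entrez numbers. They were tested with the camera method of limma with a preset correlation of 0.01, which needs no permutation. The paper's Gene Ontology and Hallmark sets were not used here. Principal components used the 500 most variable genes. Exact permutation tests enumerate all splits of the libraries, with smallest two-sided p-values of 0.1 for 3 against 3 and 0.00216 for 6 against 6, and the test on distances drew 100000 permutations.

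Genes named in the text follow a rule. They are the genes the paper names in its RNA sequencing and qRT-PCR text or labels in Figs. 5B, 6B and 7B (40 genes, 3 of them not among the listed genes), the sex-linked genes, and the 10 genes with the largest absolute log2 fold change among those past the threshold in both sexes whose 6 *Dek* cKO values lie on one side of the 6 WT values. Other genes were chosen after their values were seen, also where the text does not repeat this.

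Alternatives changed 1 choice at a time: 0.5 or 1 TPM added before the log2 transform, no filter or a mean of at least 1 TPM, median ratio rescaling or quantile normalization, a prior variance without trend, sex as a covariate, a replicate block, the sexes of Supplementary Fig. S3B, both libraries of conflicting sex left out (single genes only), a fit on the 6 libraries of a sex, fry in place of camera, all genes past the filter for principal components, and each library left out in turn. A correction for GC content and transcript length (17924 genes, 98.5% of those tested), protein-coding genes alone and principal components without each library were chosen after seeing the data.

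Tissue composition was weighed with marker lists for choroid plexus, meninges, blood, endothelium, microglia, astrocytes, oligodendrocytes, neurons, dentate gyrus, CA1, CA3, thalamus and habenula, cortex, immediate early genes, photoreceptors, pluripotency and injury response. The last 2 were written after the data were seen, and the score of a library is the median of its log2 values relative to the median library. Results for 1 gene the paper names are not reported here. The steps were tested on simulated data with the spread of the 12 libraries. With 200 genes changed by 1 on the log2 scale, 90.5% were recovered with 10 false calls in 6 against 6 libraries, 81% in 3 against 3 and 64% in the interaction. The changed genes were drawn only from those with a mean log2 value above that of 1 TPM, with independent normal noise. The shares do not carry over to lower genes or smaller changes. With no gene changed, 0 were called in 6 against 6 libraries, the only such run. Of sets of 40 genes, 10 of 10 shifted by 0.3 were recovered and 0 of 200 others were called. The genes of these simulated sets varied independently, so the result does not give the rate of false set calls in the real libraries. There, arbitrary splits often gave as many families as the real one. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.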

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

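The tests of RNA of pluripotent cells, of processed pseudogenes and of meningeal RNA were chosen only after the result was seen, and the correction for GC content and length after the patterns it tests were seen but not its outcome.

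*Ddx3y* had 20.4 TPM in the library labelled female cKO replicate 3, a signal outside what the paper discusses for that library, while no female WT library exceeded 0.378 TPM. The library also had 72.7 TPM of *Eif2s3y*, at the level of the 72.4 to 92.0 TPM of the male WT libraries, and the library labelled male cKO replicate 1 had 0.111 TPM. Supplementary Fig. S3B colours both with the other sex. RNA of a male animal brings the Y-linked genes at the level of the male WT libraries, which a low share of foreign RNA does not. *Eif2s3x* had 55.5 TPM in the library labelled female cKO replicate 3 and 85.6 TPM in that labelled male cKO replicate 1. It had 58.4 to 64.3 TPM in male WT and 85.7 to 88.8 TPM in female WT libraries. These values argue against the labelled sex of both RNAs, so a mislabelled sample is a candidate explanation for the pair. Whether the labels or the animals were exchanged is not known, and no biological explanation was tested.

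*Lin28a* had 8.28 TPM in female WT replicate 1 and at most 0.0232 TPM elsewhere, *Pou5f1* 4.28 against at most 0.592 and *Sall4* 3.15 against at most 0.600. These genes were singled out after their values were seen. Among the 13 protein-coding genes above 1 TPM and at over 4 times every other library (with 0.1 TPM added) were also *Dnmt3b* (5.61 against at most 1.29 TPM), *Dnmt3c* (2.99 against at most 0.223), *Cdc20* (5.01 against at most 0.797), *Esrp1* (1.62 against at most 0.215) and *Bub1* (1.37 against at most 0.238), which would go with RNA of pluripotent cells. *Nanog* (1.05 against at most 1.02 TPM), *Dppa5a* (0.446 against at most 0.736) and *Tdgf1* (0.452 against at most 0.687) were not raised. Of 17 genes of a second list of pluripotency genes 0 were highest in this library, where chance gives 1.42, but the list was written when the raised genes were known and holds few expressed genes, so RNA of pluripotent cells stays open. After a correction for GC content and transcript length the smallest gap of the 3 genes to the next library was still 2.33 on the log2 scale, which argues against such a bias. The library also had 554 processed pseudogenes above 1 TPM where the others had 350 to 402, and 133 genes at over 10 times every other library where the others had 3 to 30. The summed TPM of processed pseudogenes set it apart less, at 9626 against 6113 to 9131 in the others. Reads shared with parent genes would follow the parents, but the ribosomal protein genes summed to 34123 TPM, between the 31323 and 37381 TPM of the other libraries. The next highest pseudogene sum, 9131 TPM in male cKO replicate 3, did go with the highest ribosomal sum. Male cKO replicate 2 had 36705 TPM of ribosomal protein genes but 6944 TPM of processed pseudogenes. What sets this library apart stays open, and no biological explanation was tested.

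*Timp1* had 39.2 TPM in male cKO replicate 3 and 2.05 to 3.72 TPM elsewhere. Other injury response genes, named after their values were seen, were raised as well: *Lif* 33.6 against at most 2.16 TPM, *Ptx3* 24.6 against at most 0.587, *Cxcl10* 26.5 against at most 1.61, *Socs3* 23.5 against at most 3.90, *Cd44* 26.5 against at most 3.59, *Hspb1* 79.2 against at most 13.1 and *Gfap* 1267 against at most 437. The meningeal markers of this library had a median of -0.37 relative to the median library, which argues against RNA of the meninges. After correction for GC content and transcript length the smallest gap of *Ccl2*, *Ccl7*, *Timp1*, *Socs3* and *Gfap* to the next library was 1.54 or more, which argues against that bias. A response to injury or illness in 1 animal may lie behind the pattern. Since 1 of the 6 *Dek* cKO libraries shows it, an effect of genotype is not shown.

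The effect of genotype differed between the sexes in 3 gene families by the interaction: interferon-induced genes (adjusted p = 0.00192), Myc target ribosome biogenesis genes (adjusted p = 0.0108) and cytosolic ribosomal proteins (adjusted p = 0.0108). Under fry the adjusted p-values were 0.733, 0.733 and 0.85. Of the 200 possible splits 100 were drawn, and 65 of the 100 splits gave as many families, so a count of 3 families arises from arbitrary groupings of these libraries. The interaction had 0 Reactome pathways and 0 genes (770 at an unadjusted p under 0.05), which any split reaches (100 of the 100 splits), so these counts test nothing. Without male cKO replicate 3 the interferon interaction fell from -0.40 to -0.19 and did not pass, and 0 families passed.

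Of 120 groups of 6 libraries tested for a library far from the others, 12 had one and chance gives 6. In 5 of them it was the library labelled female cKO replicate 3 and in 3 male WT replicate 2. The gap to the nearest library over the range of the group is given for each. In male WT replicate 2 it was 0.738 for *Gm20388* (1.82 TPM, others 3.71 to 4.76), 0.739 for *Sbk3* (2.25 TPM, others 1.02 to 1.25) and 0.797 for the oligodendrocyte median (-0.83, others -0.03 to 0.17). In the library labelled female cKO replicate 3 it was 0.965 for *Sfn* (3.49 TPM, others 4.78 to 4.84), 1.00 for *Hcrt* (0.258 TPM, listed at 0 in the others), 0.674 for *Sds* (11.8 TPM, others 5.58 to 7.12), 0.690 for the microglia median (0.27, others -0.04 to 0.05) and 0.645 for the sum of TPM (845553, others 825750 to 832774). The remaining ones were 0.770 for *Fbl* in female WT replicate 1 (46.5 TPM, others 39.6 to 41.1), 0.743 for the astrocyte median in female cKO replicate 2 (-0.12, others -0.01 to 0.03), 0.823 for the neuron median in male cKO replicate 2 (-0.15, others 0.00 to 0.03) and 0.658 for the CA3 median in female WT replicate 3 (0.28, others -0.09 to 0.04). Dissection and cell composition were not tested for these. By its Y-linked genes, the RNA of the library labelled female cKO replicate 3 goes with a male animal. That library also has the most total reads in Supplementary Fig. S3B, and depth was not tested.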

How the results depend on the processing

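Alternatives were chosen before the data were examined, except the correction for GC content and length, protein-coding genes alone and principal components without each library, chosen after the data were seen. No test here was chosen only after the result was seen. The cause was not tested for any change below unless given.

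Over both sexes 27 genes passed. The number was 17 with no filter, where more genes are tested, 3 with a replicate block, and 19 to 36 under the other alternatives that kept all 12 libraries. A replicate block assumes that libraries of equal number belong together, but their correlations had a median of 0.011 where those of different numbers had 0.014, so the numbers show no pairing. Leaving out each library gave from 13 (without female cKO replicate 2) to 27 genes. In females the 3 genes became 7 with a prior variance without trend, 9 with the sexes of Supplementary Fig. S3B, 6 with both libraries of conflicting sex left out and 1 in a fit on the 6 libraries of that sex, and from 1 (without female cKO replicate 1) to 8 (without female WT replicate 1). In males the 3 genes became 6 with no filter, 6 with a prior variance without trend, 5 with the sexes of Supplementary Fig. S3B, 6 with both libraries of conflicting sex left out, 6 in a fit on the 6 libraries of that sex, 5 with protein-coding genes only, and from 2 (without male WT replicate 1) to 7 (without male WT replicate 3). The interaction had 0 genes in the fit reported (770 at an unadjusted p under 0.05), 2 with no filter, 2 with a prior variance without trend, 3 with the sexes of Supplementary Fig. S3B and 3 with both libraries of conflicting sex left out, and from 0 to 1 (without female cKO replicate 2). Between the WT sexes 0 genes (660 at an unadjusted p under 0.05) became 3 with no filter, 3 with a prior variance without trend, 6 with the sexes of Supplementary Fig. S3B, and from 0 to 5 (without female WT replicate 1).

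Of gene families, fry in place of camera left 1 of 6 over both sexes, 0 of 10 in males, 0 of 3 in the interaction and 0 of 2 between WT sexes. Of Reactome pathways it left 0 of 6 over both sexes, 0 of 9 in males and 0 of 1 between WT sexes. In females 0 families became 1 with a mean TPM of at least 1, 2 after median ratio rescaling, 1 with a replicate block and 3 with the sexes of Supplementary Fig. S3B, and from 0 to 3 (without female WT replicate 3). The interaction went from 3 to 6 families with a mean TPM of at least 1, 6 after median ratio rescaling, 6 with a replicate block and 6 with the sexes of Supplementary Fig. S3B, and from 0 (without male cKO replicate 3) to 6 (without the library labelled female cKO replicate 3). It went from 0 to 1 Reactome pathway with a mean TPM of at least 1 and 1 with a replicate block, and from 0 to 4 (without male WT replicate 1). Leaving out a library gave from 6 (without male WT replicate 2) to 12 families (without male WT replicate 1) and from 1 (without male WT replicate 2) to 9 Reactome pathways in males, from 3 (without male WT replicate 2) to 7 pathways over both sexes, and from 2 to 4 families (without female WT replicate 1) and 1 to 2 pathways (without male WT replicate 1) between WT sexes. In males 4 Reactome pathways passed with the sexes of Supplementary Fig. S3B.

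PC1 held 21.7% over 12 libraries, 14.8% with all genes past the filter and 27.9% with a pseudocount of 1, and 13.4% (without female WT replicate 1) to 23.9% with a library left out. In females it held 41.1%, 29.7% with all genes past the filter, and 29.3% (without female WT replicate 1) to 48.7%. In males it held 24.9%, 26.8% with all genes past the filter, 30.9% with a pseudocount of 1, and 28.6% to 32.1% with a library left out.

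Among genes named in the text, 10 values changed direction when a library was left out. Over both sexes *Rhoa* went from -0.014 (without male cKO replicate 3) to 0.033, and was 0.000 after median ratio rescaling. *Gm20388* went from -1.10 to 0.28 (without the library labelled female cKO replicate 3), *Rgs6* from -0.12 (without female cKO replicate 1) to 0.30, *Ccl7* from -0.066 (without male cKO replicate 3) to 1.01 and *Tyw3* from -0.022 (without female cKO replicate 2) to 0.23. In females *Gm20388* went from -2.57 to 0.76 and was 0.81 with the sexes of Supplementary Fig. S3B and 0.76 with both libraries of conflicting sex left out. *Xntrpc* went from -0.089 (without female cKO replicate 1) to 0.074, and was -0.014 after median ratio rescaling, -0.013 after quantile normalization and -0.028 with GC content and length corrected. *Eif2s3y* went from -0.30 to 3.77 and *Ddx3y* from -0.75 to 3.09, both lowest without the library labelled female cKO replicate 3. They were, with the sexes of Supplementary Fig. S3B, -0.60 and -0.75, and with both libraries of conflicting sex left out -0.30 and -0.75, since these settings move or drop the library that carries the Y-linked genes. In males *Gm20388* went from -0.88 to 1.42 (without male cKO replicate 2), and was 0.15 with pseudocount 0.5 and 0.23 with pseudocount 1.

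Gene set medians near 0 changed sign most often. Over both sexes, leaving out a library took RNA polymerase III subunits and factors from -0.021 to 0.007 (without female WT replicate 2), synapse and dendritic spine scaffold genes from -0.039 to 0.015 (without male cKO replicate 2) and kinesins and dyneins from -0.025 to 0.005 (without female WT replicate 2). In males it took glutamate receptors from -0.106 to 0.006 (without male cKO replicate 2), the Wnt and beta-catenin pathway from -0.108 to 0.032 (without male cKO replicate 3), oxidative phosphorylation subunits from -0.023 (without male cKO replicate 3) to 0.036, synapse genes from -0.062 to 0.024 (without male cKO replicate 2), NMDA receptor activation from -0.100 to 0.001 (without male cKO replicate 2) and mTOR signalling from -0.015 (without male WT replicate 1) to 0.026. In females it took glutamate receptors from -0.045 to 0.018 (without female WT replicate 2), ubiquitin-conjugating enzymes from -0.015 (without female WT replicate 3) to 0.026, cell cycle genes from -0.050 (without female WT replicate 3) to 0.053, peptidases from -0.018 (without female WT replicate 1) to 0.082 and collagens from -0.022 (without female WT replicate 1) to 0.207. It took mTOR signalling from -0.016 (without female cKO replicate 2) to 0.032 and Apoptosis from -0.038 to 0.007 (without female cKO replicate 1). The fit without the library labelled female cKO replicate 3 gave 1 end of the range for GABA-A receptor subunits (-0.046 to 0.081), histone modifiers (-0.045 to 0.042), p53 target genes (-0.037 to 0.048), cholesterol biosynthesis (-0.050 to 0.054), serpins (-0.005 to 0.271), the unfolded protein response (-0.056 to 0.054) and the Wnt and beta-catenin pathway (-0.114 to 0.005). In the interaction leaving out a library took the unfolded protein response from -0.204 to 0.004 (without male cKO replicate 3), the Wnt and beta-catenin pathway from -0.083 to 0.058 (without the library labelled male cKO replicate 1) and oxidative phosphorylation from -0.013 (without the library labelled male cKO replicate 1) to 0.070.

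Under the sexes of Supplementary Fig. S3B the female medians were 0.018 for ionotropic and metabotropic glutamate receptors, -0.091 for GABA-A receptor subunits, 0.046 for histone acetyltransferases, methyltransferases and remodelers, 0.077 for p53 target genes, -0.006 for cholesterol biosynthesis, -0.002 for serine peptidases (kallikreins, Prss and Tmprss), 0.054 for unfolded protein response genes, 0.032 for the Wnt and beta-catenin pathway, 0.006 for Myc target ribosome biogenesis genes and 0.005 for Apoptosis. The interaction was then 0.079 for unfolded protein response genes, 0.061 for the Wnt and beta-catenin pathway and -0.034 for oxidative phosphorylation subunits. Median ratio rescaling turned ubiquitin-conjugating enzymes to -0.003, cholesterol biosynthesis to -0.017 and mTOR signalling to -0.009 in females, and oxidative phosphorylation subunits to -0.008 in males. With a mean TPM of at least 1, the Wnt and beta-catenin pathway was 0.028 in males and 0.001 in females, and mTOR signalling 0.003 in males. With pseudocount 1, the Wnt and beta-catenin pathway was 0.001 in females.

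Of 750 comparisons of 85 gene values with a library left out, 683 kept direction and side of the threshold, 52 were weaker, 1 stronger and 14 reversed. Of 1005 under other alternatives 970 did, with 19 weaker, 4 stronger and 12 reversed. Of 618 comparisons of 76 gene set values with a library left out 484 did, with 54 weaker, 24 stronger and 56 reversed, and of 511 under other alternatives 435, with 43 weaker, 12 stronger and 21 reversed. Reads per gene are not kept in TPM. Supplementary Fig. S3B gives total reads per library, but how far counting error limits genes near 0.1 TPM was not estimated from them.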

Differences from the paper's values

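No test in this part was chosen only after the result was seen. Values read from the paper's supplement are log2 fold changes with standard errors. A gap counts as closed where a count or percentage lies within 1.5 times the paper's, or where a log2 fold change has the paper's sign and differs by no more than the larger of the paper's standard error and the SD of log2 values within groups.

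The paper's 113 genes past the adjusted threshold over both sexes (95 higher, 18 lower, the paper's) compare with 27 here (25 higher, 2 lower), and none of the alternatives set before the data were examined closed the gap, with 3 to 36 genes. In males the paper's 32 compare with 3 (2 to 7 under the alternatives) and the paper's 29 higher with 2, and none closed the gap. The paper's 3 lower compare with 1, and no filter, a prior variance without trend, the sexes of Supplementary Fig. S3B, both libraries of conflicting sex left out, a fit on the 6 libraries of that sex and the fit without male WT replicate 3 closed it. In females the paper's 46 compare with 3 (1 to 9) and the paper's 40 higher with 2, with none that closed the gap, and the paper's 6 lower with 1, closed by the fit without female WT replicate 1. Of genes at an unadjusted p under 0.05 and 1.5-fold, the paper's 69 lower in males compare with 121, closed by pseudocount 0.5 and pseudocount 1. The paper's 100 lower in females compare with 152, closed by pseudocount 0.5, pseudocount 1, the sexes of Supplementary Fig. S3B, a fit on the 6 libraries of that sex and the fit without female cKO replicate 1. Of genes past the threshold in both sexes, the paper's 15 higher compare with 2 and the paper's 2 lower with 1, and the paper's more than 50 genes only with the sexes together compare with 24 (up to 31). No alternative closed these 3 gaps.

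PC1 in males held the paper's 58.68% against 24.9%, and none of the alternatives closed the gap. Over 12 libraries PC1 held about 34% in the paper's Fig. 5A, read by eye, against 21.7%, and PC2 about 19% in the paper's Fig. 5A, read by eye, against 10.4%. With pseudocount 1 they were 27.9% and 13.9%, still lower but within 1.5 times.

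Over both sexes the log2 fold change of *Dek* was the paper's -3.02 against -2.74 (closed without female cKO replicate 2) and of *Mylk3* the paper's 0.68 against 1.33 (closed by pseudocount 1). For *Ovgp1* it was the paper's 0.84 against 0.62, for *Mthfsd* the paper's 0.38 against 0.11, for *Ptk6* the paper's 2.597 against 0.23 and for *Gm20388*, the paper's *Galnt2l*, the paper's 23.85 against -0.65, and no alternative set before the data were examined closed these gaps.

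In females it was the paper's -2.99 against -2.66 for *Dek* (closed without female cKO replicate 2) and the paper's 0.41 against 0.26 for *Fbl* (closed by the sexes of Supplementary Fig. S3B, both libraries of conflicting sex left out, and without female WT replicate 1 or the library labelled female cKO replicate 3). It was the paper's 1.00 against 0.63 for *Ovgp1*, the paper's 27.52 against -1.28 for *Gm20388*, the paper's 0.40 against 0.11 for *Mthfsd*, the paper's 1.65 against 1.17 for *Tnfrsf23*, the paper's 2.40 against 0.004 for *Xntrpc*, the paper's 23.56 against 2.21 for *Eif2s3y* and the paper's 7.11 against 1.81 for *Ddx3y*, with no alternative that closed the gap. *Ddx3y* is listed at 0 in female WT replicates 2 and 3 and in female cKO replicates 1 and 2. Its value here therefore rests on the 0.1 TPM added, so its gap cannot be told from a difference in method.

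In males it was the paper's -3.05 against -2.82 for *Dek* (closed by the sexes of Supplementary Fig. S3B, both libraries of conflicting sex left out, and without male cKO replicate 2 or the library labelled male cKO replicate 1) and the paper's 1.22 against 0.92 for *Sfn* (closed without male WT replicate 3). It was the paper's 23.04 against -0.013 for *Gm20388*, the paper's 0.36 against 0.11 for *Mthfsd* and the paper's 2.10 against 0.86 for *Gpr35*, with no alternative that closed the gap. Of 62 gene values compared, 59 had the same sign and 20 differed.

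The paper names RhoA among genes higher in each sex, from its sequencing and from qRT-PCR, an assay not repeated here. *Rhoa* here changed by -0.06 in females and 0.09 in males. The paper lists *Palmd* as higher in each sex, and its log2 fold changes here were -0.43 and -0.12. From qRT-PCR, the paper describes *Sfn* as changed in females and not in males. In the sequencing values here *Sfn* rose by 0.60 in females and 0.92 in males, with an interaction of -0.32 (limma adjusted p = 0.966). The paper's own sequencing values for *Sfn* were 0.63 in females (DESeq2 adjusted p = 0.782) and 1.22 in males (DESeq2 adjusted p = 0.0175). Its sequencing thus also has the larger rise in males, and the difference lies between the assays. The paper places the sexes close together in WT mice and farther apart in *Dek* cKO mice on its principal components, where the group centres here were 26.7 apart in WT and 4.07 apart in *Dek* cKO mice (21.1 and 24.0 without female WT replicate 1). The paper's statements on gene sets rest on enrichment scores of Hallmark and Gene Ontology sets. Here the values are median log2 fold changes of other sets, defined by symbol or taken from Reactome, so they do not test the paper's sets. The paper states that males raised and females lowered gene sets for Wnt signalling and mTOR. The male medians here were -0.02 and 0.00 and the female medians 0.00 and 0.01. The male median for Wnt signalling changed sign in 5 of the 6 fits that left out a library, up to 0.03 without male cKO replicate 3. The paper has oxidative phosphorylation lowered in males, where the median here was 0.01, and p53 and apoptosis gene sets raised in females, where the medians here were -0.01 and -0.01. No gene set passed in females here, and none of these medians passed in either sex. Some settings called genes that the paper calls and the fit reported here does not: a prior variance without trend for *A3galt2* in females, both libraries of conflicting sex left out for *Trh* in males, and the fit without male WT replicate 2 for *Sbk3* over both sexes.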

Other observations

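The tests of *Rspo1* against cortex genes, of the correlation without female WT replicate 1 and of the 3 genes called in females against the male WT libraries were chosen only after the result was seen.

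Other splits of the 12 libraries into 6 and 6 were compared with the real one, 100 of the 462 possible. For genes past the threshold, 1 of the 100 splits, the real one, reached 27, and the highest other count was 10. For gene families 30 of the 100 splits and for Reactome pathways 13 of the 100 splits gave as many as the real 6, so counts of sets of this size arise from arbitrary groupings too. In females 1 of the 10 splits gave as many genes, and the 0 families and 0 pathways are reached by any split (10 of the 10 splits), which tests nothing. In males 1 of the 10 splits gave as many genes, 2 of the 10 splits as many families and 2 of the 10 splits as many pathways. Between the WT sexes 0 genes passed (660 at an unadjusted p under 0.05), which any split reaches as well (10 of the 10 splits). A share under 0.1 cannot arise from 10 splits.

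More genes were higher than lower in *Dek* cKO mice at an unadjusted p under 0.05 and 1.5-fold. The real split was the only 1 of the 100 splits with as many genes higher in one group, 381, and the next had 309. The share higher was 77.3% after correction for GC content and length, and 75.8% after median ratio rescaling, so neither accounts for it. Quantile normalization, which gives all libraries the same distribution, left 66.6%, so part of the excess may depend on the scaling.

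Strain variants linked to the *Dek* locus would put changed genes near *Dek*. Of the 489 genes that passed both nominal criteria, 2 lay within 20 Mb of *Dek*, 0.409% against 1.32% of all genes tested (Fisher's exact p = 0.0711), which is no excess in that list. The 27 genes past the adjusted threshold were not tested in this way. *Serpinb6e* is among them and lies within that distance (chromosome 13, 33832345 to 33843408), so a linked variant stays open for this gene.

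Genes that differ between female *Dek* cKO and female WT mice could reflect the prefix that sets the female WT libraries apart. Female cKO minus female WT and male WT minus female WT correlated at 0.531 across genes, where simulated groups without any difference that share their 3 controls gave 0.478 to 0.523. Without female WT replicate 1 the correlation was 0.572, just under the 0.576 to 0.627 of simulated groups that share 2 controls. The small excess may therefore come from that library. *Npff*, called in females with the sexes of Supplementary Fig. S3B, does follow the prefix. It had 0.542 to 1.07 TPM in the female WT libraries and is listed at 0 in all others, male WT among them. The 3 genes called in females do not follow the prefix, since male WT libraries, named like the *Dek* cKO libraries, had values like female WT: *Col7a1* 0.901 to 1.60 TPM (female WT 1.20 to 1.66, female cKO 5.49 to 8.43), *Gm15319* 1.50 to 1.64 (1.18 to 1.81, 5.17 to 5.48) and *Dek* 48.7 to 51.9 (44.2 to 49.5, 6.52 to 9.25).

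Higher interferon genes in male *Dek* cKO mice might depend on 1 library. The median was 0.57, and 0.40 without male cKO replicate 3, so the direction does not. The collagens had 0.21, and 0.061 without the library labelled male cKO replicate 1, so 1 library may decide that value. The marker list of meninges, 3 of whose 15 genes are collagens, scored 0.471 in that library, higher still in male cKO replicate 2 and 0.572 higher in *Dek* cKO than in WT males, so more meningeal tissue stays open for the collagens.

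*Rspo1* rose with the median of 9 other cortex genes over the 12 libraries, with a Spearman correlation of 0.524 (permutation p = 0.0844, two-sided). Pearson's r was 0.857 (permutation p = 0.00102), 0.533 over the 10 libraries nearest the median, -0.0637 within WT and 0.959 within *Dek* cKO libraries. RNA from neighbouring cortex and a change in *Rspo1* cannot be told apart from these values, since few libraries carry the relation.

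Choroid plexus genes ranged from -2.65 to 1.73 on the log2 scale between libraries, and *Dek* cKO and WT libraries differed by 0.11 (two-sided exact p = 0.898). The 16 other marker lists differed by 0.03 for meninges (exact p = 0.933), -0.06 for blood (exact p = 0.723), -0.01 for endothelium (exact p = 0.812), 0.07 for microglia (exact p = 0.299), -0.02 for astrocytes (exact p = 0.543), -0.10 for oligodendrocytes (exact p = 0.580) and -0.03 for neurons. They differed by 0.01 for dentate gyrus (exact p = 0.887), -0.23 for CA1 (exact p = 0.0216, adjusted over the 17 lists 0.368), -0.05 for CA3 (exact p = 0.623), 0.05 for thalamus and habenula (exact p = 0.719), 0.08 for cortex (exact p = 0.682) and -0.09 for immediate early genes. Photoreceptor genes differed by 0.15 (exact p = 0.0758), the second pluripotency list by -0.14 (exact p = 0.0606) and injury response genes by 0.60 (exact p = 0.175), the last through male cKO replicate 3 at 3.12. Within the labelled sexes some lists moved in opposite directions, which the values over both sexes hide. Meninges moved by -0.510 in females and 0.572 in males, blood by -0.335 and 0.208 and choroid plexus by 0.405 and -0.184. Cortex moved by 0.365 and -0.208 and immediate early genes by -0.346 and 0.165. For immediate early genes this depends on both libraries of conflicting sex. The one labelled female cKO replicate 3 scored -0.598, the lowest of all, and the one labelled male cKO replicate 1 scored 0.257. The exact test was not run within a sex, since with 3 against 3 libraries it cannot give a two-sided p below 0.1. No other test of the marker lists within or between the sexes was run. Adjusted over the lists, p was 0.933 for neurons and immediate early genes and 0.368 or more for each list. The hippocampus expresses at 1 TPM or more all genes of the first 9 lists, 7 of 7 listed genes for CA1, 8 of 8 for CA3, 13 of 14 for thalamus and habenula, 10 of 11 for cortex, 17 of 19 immediate early genes, 3 of 10 photoreceptor genes, 5 of 20 pluripotency genes and 10 of 12 injury response genes. The paper names genes of some of these lists, among them 2 of the thalamus list, 1 of the cortex list and 2 of the injury response list.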
